# The inhibitory receptor Siglec‐G controls the severity of chronic lymphocytic leukemia

**DOI:** 10.15252/embr.202256420

**Published:** 2023-07-10

**Authors:** Bettina Röder, Hannah Fahnenstiel, Simon Schäfer, Bettina Budeus, Maria Dampmann, Melanie Eichhorn, Sieglinde Angermüller, Claudia Brost, Thomas H Winkler, Marc Seifert, Lars Nitschke

**Keywords:** BCR signaling, CLL, Siglec‐10, Siglec‐G overexpressing mice, Siglecs, Cancer, Immunology, Signal Transduction

## Abstract

Chronic Lymphocytic Leukemia (CLL) is the most common leukemia in adults in the Western world. B cell receptor (BCR) signaling is known to be crucial for the pathogenesis and maintenance of CLL cells which develop from mature CD5^+^ B cells. BCR signaling is regulated by the inhibitory co‐receptor Siglec‐G and Siglec‐G‐deficient mice have an enlarged CD5^+^ B1a cell population. Here, we determine how Siglec‐G expression influences the severity of CLL. Our results show that Siglec‐G deficiency leads to earlier onset and more severe course of the CLL‐like disease in the murine Eμ‐TCL1 model. In contrast, mice overexpressing Siglec‐G on the B cell surface are almost completely protected from developing CLL‐like disease. Furthermore, we observe a downmodulation of the human ortholog Siglec‐10 from the surface of human CLL cells. These results demonstrate a critical role for Siglec‐G in disease progression in mice, and suggest that a similar mechanism for Siglec‐10 in human CLL may exist.

## Introduction

Chronic lymphocytic leukemia (CLL) is the most common leukemic disease in adults in the Western world and typically occurs in elderly patients. CLL is characterized by a monoclonal expansion of mature CD5^+^ B cells in lymphoid tissue, bone marrow, and peripheral blood. Despite multiple treatment options (Hallek & Furstenau, 2019), CLL remains an incurable disease, with a clinical course that is highly variable and difficult to predict. The cellular origin, in particular the germinal center (GC) experience during the early phase of CLL pathogenesis proved to be a powerful clinical predictor (Oakes *et al*, 2016). CLL cases with an immunoglobulin heavy‐chain variable gene (IgV_H_) mutation frequency below 2% show inferior outcome (Hamblin *et al*, 1999). This led to the definition of two major CLL subsets, expressing an either unmutated (uCLL) or mutated (mCLL) immunoglobulin (Ig)‐rearrangement, with putative derivation from pre‐GC and post‐GC B cell subsets, respectively (Bosch & Dalla‐Favera, 2019). Molecular comparison of transcriptome analysis narrowed down the cellular origin of CLL to normal CD5^+^ B cell subsets with either pre‐GC (CD5^+^ naive) or post‐GC (CD5^+^CD27^+^ memory) differentiation stage (Seifert *et al*, 2012).

About 30% of CLL cases are characterized by homologous Ig‐rearrangements, suggesting selection of the B‐cell receptor (BCR) by similar antigens (Chiorazzi & Ferrarini, 2003; Stamatopoulos *et al*, 2007). These patients with CLL cells expressing so‐called “stereotyped” B‐cell receptors suffer from a more aggressive course of the disease and worse outcome regardless of Ig‐mutation status (Rai & Jain, 2016). CLL cells often express self‐aggregating BCR sequences that can elicit ligand‐independent, autonomous BCR signaling (Duhren‐von Minden *et al*, 2012; Minici *et al*, 2017). The importance of BCR signaling for development and maintenance of CLL cells has recently been shown in a mouse model (Schmid *et al*, 2022). Furthermore, this led to the clinical development of inhibitors for cellular kinases, which are downstream of BCR signaling, as therapeutic targets in CLL. Especially Ibrutinib, an inhibitor for Bruton's tyrosine kinase (BTK), has been approved and is widely used as a successful therapy against CLL (Burger & Chiorazzi, 2013; Hallek & Furstenau, 2019). The BCR complex is crucial for the survival of peripheral B cells and its signaling is closely regulated by plasma membrane co‐receptors and intracellular signaling proteins. While several intracellular kinases seem to be crucial for CLL survival, the role of inhibitory proteins is less investigated. When one of two inhibitory phosphatases for the crucial PI3K B‐cell survival pathway, SHIP1 or PTEN, were inhibited or deleted, impaired survival of CLL cells or worse CLL outcome were reported in mouse models, respectively (Ecker *et al*, 2021; Schmid *et al*, 2022). The role of B‐cell inhibitory receptors has hardly been studied for CLL development so far.

Our group works on B‐cell inhibitory receptors of the sialic‐acid binding immunoglobulin‐like lectin (Siglec) family. B cells express the inhibitory receptor Siglec‐G in the mouse, or its human ortholog Siglec‐10 (Meyer *et al*, 2018). We have in the past studied the role of Siglec‐G by genetic mouse models. Siglec‐G‐deficient mice show a 5‐ to 10‐fold expansion of the CD5^+^ B‐cell population, which are B1a cells, B cells with specific functions in the mouse (Baumgarth, 2011). In Siglec‐G‐deficient B1a cells enhanced BCR‐induced Ca^2+^ signaling was observed, which is crucial for the maintenance of this cell type (Hoffmann *et al*, 2007). Furthermore, Siglec‐G‐deficient mice develop autoantibodies and signs of lupus‐like autoimmune disease upon aging (Bökers *et al*, 2014; Müller & Nitschke, 2014; Müller *et al*, 2015). Murine CD5^+^ B1a cells share features of human CD5^+^ CLL cells in some aspects, including expression of a restricted Ig repertoire using similar IgV_H_ families, including specificities for autoantigens and oxidized phospholipids (Herve *et al*, 2005; Baumgarth, 2011). It was therefore of interest to investigate whether the largely increased CD5^+^ B1a cell population and the higher BCR signaling in B1a cells of Siglec‐G‐deficient (*Siglecg* ^−/−^) mice might promote or enhance the development of CLL‐like disease in mice. Previously, in aging *Siglecg* ^−/−^ animals, the development of heterogenous B‐cell lymphoid tumors could be observed, but interestingly no spontaneous CLL developed (Simonetti *et al*, 2014). We decided to analyze the role of Siglec‐G in murine CLL development by crossing Siglec‐G‐deficient mice into the commonly used Eμ‐TCL1 transgenic CLL mouse model (Bichi *et al*, 2002). TCL1 is the T‐cell leukemia‐1 gene, an oncogene which is commonly activated by translocations in T‐cell leukemias and is also activated in several B‐cell leukemias (Teitell, 2005). In this mouse line TCL1 is expressed by a B‐cell specific promoter and enhancer (Bichi *et al*, 2002). Eμ‐TCL1 transgenic mice develop a lymphoproliferative disorder of CD5^+^ B cells starting at about 6 months of age and leading to a CLL‐like disease at the age of 10–12 months with initially oligoclonal and then monoclonal leukemic B‐cell populations. The BCR sequences of CLL‐like cells in Eμ‐TCL1 transgenic mice are barely Ig‐mutated and resemble human uCLL cells with restricted IgV_H_ repertoire and specificities for autoantigens and microbial antigens (Yan *et al*, 2006).

Our results show that Siglec‐G deficiency leads to earlier onset and more severe course of the CLL‐like disease in Eμ‐TCL1 transgenic mice. To investigate whether Siglec‐G overexpression has an opposite effect on CLL development, we generated a mouse line where the Siglec‐G expression level on the B cell surface is about five times higher than in wild type (WT) mice. Interestingly, the overexpression of this inhibitory receptor could almost completely prevent development of the CLL‐like disease in Eμ‐TCL1 transgenic mice. Furthermore, we observed a downmodulation of the human orthologue Siglec‐10 from the surface of human CLL cells. These results show that Siglec‐G in the mouse is a crucial regulator of CLL severity and a parallel mechanism for Siglec‐10 in human CLL may exist.

## Results

### Earlier and stronger expansion of the CLL‐like population in the blood of TCL1 × Siglecg^−/−^ mice

Eμ‐TCL1 transgenic mice, here further referred to as TCL1 mice, were used as a mouse model for CLL. To investigate the influence of Siglec‐G deficiency on the development of CLL, TCL1 mice were crossed to Siglec‐G‐deficient (*Siglecg* ^−/−^) mice. Flow cytometric analyses of peripheral blood cells were performed at 4‐week intervals to monitor the development of B220^low^ CD5^+^ IgM^+^ CLL‐like cells, up until 60 weeks of age (Fig 1). Representative dot plots in Fig 1A show the population of B220^low^ CD5^+^ lymphocytes, which are B1a cells in wild type and *Siglecg* ^−/−^ mice and the expansion of CLL‐like cells in TCL1 and TCL1 × *Siglecg* ^−/−^ mice in the blood (Fig 1A). WT and *Siglecg* ^−/−^ controls revealed a low B1a cell population (B220^low^ CD5^+^) in WT (~ 2% of lymphocytes) and a higher B1a cell population in the blood of *Siglecg* ^−/−^ mice (~ 10% of lymphocytes). The size of these B1a cell populations in the two control mouse strains remained constant and did not increase until the age of 60 weeks (Fig 1B). TCL1 mice showed an increase of the population of CLL‐like cells (also characterized as B220^low^ CD5^+^) in the blood from the age of 40 weeks, reaching a percentage of about 50% of all blood lymphocytes at week 60. In contrast, the CLL‐like population in the blood of TCL1 × *Siglecg* ^−/−^ animals increased much earlier, already at the age of 20 weeks. This earlier increase of the CLL‐like population in TCL1 × *Siglecg* ^−/−^ mice was also evident from follow up of individual mice over the time course (Fig EV1A). From the age of 8 weeks up to the age of 40 weeks, the CLL‐like population in TCL1 × *Siglecg* ^−/−^ mice was significantly increased compared to TCL1 mice (Fig 1B). Of note, no single animal of the TCL1 × *Siglecg* ^−/−^ group survived until the age of 60 weeks.

**Figure 1:**
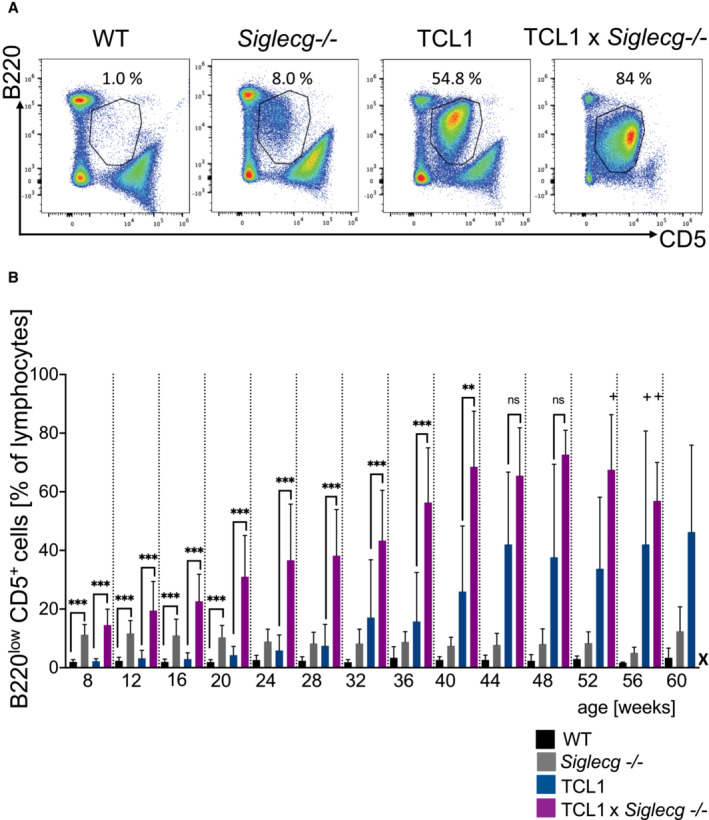
Earlier and stronger expansion of CLL‐like cells in the blood of TCL1 × *Siglecg* ^−/−^ mice To monitor the progression of the CLL‐like population, blood was collected from the animals every 4 weeks up to an age of 60 weeks and analyzed by flow cytometry. Representative FACS plots show examples of stainings of B220^low^ CD5^+^ B cells. (CLL‐like cells) and the selected gate for (B).The diagram displays the percentage of CLL‐like cells in relation to all lymphocytes over a period of 60 weeks. Shown are mean values with ± SD. Significant differences between groups were determined by one‐way ANOVA with Kruskal–Wallis test (no normal distribution) and corrected for multiple comparison with Dunn's test, **P < 0.01, ***P < 0.001. Summarized data from more than 40 independent experiments for individual time points, comprising *n* = 4–75 animals per time point and genotype. X = no surviving TCL1 × *Siglecg* ^−/−^ animals at the age of 60 weeks. + indicates that in these groups only 4 animals were used for the analysis and therefore no calculation of significance was possible. Source data are available online for this figure.

**Figure EV1:**
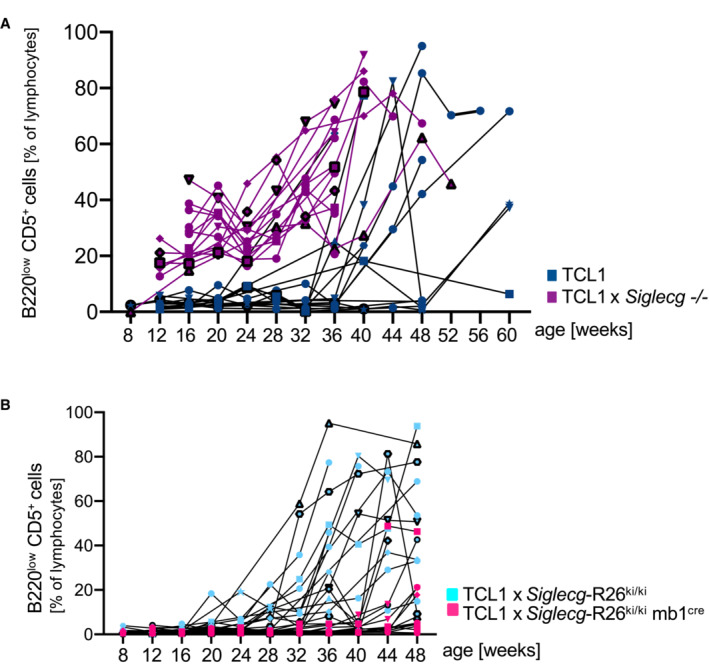
Earlier expansion of the CLL‐like cell population in TCL1 × Siglecg^−/−^ mice and later expansion in TCL1 × *Siglecg*‐R26^ki/ki^ mb1^cre^ mice, shown for individual mice over time A, BShown are percentages of B220^low^ CD5^+^ cells in the blood of individual mice over time in (A) comparison of TCL1 and TCL1 × Siglecg^−/−^ mice and in (B) TCL1 × *Siglecg*‐R26^ki/ki^ and TCL1 × *Siglecg*‐R26^ki/ki^ mb1^cre^ control mice. To distinguish different mice different symbols were used to represent individual mice that are connected by lines. *N* = 15 TCL1; *n* = 15 TCL1 × *Siglecg* ^−/−^; *n* = 22 TCL1 × *Siglecg*‐R26^ki/ki^; *n* = 17 TCL1 × *Siglecg*‐R26^ki/ki^ mb1^cre^.

We extended our hematologic screening to determine whether the TCL1 animals develop blood leukocytosis and anemia in analogy to human CLL patients. As expected, the leukocyte numbers in the WT and *Siglecg* ^−/−^ controls remained consistently low. TCL1 mice only showed a moderate increase of total leukocyte and lymphocyte numbers over time (Fig EV2A and B). In contrast, we could observe a stronger progression of leukocytosis as well as lymphocytosis in TCL1 × *Siglecg* ^−/−^ mice with significantly increased cell numbers compared to TCL1 mice (Fig EV2A and B). While TCL1 mice did not show significant decreases of platelets or red blood cell numbers from 24 to 52 weeks of age, TCL1 × *Siglecg* ^−/−^ mice showed a significant reduction of platelet numbers in the same time interval (Fig EV2C). In addition, red blood cell numbers in TCL1 × *Siglecg* ^−/−^ mice seemed to decrease as the disease progressed (Fig EV2D).

**Figure EV2:**
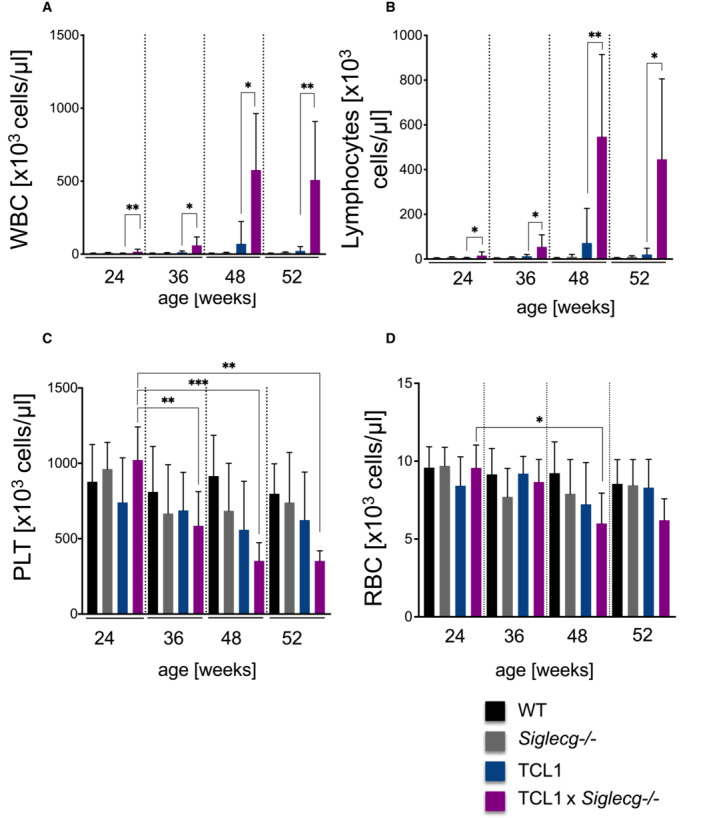
Earlier signs of leukocytosis and lymphocytosis in TCL1 × *Siglecg* ^−/−^ mice A–DFor hematological analysis of blood cells (A) the leukocyte count (B) the lymphocyte count (C) the platelet count and (D) the red blood cell count were determined with an Advia 120 hematology analysis machine. The mean values are shown with SD. Significant differences between groups were determined by one‐way ANOVA with Kruskal–Wallis and corrected for multiple comparison with Dunn's test, *P < 0.05, **P < 0.01, ***P < 0.001. *n* = 5–16 animals per time point and genotype, summarized from at least five independent experiments.

### Earlier splenomegaly, earlier infiltrations of CLL‐like cells into various organs and lower survival of TCL1 × Siglecg^−/−^ mice

CLL progress is often accompanied by an enlargement of the spleen. We determined the development of splenomegaly in our TCL1 model at different time points. The spleen size or weight of TCL1 mice did not differ from those of WT animals up to the age of 36 weeks (Fig 2A). At the age of 48 weeks TCL1 mice showed significantly larger spleens with increased weight. In contrast, a significant enlargement of the spleen in TCL1 × *Siglecg* ^−/−^ animals was observed already at the age of 36 weeks (Fig 2A). At the age of 48 weeks both TCL1 and TCL1 × *Siglecg* ^−/−^ mice reach a comparable organ size. This correlated with CLL‐like cell expansions in the spleen of TCL1 mice from the age of 48 weeks onwards, while CLL‐like cell numbers increased much earlier in TCL1 × *Siglecg* ^−/−^ mice. In this strain, CLL‐like cell numbers were significantly higher than in TCL1 mice from the age of 12 weeks onwards (Fig 2B).

**Figure 2:**
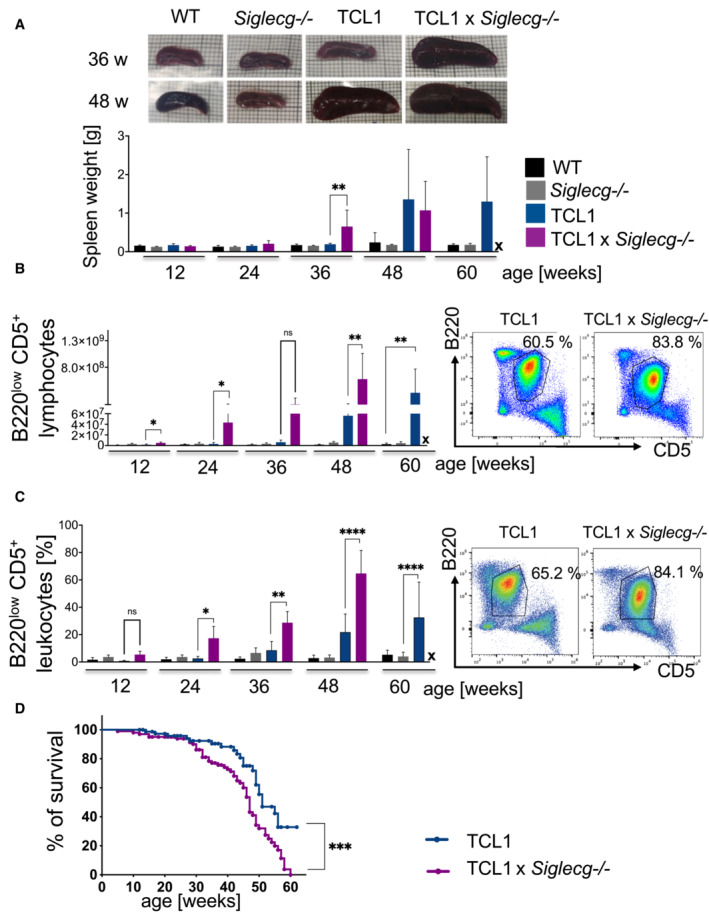
Earlier splenomegaly, earlier expansion, and infiltration of CLL‐like cells in spleen and liver and lower survival of TCL1 × *Siglecg* ^−/−^ mice Depicted are representative photographs of the spleen on graph paper of the different genotypes at 36 and 48 weeks of age. The spleen weight was determined and the mean values with ± SD are shown for every time point. Significant differences between groups were tested by one‐way ANOVA with Kruskal–Wallis test and corrected for multiple comparison with Dunn's test.The absolute cell numbers of B220^low^ CD5^+^ lymphocytes at different time points in the spleen are shown as mean values with ± SD. Significant differences between groups were tested by one‐way ANOVA with Kruskal–Wallis test and corrected for multiple comparison with Dunn's test. The different time points were tested separately. Alongside representative dot plots show selection and percentages of B220^low^ CD5^+^ cells in the spleen pre‐gated on single cells, living cells and lymphocytes.The percentage of B220^low^ CD5^+^ leukocytes in the liver at different time points is illustrated. Besides representative dot plots show the selection of B220^low^ CD5^+^ cells in the liver. Cells were pre‐gated on single cells, living cells and CD45^+^ leukocytes. Shown are mean values with ± SD. Significant differences between groups were tested by ordinary one‐way ANOVA with Šídák's *post‐hoc* test.The survival of TCL1 × *Siglecg* ^−/−^ mice compared to TCL1 mice is illustrated with the Kaplan–Meier survival curve (*n* = 81 for TCL1, *n* = 101 for TCL1 × *Siglecg* ^−/−^). The groups were compared for significant differences via log‐rank test. Data information: (A–C) Data are from at least 10 independent experiments for individual time points, comprising *n* = 5–12 animals per time point and genotype. X = no surviving TCL1 × *Siglecg* ^−/−^ animals at the age of 60 weeks. *P < 0.05, **P < 0.01, ****P < 0.0001. Source data are available online for this figure.

Infiltrations of CLL‐like cells into the liver of TCL1 mice could be observed from 48 weeks of age onwards (Fig 2C). TCL1 × *Siglecg* ^−/−^ mice showed significantly higher infiltration of CLL‐like cells into the liver from the age of 24 weeks onwards, when compared to TCL1 mice. Also, in other organs such as the peritoneal cavity or the bone marrow of TCL1 × *Siglecg* ^−/−^ mice, stronger expansions of the CLL‐like populations were detected (Appendix Fig S1A and B).

The survival of TCL1 and TCL1 × *Siglecg* ^−/−^ mice was monitored over time. Starting at the age of approximately 30 weeks a significant survival disadvantage of TCL1 × *Siglecg* ^−/−^ mice was evident (Fig 2D). Moreover, no TCL1 × *Siglecg* ^−/−^ animal reached the age of 60 weeks, contrasting with 30% of the TCL1 animals being still alive at this time point.

### TCL1 × Siglecg^−/−^ mice develop CLL‐like cells with a monoclonal Ig repertoire earlier than TCL1 mice

In order to monitor tumor outgrowth, we performed a longitudinal analysis of the IgV_H_ repertoire of CLL‐like cells of TCL1 and TCL1 × *Siglecg* ^−/−^ mice. To achieve this, peripheral blood was collected at defined time points (12, 24, 36, and 48 weeks of age) to study individual mice over time. 

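The heavy-chain repertoire of blood B cells was available for 4 WT, 4 Siglecg-/-, 5 TCL1 and 5 TCL1 × Siglecg-/- mice, with each mouse sampled repeatedly between 12 and 48 weeks of age. TCL1 mice carry a human TCL1 transgene in their B cells and accumulate CD5+ CLL-like cells with age, and Siglecg-/- mice lack Siglec-G, an inhibitory receptor of the B cell receptor. All cells of a leukemic clone carry the same VHDJH rearrangement, so that the share of the most frequent rearrangement measures how far a clone has taken over the B cells of the blood. Fig 3 shows WT mouse T7547, Siglecg-/- mouse T6015, TCL1 mice T5967, T7549 and T7551, and TCL1 × Siglecg-/- mice T6006, T7616 and T7620. The other mice with data are WT mice T5965, T5966 and T7548, Siglecg-/- mice T6007, T6020 and T7618, TCL1 mice T5964 and T7552, and TCL1 × Siglecg-/- mice T6012 and T6022, and the paper's text does not say how the mice shown were chosen. At 48 weeks samples existed for 3 WT, 3 Siglecg-/-, 2 TCL1 and 3 TCL1 × Siglecg-/- mice.

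The authors isolated total RNA from the sorted cells and labelled each transcript with a unique molecular identifier (UMI) before amplification, which is the principle of molecular amplification fingerprinting. They sequenced the libraries on a MiSeq, checked quality with FastQC and PhiX, corrected UMI errors, merged the read pairs with pRESTO and annotated the V, D and J genes. The methods name IMGT/HighV-QUEST and ARGALAXY, while the deposited tables are in the format of igblast. The program versions and the germline set are not given in the sources used here. Each entry of the deposited tables is 1 productive mRNA molecule with its isotype and its number of reads, and no cell count is given. A B cell that makes more heavy-chain mRNA is therefore counted more often than others.

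A clonotype was defined as the sequences of a sample that share the V gene, the J gene and the junction amino acids, and its share is given in percent of the productive sequences of the sample. The effective number of clonotypes is the number of equally frequent clonotypes that would give the same chance of drawing a clonotype repeatedly (inverse Simpson index). Confidence intervals of shares are 95% Wilson intervals and cover counting error only.

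In WT mice the number of productive sequences per sample ranged from 378 to 14389 at 12 weeks (median 6792), from 77 to 5096 at 24 weeks (median 1591.5), from 881 to 8355 at 36 weeks (median 3681) and from 1528 to 9971 at 48 weeks (median 2503). In Siglecg-/- mice it ranged from 114 to 23853 at 12 weeks (median 11337.5), from 454 to 4881 at 24 weeks (median 1629), from 316 to 8521 at 36 weeks (median 3726) and from 426 to 34697 at 48 weeks (median 9589). In TCL1 mice the range was 3896 to 12126 at 12 weeks (median 7999), 154 to 8821 at 24 weeks (median 721), 219 to 7344 at 36 weeks (median 946) and 379 to 574 at 48 weeks (median 476.5). In TCL1 × Siglecg-/- mice the range was 447 to 43102 at 12 weeks (median 13517), 442 to 23695 at 24 weeks (median 11399), 743 to 49653 at 36 weeks (median 8165) and 8558 to 100709 at 48 weeks (median 8675). At each age, TCL1 samples were thus shallower than those of TCL1 × Siglecg-/- mice in their medians.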

CD19^+^ B cells from the blood were sorted by flow cytometry, followed by RNA isolation and library preparation for Next Generation Sequencing (NGS). 

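In WT mouse T7547, the largest clonotype held 0.40% of the productive sequences at 12 weeks, 2.90% at 24 weeks and 0.694% at 36 weeks. In Siglecg-/- mouse T6015, it held 0.515% at 12 weeks, 3.66% at 24 weeks, 1.68% at 36 weeks and 1.30% at 48 weeks. The repertoire of T7547 was as even as that of 949, 235 and 540 equally frequent clonotypes at these ages, and that of T6015 as even as 1339, 162, 254 and 329 clonotypes. Among all control samples with at least 500 productive sequences, the largest clonotype held between 0.40% and 20.2% in WT mice and between 0.438% and 5.35% in Siglecg-/- mice. The highest of these values came from WT mouse T5966 at 48 weeks, where the clonotype (IGHV5-6, CDR3 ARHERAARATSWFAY) was the one that was also largest in TCL1 × Siglecg-/- mouse T6006. Of its sequences in T5966, 15.5% carried a UMI that also marked it in T6006, against 14.0% of the other sequences of that library. The compared 1990 sequences have the same junction nucleotides as the clone of T6006. Only the library of T6006 at 48 weeks was compared, and mixing before UMI labelling was not tested. Whether these sequences belong to T5966 therefore stays open.

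At 12 weeks the log2 effective number of clonotypes differed by -0.14 between the 10 mice with and the 8 mice without the TCL1 transgene (two-sided exact permutation test within Siglecg genotype, p = 0.882), and the sign turned to 0.09 when each distinct nucleotide sequence was counted once. Between the 9 mice with and the 9 mice without Siglec-G deficiency it differed by -0.97 (two-sided exact permutation test within TCL1 genotype, p = 0.35), and by -0.24 without T7618, a sample of 114 sequences (-1.33 to -0.24 with 1 mouse left out). Neither difference held against the variation among mice. At 36 weeks the log2 effective number was 2.59 ± 2.33 (SD, n = 10) in mice with the TCL1 transgene and 7.43 ± 1.47 (n = 8) in mice without it, a difference of -4.84 (p = 0.000567 in the same exact permutation test).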

A high diversity of IgV_H_ sequences was found in the control animals (WT and *Siglecg* ^−/−^ *)* over the whole analysis period (Fig 3). Three individual TCL1 mice were analyzed from 12 to 48 weeks of age. Until the age of 36 weeks they showed a polyclonal or a slightly oligoclonal repertoire. 

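At 12 weeks the largest clonotype held 1.28% of the productive sequences in T5967, 0.413% in T7549 and 1.10% in T7551, and at 24 weeks 14.8%, 1.96% and 4.34%. At 36 weeks the values were 31.4% (95% CI 29.9-32.9%) in T5967, 53.0% (49.3-56.6%, 719 sequences) in T7549 and 2.55% in T7551, where this clonotype was the one that is largest in TCL1 × Siglecg-/- mouse T7616. The clone of T5967 used IGHV6-6 and IGHJ3 with the CDR3 TDWFAY and made up 0.128% of the sequences at 12 weeks, and its second clone at 36 weeks used IGHV12-3 (14.5%, CDR3 AGDRYGYWYFDV). The effective number of clonotypes was 366 at 12 weeks and 8.17 at 36 weeks in T5967, 1136 and 3.48 in T7549, and 468 and 305 in T7551.

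The clonotype of T7549 at 36 weeks (IGHV2-6-5, IGHD2-14, IGHJ3, CDR3 AKQEVRRLFAY) was found in 0 of 7999 sequences at 12 weeks, 0 of 766 at 24 weeks and 0 of 379 at 48 weeks, counts that allow up to 0.0375%, 0.392% and 0.792%. The same rearrangement was the largest clonotype of TCL1 × Siglecg-/- mouse T7620 at 36 weeks. Of its sequences in T7549, 90.4% carried a UMI that also marked this clonotype in T7620, against 8.45% of the other sequences of the T7549 library, and without the single-read sequences that share UMI and junction with another mouse the largest clonotype of T7549 held 17.5%. The removal of such sequences was chosen after the data had been seen.

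Among the other TCL1 mice at 36 weeks, T5964 carried a clone with IGHV1-63, IGHD1-1 and IGHJ1 (CDR3 ARFYYGSSYWYFDV) at 46.8% (43.7-50.0%), which had held 0.215% at 12 weeks, and T7552 a clone with IGHV3-2 and IGHJ2 (CDR3 ARLYDGYYFDY) at 20.1% (15.3-25.9%, 219 sequences). From 12 to 36 weeks the share of the largest clonotype was higher in 5 of 5 TCL1 mice, by 29.7 percentage points in the mean (SD of the change 20.3). The two-sided exact sign-flip permutation test gave p = 0.0625, the smallest value that 5 pairs allow. The largest clonotypes of T7549 and T7551 at 36 weeks are those of T7620 and T7616. Of their sequences, 90.4% and 89.8% share a UMI with the clone of that mouse, so that these rises rest on sequences of doubtful origin. The mean rise ranged from 23.3 to 37.8 points under other settings, the removal of shared single-read sequences included.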

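In TCL1 mouse T7551 at 48 weeks, 1 clonotype held 45.5% of 574 productive sequences (95% CI 41.4-49.6%). It used IGHV3-2, IGHD2-4 and IGHJ2 with the CDR3 ARLGYDYPHFDY, and 90.04% of its sequences were IgM. Counted as a VHJH pair, as in circos plots, IGHV3-2 with IGHJ2 held 50.0%. The effective number of clonotypes was 4.76 at 48 weeks. The clonotype was seen in 0 of 4096 sequences at 12 weeks and 0 of 8821 at 24 weeks, which allows up to 0.0732% and 0.0340%, and in 5 of 7344 sequences (0.0681%, 95% CI 0.0291-0.159%) at 36 weeks. Its rise to the largest clone of the blood B cells thus fell between the samples of 36 and 48 weeks.

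IGHV3-2 lies in the heavy-chain locus on chromosome 12. Its closest gene in the GRCm38 reference is Ighv3-2 (114033803 to 114034233, minus strand), with 94.9% of the compared V gene bases identical. This reference lists Ighv3-2 as a pseudogene, and the next closest gene is Ighv3-1 at 93.5%. GRCm38 is the genome of C57BL/6 mice, whereas the mice studied here are BALB/c, so that gene coordinates of this reference give only the nearest relative of a V gene.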

At 48 weeks, one TCL1 mouse developed a monoclonal IgV_H_ repertoire with usage of a V_H_3‐2 element. 

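In TCL1 mouse T7549 at 48 weeks, the largest clonotype held 9.50% of 379 productive sequences (95% CI 6.94-12.9%), and the effective number of clonotypes was 60.7. This clonotype (IGHV9-4, IGHD2-2, IGHJ3, CDR3 AREGDGYDGEFAY) had 0% IgM sequences and a median V gene mutation rate of 4.42%. The second clonotype used IGHV9-2-1 and IGHJ4 and held 6.07%. Of all sequences of this sample, 24.5% were IgA. T5967 had its last sample at 36 weeks.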

One TCL1 mouse had an oligoclonal IgV_H_ repertoire, while one mouse died before the age of 48 weeks (Fig 3). In the three TCL1 × *Siglecg* ^−/−^animals a dominant monoclonal IgV_H_ repertoire was detected earlier in each mouse tested (involving V_H_2, V_H_3, and V_H_5 segments, respectively), starting already at the age of 36 weeks. 

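At 36 weeks the largest clonotype held 72.2% (95% CI 71.6-72.8%) of 20708 productive sequences in T6006, 89.96% (89.3-90.6%) of 8165 sequences in T7616 and 84.0% (83.7-84.3%) of 49653 sequences in T7620. The clone of T6006 used IGHV5-6, IGHD3-1 and IGHJ3 (CDR3 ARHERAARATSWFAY) and was already the largest clonotype at 12 weeks with 1.63% and at 24 weeks with 10.2%. The clone of T7616 used IGHV3-2, IGHD1-1 and IGHJ4 (CDR3 ASLYYYGSSDAMDY) and made up 3.31% at 12 weeks and 13.4% at 24 weeks. The clone of T7620 used IGHV2-6-5, IGHD2-14 and IGHJ3 and was seen in 0 of 6445 sequences at 12 weeks, then held 1.55% (1.37-1.76%) at 24 weeks. The effective number of clonotypes at 36 weeks was 1.92 in T6006, 1.24 in T7616 and 1.42 in T7620. Sequences of the clones of T6006 and T7616 were thus found in the samples taken 24 weeks before these clones dominated. Both rearrangements also stood in libraries of other mice, and carry-over from a later library of the same mouse was not tested.

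TCL1 × Siglecg-/- mice T6012 and T6022 had smaller clones at this age. T6022 carried a clone with IGHV3-8, IGHD2-12 and IGHJ4 (CDR3 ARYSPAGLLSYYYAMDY) at 46.97% (43.4-50.6%), and T6012 a clone with IGHV3-2 (CDR3 ARWEVRRYYFDY) at 35.2% (34.1-36.4%), which had held 19.4% at 12 weeks, the highest share of any TCL1-carrying mouse of this cohort at that age. In GRCm38 the closest relatives of the V genes are Ighv5-6 for IGHV5-6 (113625506 to 113625956, 99.7% identity) and Ighv2-6-8 for IGHV2-6-5 (113796138 to 113796567, 96.5%).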

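At 48 weeks the clone of T6006 held 88.9% (95% CI 88.7-89.1%) of 100709 productive sequences, and the effective number of clonotypes was 1.26. TCL1 × Siglecg-/- mice T6012 and T6022 were sampled at 48 weeks as well. In T6022 the IGHV3-8 clone was seen in 0 of 447 sequences at 12 weeks and held 32.7% at 24 weeks and 71.5% (70.5-72.4%) at 48 weeks. In T6012 the largest clonotype had been replaced. A clone with IGHV1-14, IGHD1-1 and IGHJ3 (CDR3 ALLYGSSSAWFAY), at 5.11% at 36 weeks, held 56.8% (55.8-57.9%) at 48 weeks, while the IGHV3-2 clone held 9.34%.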

One mouse kept this clone until 48 weeks, the other two mice died before reaching the age of 48 weeks. These results indicate that TCL1 × *Siglecg* ^−/−^ animals do not only show an earlier lymphoproliferation of their CLL‐like cells, but also develop leukemic monoclonal expansions earlier than TCL1 mice. 

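At 36 weeks the largest clonotype of each of the 3 TCL1 × Siglecg-/- mice shown in Fig 3 held a larger share than that of any of the 3 TCL1 mice shown, and 3 against 3 mice cannot give an exact permutation p below 0.1. Over all mice with data, it held 65.7 ± 23.7% (SD, n = 5) of the productive sequences in TCL1 × Siglecg-/- mice and 30.8 ± 20.4% (n = 5) in TCL1 mice. The difference of 34.9 percentage points gave p = 0.0476 in a two-sided exact permutation test and 0.133 after Benjamini-Hochberg adjustment over the 4 ages tested, so that it did not hold after adjustment.

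The largest clonotype held 6.92 ± 7.63% in TCL1 × Siglecg-/- and 1.06 ± 0.786% in TCL1 mice at 12 weeks (n = 5 and 5, exact permutation p = 0.0714, adjusted 0.133; the difference of 5.86 points was 2.73 without T6012), and 17.2 ± 10.9% and 11.4 ± 10.5% at 24 weeks (exact permutation p = 0.389, adjusted 0.389), where the difference of 5.82 points ranged from 1.94 to 9.96 with 1 mouse left out. The TCL1 mean at 24 weeks was 7.21% without T7552 (27.9% of 154 sequences), whose clonotype is that of T6006. Of its UMIs 33.3% (21.0-48.4%) were shared, against 16.1% (10.4-24.0%) in the rest of the library. These intervals overlap, which does not test the difference, and no test of it was made. At 48 weeks the shares were 72.4 ± 16.1% in 3 TCL1 × Siglecg-/- mice and 27.5 ± 25.4% in 2 TCL1 mice. The exact permutation p was 0.1, the smallest that this design allows, and the difference ranged from 26.9 to 62.9 points with 1 mouse left out. A clonotype with at least 50% of the sequences was present at 36 weeks in 3 of 5 TCL1 × Siglecg-/- mice and in 1 of 5 TCL1 mice, T7549 (two-sided Fisher's exact test, p = 0.524). The clonotype of T7549 is the one that shares its UMIs with T7620 and leaves a largest clonotype of 17.5% without the shared single-read sequences, and without T7549 the difference was 60 points in place of 40 and did not pass either (Fisher's exact test, p = 0.167). From 12 to 36 weeks the share of the largest clonotype was higher by 58.7 points (SD of the change 30.6, 5 of 5 mice) in TCL1 × Siglecg-/- mice. This was 29.0 points more than in TCL1 mice, a difference that did not pass (two-sided exact permutation test, p = 0.111), and the difference was 39.8 points (exact permutation p = 0.0397) without T6012. From the dominant clones found in the TCL1 × Siglecg-/- mice of Fig 3 at 36 weeks, the paper concludes that leukemic monoclonal expansions arise earlier in these animals than in TCL1 mice.

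**Figure D1:**
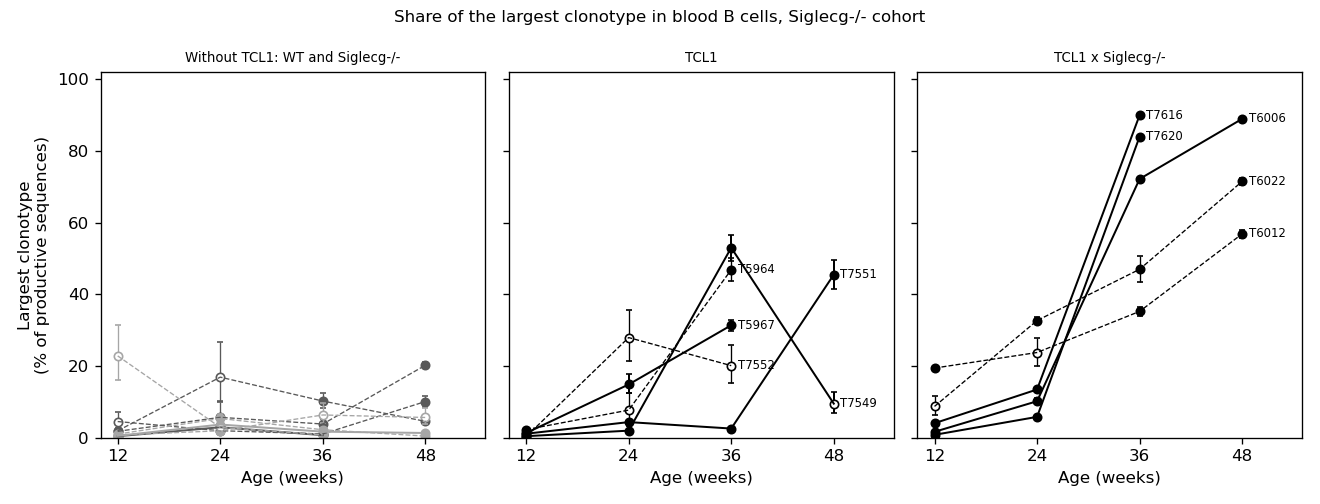
Share of the largest clonotype at each age in percent of productive sequences (y axis) against age in weeks (x axis), 1 line per mouse, with controls in the left panel (WT dark, Siglecg-/- light), TCL1 mice in the middle and TCL1 × Siglecg-/- mice on the right. Solid lines are mice shown in Fig 3, dashed lines the others, open symbols are samples with fewer than 500 sequences and error bars are 95% Wilson intervals; at 36 weeks T7616 reached 89.96% and T6006 72.2%.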

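The V gene mutation rate of a clone was taken as the median percent of V gene bases that differ from the assigned germline gene, over all sequences of the clonotype. It was 0.687% (5th to 95th percentile 0.340-4.42%) in the IGHV3-2 clone of T7551 at 48 weeks and 0.683% (0-3.75%) in the IGHV3-2 clone of T7616 at 36 weeks. The IGHV2-6-5 clone of T7620 at 36 weeks had a median of 0% (0-2.73%) and the IGHV5-6 clone of T6006 at 48 weeks one of 0.338% (0-3.06%). A value of 0.338% is a single mismatch in the compared V gene bases. The germline set is not given, so that a base by which a BALB/c allele differs from it cannot be told from a mutation. Among the clones of TCL1 × Siglecg-/- mice that Fig 3 does not show, the IGHV1-14 clone of T6012 at 48 weeks had a median of 1.38%.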

All monoclonal IgV_H_ sequences showed a low rate (0–3.7%) of IgV_H_ mutations (Appendix Table S1).

**Figure 3:**
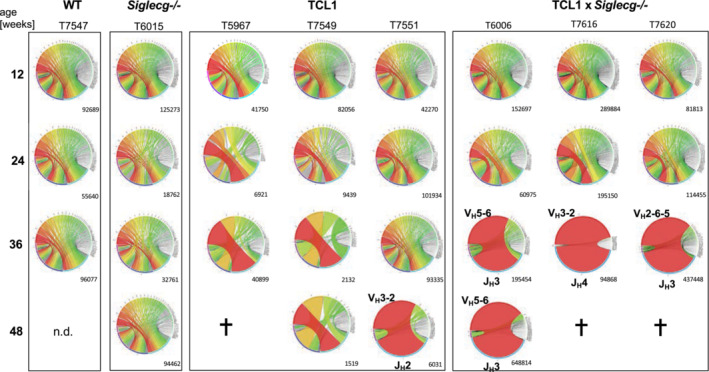
TCL1 × *Siglecg* ^−/−^ mice develop leukemic clones earlier than TCL1 controls Analysis of the IgV_H_ repertoire of CD19^+^ sorted blood cells by NGS. Circos plots depicting the frequencies of V_H_J_H_ usage from three individual mice for the different time points are shown. The number of productive sequences is indicated under the respective plot. The V_H_ family of prominent clones is highlighted. The cross indicates that the animals died before reaching the time point and therefore no analysis could be performed. n.d. indicates no data available. Data are from one experiment, comprising *n* = 3 mice per genotype.

CLL‐like cells frequently express a BCR repertoire with V_H_ segments that are typical for B1a cells, such as V_H_11 and V_H_12, binding characteristic autoantigens (Yan *et al*, 2006). We performed staining of CLL‐like cells with phosphatidylcholine‐ (PtC) containing liposomes and phosphorylcholine‐ (PC)‐BSA that are bound by BCRs often carrying V_H_11 and V_H_12 elements. This analysis revealed a significantly reduced binding of these antigens in TCL1 × *Siglecg* ^−/−^ mice in comparison to TCL1 littermates for most time points (Appendix Fig S2A and B). This suggests an overall different BCR repertoire of CLL‐like cells of TCL1 × *Siglecg* ^−/−^ mice, when compared to TCL1 mice. A similar shift in the BCR repertoire was detected previously in normal B1a cells of *Siglecg* ^−/−^ mice (Jellusova *et al*, 2010).

### Siglec‐G overexpression on B cells leads to a strong suppression of CLL‐like cells in the blood

Since we found that Siglec‐G deficiency led to an earlier development of the CLL‐like disease in TCL‐1 mice, we aimed to test whether overexpression of this inhibitory receptor might suppress the disease or lead to a favorable outcome. To test this hypothesis, Siglec‐G overexpressing mice (*Siglecg*‐R26^ki/ki^) were generated by a *knockin* of *Siglecg* cDNA into the Rosa26 locus (Fig EV3A). The Siglec‐G cDNA is under the control of a CAG promoter followed by a floxed transcriptional stop cassette, which is removed by crossing with mb1‐cre mice, resulting in B cell‐specific overexpression. The characterization of Siglec‐G overexpressing mice (*Siglecg*‐R26^ki/ki^ mb1^cre^) revealed a B‐cell specific overexpression of Siglec‐G on the surface of B‐lineage cells, starting at the pro/pre B cell stage in bone marrow and continuing on all peripheral B cells. Mature B cells in the spleen showed a fivefold overexpression, while the B1a cell population in the peritoneum showed an approximately eightfold overexpression of Siglec‐G (Fig EV3B). In contrast to the enlargement of the B1a cell population in *Siglecg* ^−/−^ mice, a significant reduction of this population could be observed upon overexpression of *Siglecg* (Fig EV3C, about 8‐fold reduction of B1a cell numbers). Siglec‐G overexpressing mice had a normal B‐cell development in the bone marrow and showed overall normal splenic B‐cell subpopulations (Appendix Fig S3A and B). In order to test the influence of overexpressed Siglec‐G on the CLL disease, *Siglecg*‐R26^ki/ki^ mb1^cre^ mice were crossed with TCL1 mice. To monitor the progression of the leukemia‐like population in the blood by flow cytometric analysis, blood was drawn in 4‐week intervals until the age of 48 weeks. The representative dot plots in Fig 4A show that the CLL‐like population was significantly reduced in TCL1 × *Siglecg*‐R26^ki/ki^ mb1^cre^ mice (Siglec‐G overexpressing) compared to TCL1 × *Siglecg*‐R26^ki/ki^ transgenic control mice. This effect can also be observed over time. TCL1 × *Siglecg*‐R26^ki/ki^ mice showed a constantly increasing CLL‐like population starting at the age of about 28 weeks, which expanded steadily over time and reached its peak of about 40–50% of all blood lymphocytes at the age of 48 weeks (Fig 4B). This is consistent with the results of TCL1 mice of the previously analyzed cohort (Fig 1B). In contrast, the CLL‐like population in TCL1 × *Siglecg*‐R26^ki/ki^ mb1^cre^ mice remained at a consistently low level (≤ 1%), which is comparable to the non‐transgenic controls, over time and was always significantly lower than TCL1 × *Siglecg*‐R26^ki/ki^ mice (Fig 4B). However, starting at 44 weeks of age, a rise in this population was evident in TCL1 × *Siglecg*‐R26^ki/ki^ mb1^cre^ mice (to about 10% of blood lymphocytes), even though it was still substantially reduced compared to TCL1 × *Siglecg*‐R26^ki/ki^ mice. The analysis of individual mice over time showed that only some mice of the TCL1 × *Siglecg*‐R26^ki/ki^ mb1^cre^ group showed an increased CLL‐like population after 44 weeks of age, while most mice of this group remained very low in this population (Fig EV1B). The age matched non‐transgenic controls stayed at a constant low level over the course of 48 weeks, while *Siglecg*‐R26^ki/ki^ mb1^cre^ showed a tendency to a smaller B1a population (Fig 4B). Corresponding to the very delayed and only modest increase of the CLL‐like population in the blood of TCL1 × *Siglecg*‐R26^ki/ki^ mb1^cre^ animals, no signs of leukocytosis and lymphocytosis were observed in the blood cell analysis of these mice (Fig EV4A and B). In contrast, TCL1 × *Siglecg*‐R26^ki/ki^ mice revealed significantly elevated numbers of leukocytes and lymphocytes beginning at the age of 36 weeks. The platelet and red blood cell numbers did not show any gross changes. Lower numbers of platelets were observed for all four genotypes at 48 weeks, reaching significance for the TCL1 × *Siglecg*‐R26^ki/ki^ mb1^cre^ mice, for unknown reasons (Fig EV4C and D).

**Figure 4:**
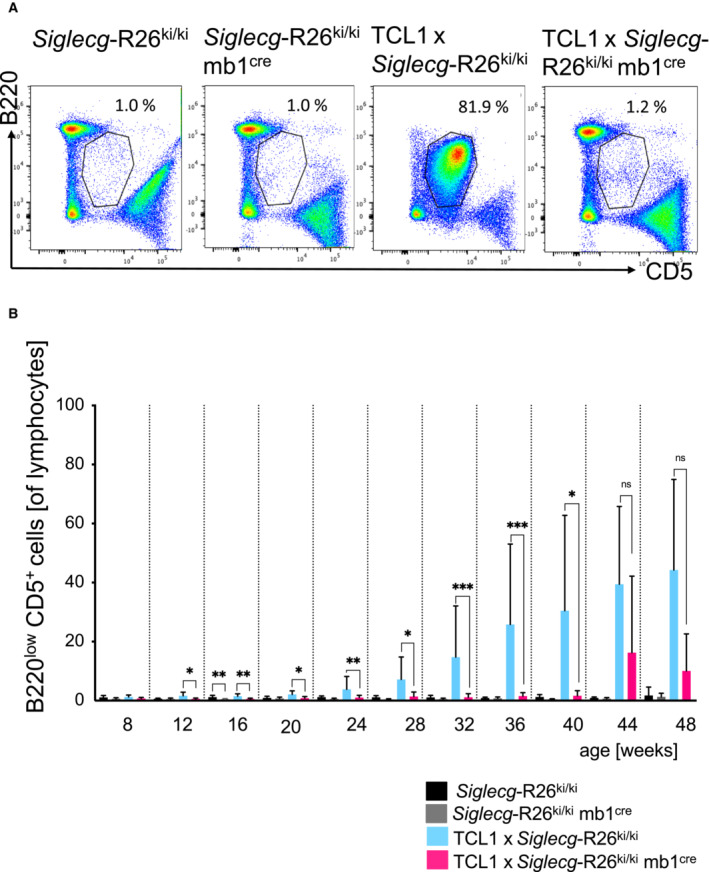
Overexpressed Siglec‐G prevents development of CLL‐like cells in the blood of TCL1 mice almost completely To monitor the progression of the CLL‐like population, blood was collected from the animals every 4 weeks up to an age of 48 weeks and analyzed by flow cytometry. Genotypes of the mice are: controls (*Siglecg*‐R26^ki/ki^), Siglec‐G overexpressing mice (*Siglecg*‐R26^ki/ki^ mb1^cre^), transgenic TCL1 controls (TCL1 × *Siglecg*‐R26^ki/ki^) and transgenic TCL1 Siglec‐G overexpressing mice (TCL1 × *Siglecg*‐R26^ki/ki^ mb1^cre^). Representative FACS plots show examples of stainings of B220^low^ CD5^+^ B cells. (CLL‐like cells) and the selected gate for (B).The diagram displays the percentage of B220^low^ CD5^+^ cells in respect to lymphocytes over a time period of 48 weeks. Shown are mean values with ± SD. Significant differences between groups were determined by one‐way ANOVA with Kruskal–Wallis test (no normal distribution) and corrected for multiple comparison with Dunn's test. All time points were tested separately. *P < 0.05, **P < 0.01, ***P < 0.001. Summarized data from more than 20 independent experiments with *n* = 5–20 animals per time point and genotype are shown. Source data are available online for this figure.

**Figure EV3:**
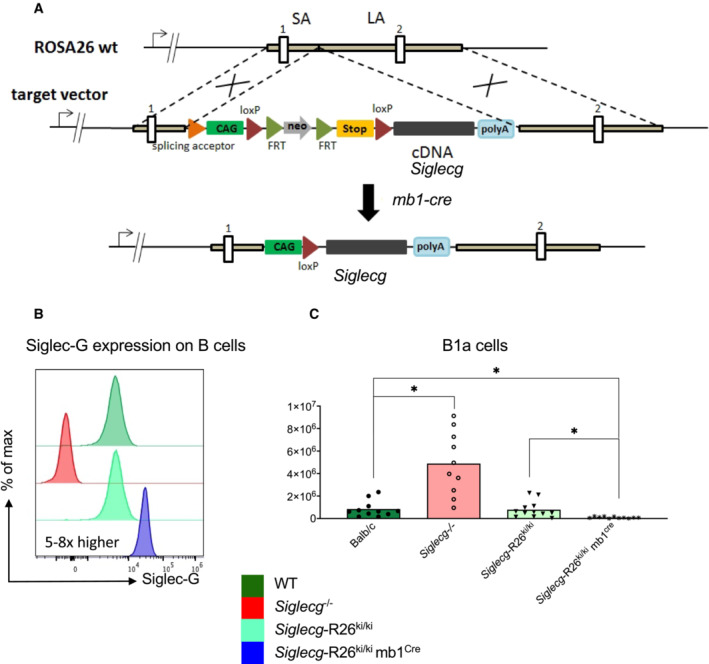
Generation of Siglec‐G overexpressing mice For the generation of Siglec‐G overexpressing mice the cDNA of Siglec‐G was cloned into the target vector, between the short (SA) and the long arm (LA) of the ROSA26 (R26) locus. Overexpression was facilitated by the CAG enhancer cassette, which contains the chicken ß‐actin promoter and the early enhancer element of cytomegalovirus. A transcriptional stop cassette flanked by two loxP sites ensured B cell‐specific expression by mating with the mb1cre mouse strain. The cre recombinase specifically removes the stop cassette so that the enhancer cassette is brought in front of the cDNA and transcription of the Siglec‐G cDNA occurs.Siglecg‐R26^ki/ki^ mb1^cre^ mice showed a five to eightfold overexpression of Siglec‐G on the surface of mature B cells in the spleen and peritoneal cavity, respectively. The histograms represent the expression of Siglec‐G on conventional B2 cells of the spleen.In the peritoneal cavity a reduction of B1a cells was observed in Siglecg‐R26^ki/ki^ mb1^cre^ mice in contrast to the enlargement of this population in Siglecg^−/−^ mice. Shown are the mean values of the absolute cell counts. Cells were pre‐gated for single, living lymphocytes subsequently, B1a cells were identified as B220^low^ and CD5^+^. Significant differences between groups were determined with Kruskal–Wallis and corrected for multiple comparison with Dunn's test, *P < 0.05. *n* = 6–14 animals per genotype; every dot represents a mouse. Data are summarized from 5 independent experiments.

**Figure EV4:**
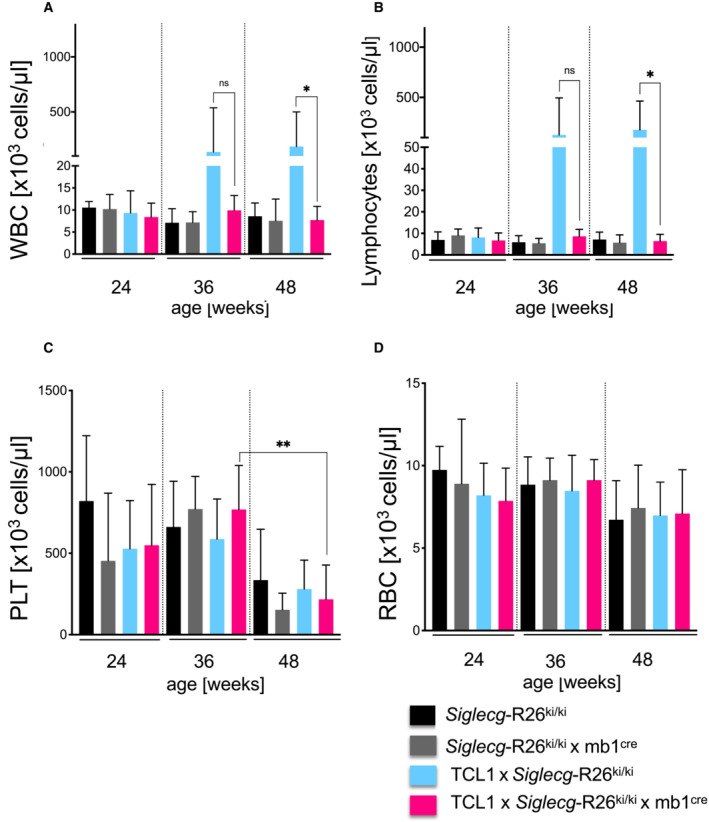
No leukocytosis or lymphocytosis in TCL1 × *Siglecg*‐R26^ki/ki^ × mb1^cre^ mice A–DFor hematological analysis of blood cells (A) the leukocyte count (B) the lymphocyte count (C) the platelet count and (D) the red blood cell count were determined with an Advia 120 hematology analysis machine. The mean values are shown with ± SD. Significant differences between groups were determined by one‐way ANOVA with Kruskal–Wallis and corrected for multiple comparison with Dunn's test, *P < 0.05, **P < 0.01. *n* = 5 animals per time point and genotype, summarized from at least 5 independent experiments.

### Siglec‐G overexpression prevents splenomegaly, infiltrations of CLL‐like cells into various organs and significantly prolongs survival of TCL1 mice

In TCL1 × *Siglecg* ^−/−^ animals an earlier occurrence of splenomegaly, due to earlier infiltrations of CLL‐like cells, had been detected (Fig 2A and B). As a result of the delayed increase of the CLL‐like population in the blood of TCL1 × *Siglecg*‐R26^ki/ki^ mb1^cre^ mice (Fig 4B), we hypothesized that splenomegaly would occur later. As expected, TCL1 × *Siglecg*‐R26^ki/ki^ animals showed a significant enlargement of the spleen starting at the age of 36 weeks, which was also confirmed regarding the organ weight (~ 0.7 g at 48 weeks). In contrast, no enlargement of the spleen was found in TCL1 × *Siglecg*‐R26^ki/ki^ mb1^cre^ mice, as organ size and weight were comparable to the non‐transgenic controls (≤ 0.15 g) (Fig 5A and B). This finding is supported by the fact that less CLL‐like cells expanded in the spleen of TCL1 × *Siglecg*‐R26^ki/ki^ mb1^cre^ mice, whereas in TCL1 × *Siglecg*‐R26^ki/ki^ mice a substantially enlarged CLL‐like population was detected (Fig 5C and D). This trend was also present in other lymphoid organs such as bone marrow and peritoneal cavity. There was hardly any infiltration of CLL‐like cells observed in the liver of TCL1 × *Siglecg*‐R26^ki/ki^ mb1^cre^ mice, whereas there was a high infiltration into the liver of TCL1 × *Siglecg*‐R26^ki/ki^ mice (Fig 5E and F). In terms of survival, Siglec‐G overexpression resulted in a significant survival advantage, as observed for TCL1 × *Siglecg*‐R26^ki/ki^ mb1^cre^ mice, when compared to TCL1 × *Siglecg*‐R26^ki/ki^ mice (Fig 5G).

**Figure 5:**
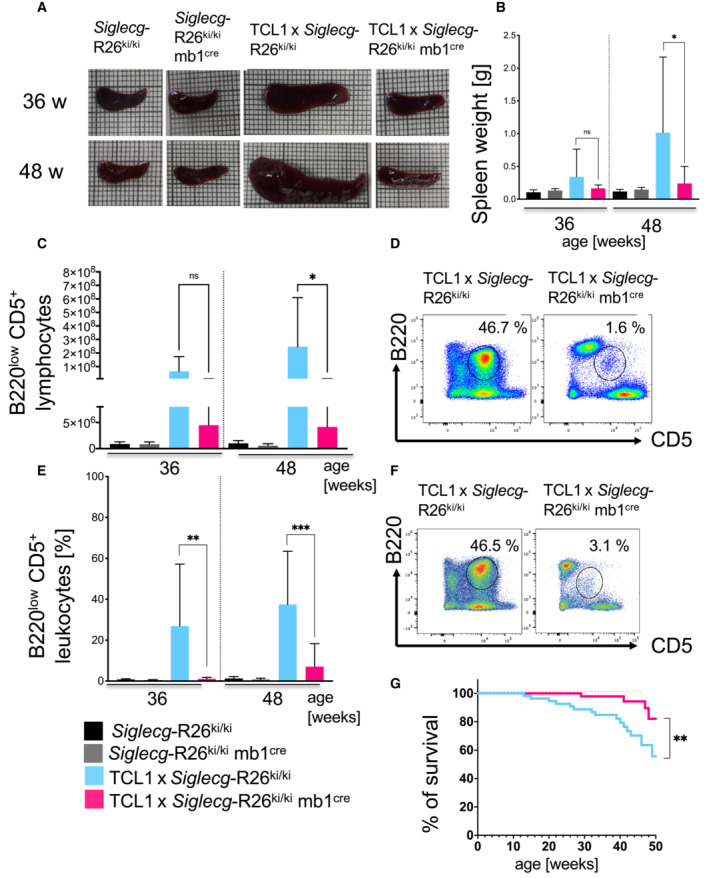
No splenomegaly, hardly any expansion of CLL‐like cells in spleen and liver and better survival of Siglec‐G overexpressing TCL1 mice Depicted are representative photographs of the spleen on graph paper of the different genotypes at 36 and 48 weeks of age.The spleen weight in g was determined and the mean values with ± SD are shown for every time point. Significant differences between groups were tested by one‐way ANOVA with Kruskal–Wallis test and corrected for multiple comparison with Dunn's test. *n* = 8–15 animals per time point and genotype.Absolute cell numbers of B220^low^ CD5^+^ lymphocytes at 36 and 48 weeks of age in the spleen are shown as mean values with ± SD. Significant differences between groups were tested by one‐way ANOVA with Kruskal–Wallis test and corrected for multiple comparison with Dunn's test. The different time points were tested separately. *n* = 8–13 animals per time point and genotype.Representative dot plots show selection and percentages of B220^low^ CD5^+^ B cells in the spleen pre‐gated on single cells, living cells and lymphocytes.The percentage of B220^low^ CD5^+^ lymphocytes in the liver at 36 and 48 weeks of age is illustrated. Shown are mean values with ± SD. Significant differences between groups were tested by ordinary one‐way ANOVA with Šídák's *post‐hoc* test. *n* = 7–14 animals per time point and genotype.Representative dot plots for the selection of B220^low^ CD5^+^ cells in the liver. Cells were pre‐gated on single cells, living cells and CD45^+^ leukocytes.The differences in survival are shown as Kaplan–Meier plots and log‐rank test *n* = 59 for TCL1 × *Siglecg*‐R26^ki/ki^, *n* = 57 for TCL1 × *Siglecg*‐R26^ki/ki^ mb1^cre^. Data information: (B), (C), (E). Data are from at least 10 independent experiments for individual time points. *P < 0.05, **P < 0.01, ***P < 0.001. *n* = 48 for TCL1 × *Siglecg*‐R26^ki/ki^, *n* = 52 for TCL1 × *Siglecg*‐R26^ki/ki^ mb1^cre^. Source data are available online for this figure.

### Siglec‐G overexpressing TCL1 mice do not develop CLL‐like cells with a monoclonal Ig repertoire

Again, a longitudinal study was performed to detect the development of leukemic clones. For analysis of the IgV_H_ repertoire of CLL‐like cells, blood of individual mice was collected at defined three time points (28, 36, and 48 weeks of age). This RNA sequence analysis was again performed with sorted CD19^+^ cells from the blood. 

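In Siglecg-R26ki/ki mice, a Siglecg cDNA in the Rosa26 locus is kept silent by a floxed stop cassette, and mb1cre removes the cassette in B cells. Animals with mb1cre thus overexpress Siglec-G in B cells, and animals without it serve as controls. Repertoires were deposited for 3 Siglecg-R26ki/ki, 3 Siglecg-R26ki/ki mb1cre, 6 TCL1 × Siglecg-R26ki/ki and 6 TCL1 × Siglecg-R26ki/ki mb1cre mice. Fig 6 shows U1663 and U2422 as controls without and with mb1cre, TCL1 × Siglecg-R26ki/ki mice U1515, U1662 and U2517, and TCL1 × Siglecg-R26ki/ki mb1cre mice U1518, U1664 and U2421. The other mice are U1719 and U2423 (Siglecg-R26ki/ki), U1513 and U1556 (Siglecg-R26ki/ki mb1cre), U1610, U1863 and U2313 (TCL1 × Siglecg-R26ki/ki), and U1607, U1666 and U1861 (TCL1 × Siglecg-R26ki/ki mb1cre), and the paper's text does not say how the mice shown were chosen. Samples labelled 24 weeks also existed for U1515, U1518 and U1610 and were reported per sample only.

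Library preparation, deposited unit and clonotype definition were those of the Siglecg-/- cohort. In Siglecg-R26ki/ki mice the number of productive sequences per sample ranged from 2096 to 53971 at 28 weeks (median 6249), from 72 to 12457 at 36 weeks (median 5164) and from 84 to 8713 at 48 weeks (median 1242). In Siglecg-R26ki/ki mb1cre mice it ranged from 87 to 2092 at 28 weeks (median 687), from 239 to 14193 at 36 weeks (median 664) and from 73 to 483 at 48 weeks (median 314). TCL1 × Siglecg-R26ki/ki samples held 2671 to 16195 sequences at 28 weeks (5 mice, median 5742), 465 to 37054 at 36 weeks (median 10886.5) and 136 to 324517 at 48 weeks (median 6914). TCL1 × Siglecg-R26ki/ki mb1cre samples held 87 to 27676 sequences at 28 weeks (median 1057), 177 to 2492 at 36 weeks (median 777.5) and 126 to 50571 at 48 weeks (median 1043). Samples with mb1cre were thus the shallower ones in their medians at each age, with and without TCL1. With 87 sequences, a clonotype seen 4 times has a 95% interval from 1.80% to 11.2%.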

A high diversity of IgV_H_ sequences was found in the non‐transgenic control animals (*Siglecg*‐R26^ki/ki^ and *Siglecg*‐R26^ki/ki^ mb1^cre^) at all analysis time points (Fig 6). 

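In Siglecg-R26ki/ki mouse U1663, the largest clonotype held 0.691% of the productive sequences at 28 weeks, 0.498% at 36 weeks and 1.16% at 48 weeks, at an effective number of 3676, 828 and 677 clonotypes. In Siglecg-R26ki/ki mb1cre mouse U2422, it held 4.60% of 87 sequences at 28 weeks, 2.75% at 36 weeks and 7.45% (95% CI 5.43-10.1%) of 483 sequences at 48 weeks. Among all control samples with at least 500 sequences, the largest clonotype held 0.498% to 3.38% in Siglecg-R26ki/ki mice. In Siglecg-R26ki/ki mb1cre mice it held 2.01% to 16.0%, and none of these mice had 500 sequences at 48 weeks. The highest value was the IGHV11-2 clonotype of U1556 at 36 weeks, whose UMIs stood in the IGHV11-2 clone of TCL1 × Siglecg-R26ki/ki mouse U2517 in 72.6% of its sequences, against 28.5% for the rest of that library. At 48 weeks the log2 effective number of clonotypes was 7.11 ± 2.22 (SD, n = 6) in mice without TCL1 and 3.05 ± 2.65 (n = 12) in mice with TCL1, a difference of -4.06 (two-sided exact permutation test within mb1cre status, p = 0.00213).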

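At 48 weeks the largest clonotype held 47.5% (95% CI 45.2-49.9%) of 1773 productive sequences in TCL1 × Siglecg-R26ki/ki mouse U1515, 83.6% (82.9-84.3%) of 11551 sequences in U1662 and 80.4% (80.2-80.5%) of 193617 sequences in U2517. The clone of U1515 used IGHV1-67, IGHD1-1 and IGHJ2 (CDR3 AREDPYYGFDY), that of U1662 IGHV12-3, IGHD1-1 and IGHJ1 (CDR3 AGDYYGYWYFDV) and that of U2517 IGHV11-2, IGHD2-1 and IGHJ1 (CDR3 MRYGNYWYFDV). The clone of U1515 had held 41.6% in the sample labelled 24 weeks and 37.2% at 28 weeks but 0 of 19147 sequences at 36 weeks, when the largest clonotype of this sample (10.0%) was the IGHV3-2 clonotype of mb1cre mouse U1861. In U1662 the clone held 8.18% at 28 weeks and 21.5% at 36 weeks, when an IGHV2-9 clonotype was larger (38.3%). In U2517 it held 0.674% (0.427-1.06%) at 28 weeks and 40.2% (36.7-43.9%) at 36 weeks.

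In TCL1 × Siglecg-R26ki/ki mb1cre mice at 48 weeks, the largest clonotype held 11.0% (6.91-17.2%) of 145 sequences in U1518, 24.0% (22.1-25.9%) of 1978 sequences in U1664 and 3.95% (3.78-4.12%) of 50571 sequences in U2421. In U1518 it used IGHV3-1 (CDR3 ARSGDYYAMDY), and in U1664 and U2421 it was IGHV11-2 with IGHJ1 and the CDR3 MRYGNYWYFDV. In U1664 this clonotype was seen in 4 of 27676 sequences (0.0145%) at 28 weeks, in 7 of 823 (0.851%, 0.413-1.75%) at 36 weeks and in 474 of 1978 at 48 weeks, with each interval above the one before. UMIs of this clonotype in U1664 stood in the clone of U2517 in 23.6% of the sequences, against 24.7% for the rest of the U1664 library.

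The other TCL1 × Siglecg-R26ki/ki mice at 48 weeks carried largest clonotypes of 31.6% (U1610, IGHV3-2, 136 sequences), 88.7% (U1863, IGHV5-4, CDR3 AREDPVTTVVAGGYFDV) and 58.7% (U2313, IGHV3-2, CDR3 ARALIYDGYYDY). The clonotype of U1610 was that of U2313. Its UMIs stood in the clone of U2313 in 55.8% (41.1-69.6%) of its sequences, against 31.2% (22.7-41.2%) for the rest of the library. These intervals overlap, which does not test the difference, and no test of it was made. The other mb1cre mice carried 13.5% of 126 sequences (U1607, IGHV2-9, the clonotype that was largest in U1662 at 36 weeks), 55.8% (48.2-63.2%) of 163 sequences (U1666, IGHV11-2) and 27.3% (25.4-29.3%) of 1923 sequences (U1861, IGHV3-2, CDR3 ARYYYGSSYYFDY). For the IGHV11-2 clonotype of U1666, 74.7% of the sequences had a UMI that stood in the clone of U2517, against 20.8% for the rest of its library, and for that of U1607 70.6% had a UMI of the U1662 clonotype, against 3.67%.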

While three TCL1 × *Siglecg*‐R26^ki/ki^ mice all showed a clonal IgV_H_ sequence at 48 weeks, including rearrangements of the V_H_1, V_H_11 and V_H_12 families, respectively, there was no clonal IgV_H_ sequence detected in three TCL1 × *Siglecg*‐R26^ki/ki^ mb1^cre^ mice, until the age of 48 weeks (Fig 6). This shows that Siglec‐G overexpression suppresses the development of leukemic clones within the CLL‐like population.

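In the mice shown in Fig 6, the largest clonotype at 48 weeks was 57.5 percentage points larger without mb1cre than with it (3 mice each, exact permutation p = 0.1, the smallest possible for 3 against 3). Over all mice with data, it held 65.1 ± 22.8% (SD, n = 6) in TCL1 × Siglecg-R26ki/ki mice and 22.6 ± 18.4% (n = 6) in TCL1 × Siglecg-R26ki/ki mb1cre mice at 48 weeks. This difference of 42.5 points held against the variation among mice (two-sided exact permutation test, p = 0.0108, adjusted over the 3 ages 0.0162). At 36 weeks the values were 50.4 ± 31.9% and 11.2 ± 10.1% (n = 6 and 6), a difference of 39.2 points (exact permutation p = 0.00649, adjusted 0.0162). The 36-week sample of U1515, which lacks the clone of this mouse, is among these, and without it the difference was 47.2 points (exact permutation test, adjusted p = 0.00649). The mb1cre mean at 36 weeks was 7.42% without U1861 (30.1% of 429 sequences), whose clonotype shares 69.5% of its UMIs with the clone of U2517, against 23.3% in the rest of its library. At 28 weeks they were 31.2 ± 22.9% (n = 5) and 7.65 ± 13.6% (n = 6), a difference of 23.5 points that did not hold (exact permutation p = 0.0671), except without single-read sequences that share UMI and junction with another mouse (25.8 points, exact permutation p = 0.0325), a step chosen after the data had been seen, and with medians in place of means (36.0 points, exact permutation p = 0.0130). It also passed when U1607, U1662 or U2517 was left out (29.0, 28.0 and 31.0 points). The mb1cre mean at 28 weeks rests on U1607 at 35.0%, with the other mice at 0.835 to 6.90%, and the clonotype of U1607 shares 71.3% of its UMIs with the clone of U2517, against 28.1% in the rest of its library.

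A clonotype with at least 50% of the sequences was present at 48 weeks in 4 of 6 mice without mb1cre and in 1 of 6 mice with mb1cre (two-sided Fisher's exact test, p = 0.242). That 1 mouse was U1666, whose clonotype shares UMIs with the clone of U2517. The difference of 50 points in mice became 83.3 points with dominance set at 30% or without shared single-read sequences (Fisher's exact test, p = 0.0152 each, the latter a step chosen after the data had been seen). It became 100 points with at least 2 reads per UMI (Fisher's exact test, p = 0.00794). That setting drops samples left with fewer than 20 sequences, among them U1607, U1610 and U1666, whose sequences rest almost wholly on single reads. The 100 points thus compare fewer mice and lack U1666. From 28 to 48 weeks the share of the largest clonotype differed by 35.2 points (SD of the change 41.2, higher in 4 of 5 mice, exact sign-flip permutation p = 0.188) without mb1cre and by 14.9 points (SD 23.9, higher in 5 of 6 mice, p = 0.156 in the same exact test) with mb1cre. With 1 mouse left out the latter ranged from 8.15 points (without U1666) to 22.2 points (without U1607). The difference between these changes did not pass (two-sided exact permutation test, p = 0.325) and ranged from 9.30 to 34.0 points with 1 mouse left out. From the clonal sequences in the 3 TCL1 × Siglecg-R26ki/ki mice of Fig 6 and their absence in the 3 mb1cre mice shown, the paper concludes that overexpressed Siglec-G suppresses the development of leukemic clones.

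**Figure D2:**
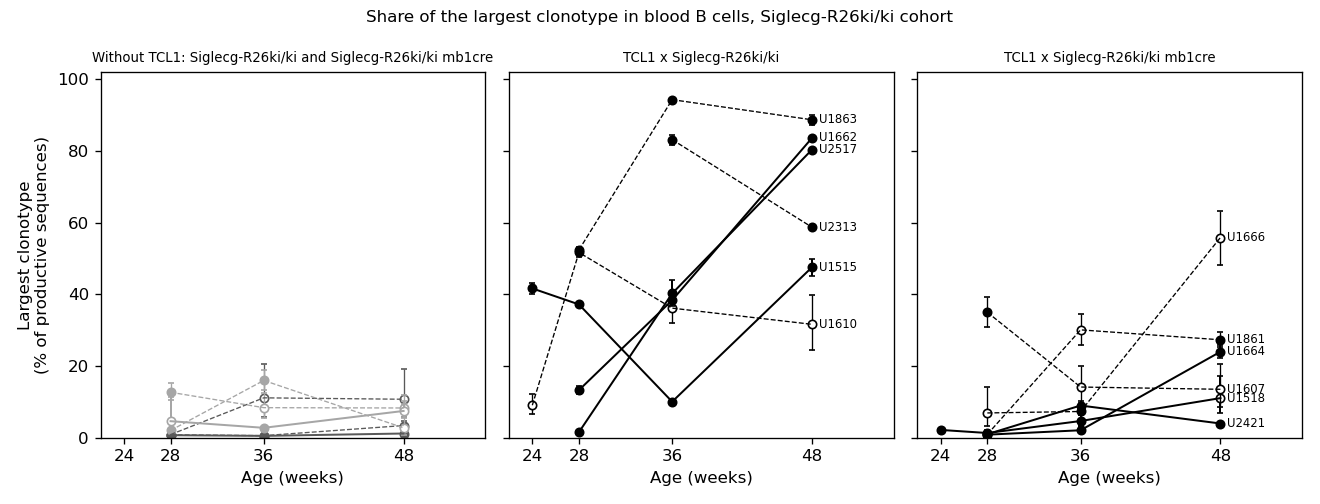
Share of the largest clonotype at each age in percent of productive sequences (y axis) against age in weeks (x axis), 1 line per mouse, with controls in the left panel (Siglecg-R26ki/ki dark, Siglecg-R26ki/ki mb1cre light), TCL1 × Siglecg-R26ki/ki mice in the middle and TCL1 × Siglecg-R26ki/ki mb1cre mice on the right. Solid lines are mice shown in Fig 6, dashed lines the others, open symbols are samples with fewer than 500 sequences and error bars are 95% Wilson intervals; at 48 weeks U1863 reached 88.7% and U1664 24.0%.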

**Figure 6:**
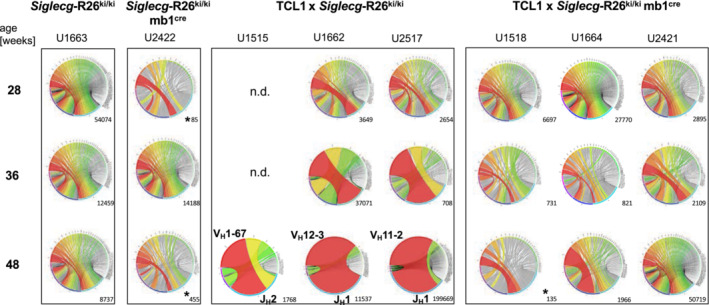
No indication of leukemic clone development in Siglec‐G overexpressing TCL1 mice Analysis of the IgV_H_ repertoire of CD19^+^ sorted blood cells by NGS. Circos plots depicting the frequencies of V_H_J_H_ usage from three individual mice for the different time points are shown. The number of productive sequences is indicated under the respective plot. When less than 500 productive sequences were obtained, these were marked with an asterisk. The V_H_ family of prominent clones is highlighted. n.d. indicates no data available. Data are from one experiment, comprising *n* = 3 mice per genotype.

### Siglec‐G expression affects anti‐BCR induced Ca^2+^ mobilization and proximal intracellular signaling pathways in CLL‐like cells

BCR signaling plays a crucial role in the pathogenicity of CLL and is important for the maintenance of CLL cells (Burger & Chiorazzi, 2013; Schmid *et al*, 2022). In order to examine the influence of deficiency or overexpression of Siglec‐G on signaling pathways, CLL cells of both of our genetically modified TCL1 mouse models were analyzed for BCR‐induced Ca^2+^ responses and intracellular signaling pathways. First, Ca^2+^ responses of CLL‐like cells of TCL1 × *Siglecg* ^−/−^ and TCL1 mice of blood, spleen, and peritoneum were measured after stimulation with different concentrations of anti‐IgM F(ab)_2_. For the experiment CLL‐like cells (B220^low^CD5^+^), as well as all B cells, which means in this case conventional B2 cells combined with the B220^low^ CD5^+^ population, were selected as indicated in Fig 7A. The observed calcium mobilization, shown as the ratio of calcium‐bound Indo‐1 to unbound Indo‐1, after BCR stimulation with different concentrations of anti‐IgM F(ab)_2_ was significantly increased in both CLL‐like cells or in all B cells of TCL1 × *Siglecg* ^−/−^ mice compared to cells of TCL1 mice in all analyzed organs (Fig 7B). Furthermore, a higher calcium mobilization in TCL1 cells was observed in comparison to WT and *Siglecg* ^−/−^ cells. The baseline before stimulation, which corresponds to the cytosolic calcium level in resting cells, was comparable within the different cohorts. Attempts to measure BCR‐induced Ca^2+^ responses in Siglec‐G overexpressing mice were not successful due to the very low number of B220^low^CD5^+^ cells in *Siglecg*‐R26^ki/ki^ mb1^cre^ and TCL1 × *Siglecg*‐R26^ki/ki^ mb1^cre^ mice and due to inconsistent results when gating on total B cells.

**Figure 7:**
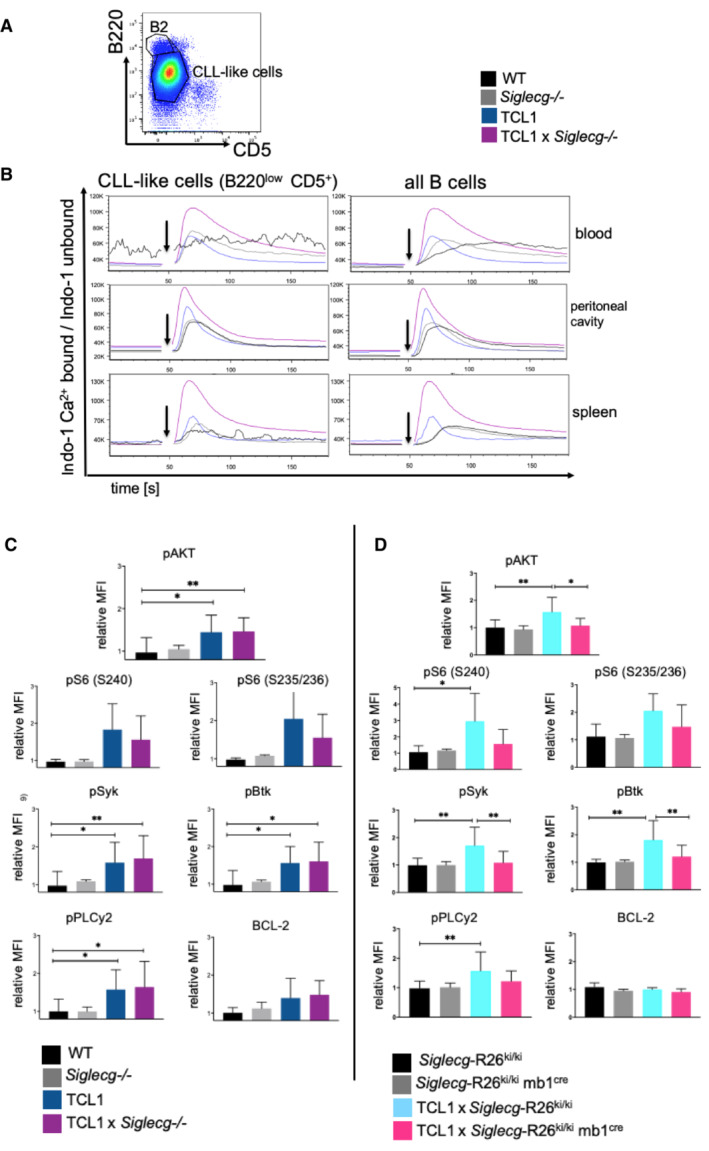
Higher BCR‐induced calcium response in CLL‐like cells of TCL1 × *Siglecg* ^−/−^ mice and increased intracellular signaling responses in TCL1 and TCL1 × *Siglecg* ^−/−^ mice, but not in Siglec‐G overexpressing TCL1 mice Shown is a representative dot plot for the selection strategy for CLL‐like B cells from the spleen of TCL1 × Siglecg^−/−^ mice. For the analysis of all B cells (B220+ and B220^low^ cells), conventional B2 cells plus the B220^low^ CD5^+^ population was used. Cells were pre‐gated for single cells and lymphocytes.To measure calcium influx cells were loaded with Indo‐1. Shown is the mean calcium concentration as ratio of bound to unbound Indo‐1 versus time in s. First the basal level was monitored for 50 s in Krebs–Ringer solution. Subsequently, the BCR was stimulated with 13 μg/ml anti‐IgM F(ab)_2_ (shown by the black arrow). Shown is one representative result of four independent experiments. Mice were between 36 and 48 weeks of age. To measure intracellular signaling splenic cells were pre‐gated on single, living cells and lymphocytes, then B220^+^ cells, including B220^low^ CD5^+^ lymphocytes were selected.TCL1 and TCL1 × *Siglecg* ^−/−^ B cells were analyzed by intracellular staining with phopho‐specific antibodies (or total protein detecting antibody Bcl2).TCL1 × *Siglecg*‐R26^ki/ki^ or TCL1 × *Siglecg*‐R26^ki/ki^ mb1‐cre B cells were analyzed by intracellular staining with phopho‐specific antibodies (or total protein detecting antibody Bcl2). Data information: Shown are geometric mean values normalized to the WT with ± SD. Significant differences between groups were tested either by ordinary one‐way ANOVA with Šídák's *post‐hoc* test if there was a normal distribution, or by one‐way ANOVA with Kruskal–Wallis test and corrected for multiple comparison with Dunn's test if there was no overall normal distribution. *P < 0.05, **P < 0.01. Data are from at least five independent experiments, summarized for *n* = 7–11 animals. Mice were between 36 and 48 weeks of age. Source data are available online for this figure.

We further elucidated downstream signaling pathways of the BCR to identify potential changes explaining the strong influence of Siglec‐G on CLL development. For this, the phosphorylation status of essential signaling molecules in B cells/CLL‐like cells was analyzed by flow cytometry. TCL1 is known to strongly activate the AKT signaling pathway and this is assumed to lead to the development of CLL in the Eμ‐TCL1 mouse model (Teitell, 2005). Thus, phosphorylation of AKT was determined and found to be increased in B cells of both TCL1 and TCL1 × *Siglecg* ^−/−^ mice in comparison to the WT (Fig 7C). However, no clear difference could be found between the two cohorts. Also, S6 phosphorylation was increased in both TCL1 and TCL1 × *Siglecg* ^−/−^ mice. Furthermore, phosphorylation of proximal signaling proteins, such as BTK, SYK/ZAP70 and PLCγ2 was increased in both types of mice when compared with wild type. In addition, BCL‐2, an anti‐apoptotic protein which is found to be overexpressed in CLL, was elevated in both TCL1 and TCL1 × *Siglecg* ^−/−^ mice, compared to WT mice (Fig 7C). Thus, although Siglec‐G deficiency led to clearly increased Ca^2+^ signaling in CLL‐like cells, the basic activation of several intracellular signaling proteins was not further enhanced.

While CLL‐like cells of TCL1 × *Siglecg*‐R26^ki/ki^ mice showed a similar increase of AKT, S6 phosphorylation and also of phosphorylation of the proximal signaling proteins Syk, BTK and PLCγ2 as in the previous TCL1 control cohort, this increased phosphorylation of all of these proteins was not observed in Siglec‐G overexpressing TCL1 cells (Fig 7D). Cells of these mice had similar protein phosphorylation levels as non‐transgenic WT B cells. Interestingly, no difference in expression of BCL‐2 could be observed in cells from TCL1 × *Siglecg*‐R26^ki/ki^ and TCL1 × *Siglecg*‐R26^ki/ki^ × mb1^cre^ mice. Thus, the typical activation of several signaling pathways in TCL1 transgenic CLL‐like cells could not be found when Siglec‐G was over‐expressed. Although the percentage of CLL‐like cells analyzed in Fig 7D was on average not different between TCL1 × *Siglecg*‐R26^ki/ki^ and TCL1 × *Siglecg*‐R26^ki/ki^ × mb1^cre^ mice, the latter had more widespread CLL‐like numbers (Appendix Fig S4). Therefore, their normal phopho‐protein levels maybe also due to the higher percentage of normal B cells.

### Siglec‐10 downmodulation from the surface of CLL cells in humans

Based on the observed influence of Siglec‐G expression levels on the development of CLL‐like cells in the mouse we also studied Siglec‐10, the human orthologue to Siglec‐G, on human primary CLL cells from patient blood samples. Thus, we determined the Siglec‐10 surface expression on CLL cells (gated as CD20^low^ CD5^+^) and the corresponding normal residual B cells (gated as CD20^high^ CD5^−^, Fig EV5A) from patient blood samples in a cohort of 73 CLL cases. Among 35 cases with confirmed IgV‐mutated, and 18 cases with IgV‐unmutated status, we observed a high variation in the Siglec‐10 surface expression level, but overall observed a significant downmodulation of Siglec‐10 on the surface of CLL cells compared to the corresponding normal residual B cell population, independent of the IgV‐mutation status of the tumor (Fig 8A), or BINET stage of the patient (Fig EV5B). The fold‐change of Siglec‐10 downmodulation between normal and tumor cells was on average higher among CLL cases with unfavorable prognosis (uCLL vs. mCLL) (Appendix Fig S5A), however, did not reach statistical significance. Anticipating that the tumor environment in CLL patients may affect *SIGLEC10* expression, we also included normal naïve CD5^−^ B cells, naïve CD5^+^ B cells, and CD27^+^ memory B cells from 5 age‐matched healthy donors. This showed that normal B cell subsets express similar levels of surface Siglec‐10 (memory B cells more than naive B cells), and moreover, these surface expression levels on average exceed those of CLL tumor cells (Appendix Fig S5B). These observations were also reflected by *SIGLEC10* mRNA expression levels among B cell subsets from healthy adults (*n* = 5 each) and tumor and normal residual B cells from 9 CLL patients, as determined by RNAseq (Fig 8B). There was a trend of lower *SIGLEC10* mRNA expression in CLL cells, compared to their normal residual B cells. In total, these data show a downmodulation of the inhibitory Siglec‐10 protein from the surface of CLL cells in humans, and this effect is tendentiously stronger among IgV‐unmutated cases.

**Figure 8:**
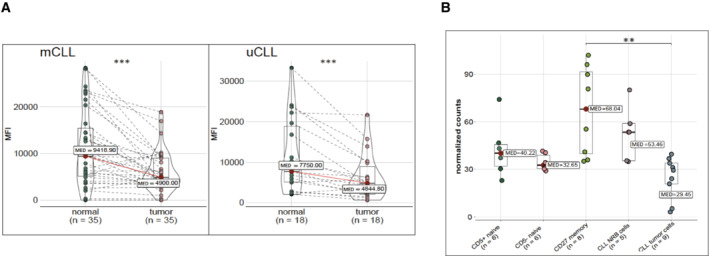
Downmodulation of human Siglec‐10 surface expression on CLL cells compared to normal residual B cells Peripheral blood B cells of CLL patients are pre‐gated on single, living B lymphocytes (CD19^+^). The mean fluorescence intensity (MFI) of surface Siglec‐10 is given from 35 IgV‐mutated (left) and 18 IgV‐unmutated CLL cases (right), always including tumor cells (CD20^low^CD5^high^) and normal residual B cells (CD20^high^CD5^−^) as paired samples.The transcript expression (normalized counts from bulk mRNA sequencing) of SIGLEC10 is given from five healthy donors, discriminating naïve CD5^−^ (5 donors), mature CD5^+^ (86 donors), and CD27^+^ memory B‐cell (8 donors) subsets, from CLL tumor cells (*n* = 9) and from five paired normal residual B (NRB) cells (*n* = 5). Data information: Wilcoxon rank sum test, **P < 0.01, ***P < 0.001. Median as central band, box encompassed from first to third quartile, whiskers are the smallest or largest value no further than 1.5 * IQR (range from first to third quartiles) from the hinge. Source data are available online for this figure.

**Figure EV5:**
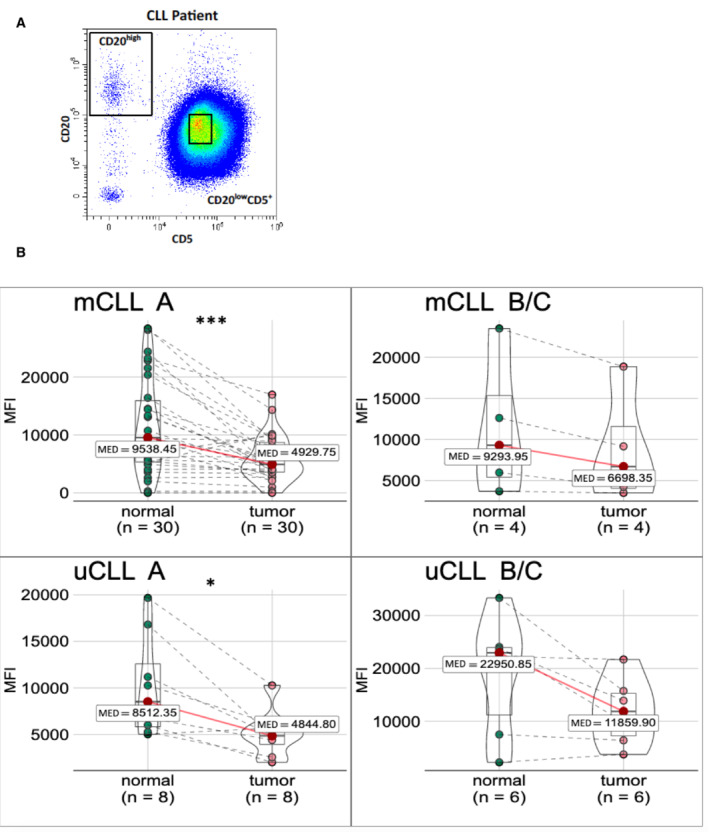
Downmodulation of human Siglec‐10 surface expression on CLL cells compared to normal residual B cells Peripheral blood B cells, pre‐gated on single, living B lymphocytes (CD19^+^). One representative plot for the gating of CLL cells (CD20^low^CD5^high^) and normal residual (NRB) cells (CD20^high^CD5^−^) is given.Data as in Fig 8A, separated by IgV‐mutation status (mCLL and uCLL, top and bottom row, respectively) and Binet A versus Binet B or C stage of the patient (left versus right column). Data information: Wilcoxon signed‐rank test, *P < 0.05, ***P < 0.001. Samples are paired biological replicates. Median as central band, box encompassed from first to third quartile, whiskers are the smallest or largest value no further than 1.5 * IQR (range from first to third quartiles) from the hinge.

## Discussion

In this study we show in the EμTCL1 mouse model that Siglec‐G plays a crucial role for the development of CLL. The loss of this inhibitory receptor leads to an earlier onset and a more severe course of the disease. This is reflected by an earlier and stronger accumulation of the leukemic cells in the blood, as well as earlier and elevated expansion and infiltration of CLL‐like cells into various organs such as spleen, liver, bone marrow, and peritoneal cavity. Finally, the more severe disease progression is indicated by a survival disadvantage of the TCL1 × *Siglecg* ^−/−^ animals. Since Siglec‐G is a negative regulator of BCR signaling in normal CD5^+^ B1a cells (Hoffmann *et al*, 2007) and since BCR signaling is crucial for CLL development and maintenance (Burger & Chiorazzi, 2013; Schmid *et al*, 2022), these results were not unexpected. *Siglecg* ^−/−^ B1a cells show much stronger BCR‐induced Ca^2+^ signaling (Hoffmann *et al*, 2007) and this enhanced Ca^2+^ signaling was also found in CLL‐like cells in this study. The dependence of CLL on BCR signaling is not due to BCR‐activating mutations in crucial signaling molecules as shown for diffuse B cell lymphoma (DLBCL) (Schmitz *et al*, 2018), but due to the ability of some CLL BCRs to cluster by binding to each other and in this way autonomously activating BCR signaling (Duhren‐von Minden *et al*, 2012; Minici *et al*, 2017). The induction of BCR signals by low‐affinity autoantigens also plays a role in CLL development (Iacovelli *et al*, 2015). The successful use of BTK inhibitors as therapy for CLL further demonstrates the crucial role of BCR signaling in CLL, as BTK is a crucial proximal kinase in this signaling pathway (Burger & Chiorazzi, 2013). Accordingly, either genetic deletion of the BTK gene or inhibition of BTK by ibrutinib in the Eμ‐TCL1 mouse model significantly delays the onset of CLL (Woyach *et al*, 2014). A recent study also showed that CLL cells cannot survive after inducible deletion of the BCR from their surface (Schmid *et al*, 2022). This finding indicates the importance of the BCR not only for induction, but also for maintenance of CLL. Another CLL mouse model, expressing a SV40 large T insertion in the IgH locus, also showed an earlier and stronger CLL‐like disease, when crossed to the *Siglecg* ^−/−^ background (Pal Singh *et al*, 2018), supporting our findings with EμTCL1 mice in this study.

We consider our results of overexpression of Siglec‐G in the TCL1 model on the disease progression as quite remarkable. Just about fivefold overexpression of this inhibitory receptor on the cellular surface resulted in hardly any detectable CLL‐like population and strongly delayed lymphoproliferation in the blood, which was also confirmed by the absence of leukocytosis in these mice. In the same way, infiltrations of CLL cells in all organs were substantially reduced, no leukemic clones were detected by our analysis and overall these mice demonstrated a survival advantage, when compared to control TCL1 transgenic mice. Overexpression of Siglec‐G prevented the over‐activation of the PI3‐K pathway, as well as the activation of proximal BCR signaling, which are both pathways upregulated in CLL cells. However, this normal signaling phenotype may also be a consequence of the fact that CLL‐like cells did hardly develop in Siglec‐G overexpressing TCL1 mice. Overall, this suggests that agonistic targeting of the inhibitory receptor Siglec‐G could lead to suppression of the CLL disease.

Besides its direct influence as inhibitory receptor on BCR signaling, Siglec‐G also regulates the size of the CD5^+^ B1a cell population. *Siglecg* ^−/−^ mice have an up to 10‐fold increased B1a cell population (Hoffmann *et al*, 2007), while this population is about eightfold decreased in overexpressing *Siglecg*‐R26^ki/ki^ mb1^cre^ mice. The cellular origin of human CLL cells is either from CD5^+^ naïve or CD5^+^ CD27^+^ memory B cells, as indicated by respective very similar transcriptional profiles (Seifert *et al*, 2012). Murine CD5^+^ B1a cells have some similar characteristics to human CD5^+^ CLL cells, for example, by expressing a restricted IgV_H_ repertoire with a preferred usage of V_H_11 and V_H_12 families, including specificities for autoantigens and microbial antigens (Herve *et al*, 2005; Baumgarth, 2011). Similarly, over‐usage of the V_H_11, V_H_12, and V_H_4 gene segments has been demonstrated in TCL1 animals. Each of these three V_H_ families was used in about 10% of leukemic clones of TCL1 transgenic mice, while the rest of leukemic clones used other V_H_ families (Yan *et al*, 2006). Several lines of evidence suggest that a restricted BCR repertoire and specific antigen selection drive disease progression (Chiorazzi & Ferrarini, 2003). For instance, the IgV_H_ mutation status determines the course of disease and survival predictions (Fais *et al*, 1998). In addition, BCRs with remarkable structural similarity could be identified between different patients (Tobin *et al*, 2003). Therefore, the changed size of the CD5^+^ B cell precursor population in Siglec‐G‐deficient or ‐overexpressing mice could influence the development of the CLL‐like cells in the TCL1 mouse model. 

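B-1a cells carry a restricted set of VH genes, among them VH11 and VH12, which often bind phosphatidylcholine and are joined with few or no N nucleotides. VH11 sequences made up 82.3% of the productive sequences of TCL1 × Siglecg-R26ki/ki mouse U2517 at 48 weeks, and the clone carried no N or P nucleotides and the CDR3 MRYGNYWYFDV, which is on the list of B-1a sequences used here. VH12 sequences made up 87.2% in TCL1 × Siglecg-R26ki/ki mouse U1662. Its CDR3 has 12 amino acids and was joined without N or P nucleotides. In GRCm38 the closest relatives are Ighv11-2 (114048241 to 114048812, 99.3% identity) and Ighv12-3 (114366521 to 114366954, 97.3%), both on the minus strand of chromosome 12.

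Smaller VH12 clones accompanied other clones in control TCL1 mice. The second clonotype of U1515 at 48 weeks used IGHV12-3 (CDR3 AGDRYGNYYFDY) and held 18.7%, and VH12 sequences made up 16.9% in TCL1 mouse T5967 at 36 weeks. In 5 TCL1 mice at 36 weeks the mean VH11 share was 0.808 ± 0.780% (SD; 0.513% without T7551) and the mean VH12 share 3.85 ± 7.33% (0.579% without T5967). In 6 TCL1 × Siglecg-R26ki/ki mice at 48 weeks, VH11 made up 15.6 ± 32.9% (2.31% without U2517) and VH12 18.3 ± 34.6% (4.47% without U1662). The second highest VH11 share was that of U1515 (10.4%), whose IGHV11-2 clonotype shares 73.9% of its UMIs with the clone of U2517, against 24.5% in the rest of its library. In 6 TCL1 × Siglecg-R26ki/ki mb1cre mice at this age, VH11 made up 15.6 ± 23.5% and VH12 2.73 ± 2.28%. The VH11 mean of the mb1cre mice rests on U1666, with 59.5% of 163 sequences and UMIs shared with the clone of U2517, and was 6.85% without this mouse.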

Within the group of control TCL1 mice leukemic clones using V_H_11 in one mouse and V_H_12 in a second mouse, among 4 mice in total were found. 

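In the 5 TCL1 × Siglecg-/- mice at 36 weeks, VH11 made up 0.370 ± 0.385% (SD) of the productive sequences, with 1.01% as the highest value (mean 0.210% without this mouse, T7620), and VH12 0.260 ± 0.317%, with 0.746% as the highest (0.139% without T6012). In the 3 mice sampled at 48 weeks, VH11 made up 0.142 ± 0.0941%. At these ages VH11 and VH12 sequences were thus found at a low level beside the clones of other VH families. They were not the largest clonotype in T6012 or T6022 either. At 24 weeks VH11 made up 1.37 ± 1.47% (0.870% without T7620) against 0.225 ± 0.236% in TCL1 mice, and VH12 0.474 ± 0.291% against 0.370 ± 0.402%. At 12 weeks VH11 made up 0.896 ± 1.02% against 0.812 ± 0.401%, and VH12 0.306 ± 0.224% against 0.388 ± 0.675%. The largest clonotype of T7620 at 12 weeks used IGHV11-2 (0.791%). The shares at the earlier ages were not tested. At 12 weeks, VH11 and VH12 clonotypes, each counted once, made up 0.778 ± 0.465% of the clonotypes in 9 mice with Siglec-G deficiency and 1.00 ± 0.722% in 9 mice without it. The mean of the differences within TCL1 genotype, -0.228 points, was within the spread between mice (two-sided exact permutation test within TCL1 genotype, adjusted p = 0.932). It ranged from -0.332 to -0.0143 points with 1 mouse left out. These shares are of all sorted B cells of the blood, whereas the paper read its antigen staining within CD5+ CLL-like cells. The paper also reports more B-1a cells in the blood of Siglecg-/- mice. Usage within CD5+ cells was therefore not tested here.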

V_H_11 and V_H_12 segments did not occur in three *Siglecg* ^−/−^ TCL1 mice. Certainly, the mouse numbers of three or four mice per group are too low to quantify V_H_ usage in these two genotypes. 

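VH usage was compared over all mice of each cohort at its earliest age, 12 or 28 weeks, with each clonotype counted once so that large clones do not decide the result. At 28 weeks large clones were already present, up to 52.4% of the sequences in U1863. At 12 weeks, with the TCL1 genotype as a term of the model, Siglec-G deficiency (9 mice against 9) changed the usage of 22 of 78 tested V genes in limma, with 7 higher, 15 lower and 39 at an unadjusted p below 0.05. IGHV5-9-3 (log2 fold change 1.59, SE 0.28), IGHV9-4 (1.21, SE 0.17) and IGHV5-6 (1.15, SE 0.16) had the largest increases, and IGHV5-6-4, IGHV9-3-1, IGHV10-1 and IGHV9-1 were also higher. IGHV1-37 (-1.71), IGHV9-2 (-1.56), IGHV1-85 (-1.53) and IGHV2-9-2 (-1.52) had the largest decreases, followed by IGHV1S29, IGHV14-1, IGHV14-4, IGHV3-6, IGHV5-4 and IGHV2-6-7. IGHV3-2, used by the clones of T7616 and T7551, was lower (-0.42; 7.37 ± 1.97% against 10.1 ± 2.64% of clonotypes). A permutation test on log2 percentages called 3 of the 78 genes, IGHV9-4 and IGHV10-1 as higher and IGHV9-2-1 as lower, with 15 at an unadjusted p below 0.05, and quantile normalization in limma called 13. In simulated data at these group sizes, limma recovered 9 of 10 genes with a 4-fold change and 1 of 10 with a 2-fold change, with 1 false call.

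Of the V genes associated with B-1a cells, IGHV11-2 (-0.37, SE 0.32, adjusted p = 0.358), IGHV12-3 (0.85, SE 0.38, adjusted p = 0.0693) and IGHV4-1 (-0.37, SE 0.18, adjusted p = 0.0961) could be tested, and 0 passed in limma or when adjusted over the list alone. The counts are of all sorted B cells of the blood, so that usage within B-1a cells was not tested. Of 12 genes of the IGHV2 family, 4 were lower (7 when adjusted over the list alone). Of 13 genes of the IGHV5 family, 3 were higher and 1 lower (4 and 2 when adjusted over the list alone), and of 27 genes of the IGHV1 family 4 were lower (2 when adjusted over the list alone). VH2 and VH5 together made up 28.5% of the clonotypes with and 28.7% without Siglec-G deficiency. The mean of the differences within TCL1 genotype was -0.0428 points (two-sided exact permutation test, adjusted p = 0.975), and its sign turned under several alternatives.

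The TCL1 transgene changed 0 of 78 V genes at 12 weeks in limma, with 0 at an unadjusted p below 0.05 and 0 in the permutation test (3 at an unadjusted p below 0.05). In simulated data limma recovered 9 of 9 genes with a 4-fold and 4 of 10 with a 2-fold change there, with 1 false call. The interaction of both factors gave 0 of 78, with 4 at an unadjusted p below 0.05, and 0 in the permutation test (3 unadjusted), but limma recovered 0 of 10 simulated genes at either fold, so that its count carries no information. The permutation test recovered 16 of 20 simulated genes with a log2 change of 2 there, with 1 false call. Its simulation gave every V gene and sample the same spread on the log2 scale, whatever the number of sequences. The recovery in shallow samples is therefore not known, and no conclusion is drawn from its count of 0. At 28 weeks mb1cre changed 0 of 79 V genes in limma, with 14 at an unadjusted p below 0.05, and 0 in the permutation test (6 unadjusted), with 8 of 10 simulated 4-fold and 4 of 10 simulated 2-fold changes recovered and 3 false calls. With 1 mouse left out, limma called 0 to 5 V genes for mb1cre. The lowest p-values belonged to IGHV10-1 (-0.29), IGHV5-17 (-0.32) and IGHV5-2 (-0.72) for TCL1, all at an adjusted p of 0.897. For mb1cre they belonged to IGHV8-11 (1.96, adjusted p = 0.0620), IGHV1-37 (1.91, 0.0713) and IGHV2-6-1 (2.48, 0.0823), and for the interaction to IGHV11-2 (1.41), IGHV1-4 (1.49) and IGHV1-76 (-2.62), all at an adjusted p of 0.621.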

The IgV_H_ analysis was done as a longitudinal study to monitor the time point of developing leukemic clones, therefore not so many mice per group were analyzed. However, staining with the typical antigens that are often recognized by V_H_11 or V_H_12 sequences, PtC liposomes or PC‐BSA, also gave a lower percentage of staining of CLL‐like cells of *Siglecg* ^−/−^ TCL1 mice. Also, in the SV40 largeT CLL model a lower percentage of V_H_11 usage was detected in *Siglecg* ^−/−^ mice, compared to transgenic controls (Pal Singh *et al*, 2018). In normal *Siglecg* ^−/−^ mice a change in the IgV_H_ repertoire has been previously observed, with less V_H_11 and V_H_12 usage and less PtC‐ and less PC‐binding BCRs on their B1a cells than in WT controls (Jellusova *et al*, 2010). All these data suggest, that earlier onset and more severe cause of the CLL‐like disease occurs in *Siglecg* ^−/−^ TCL1 mice, despite the reduced usage of typical IgV_H_ sequences of CLL‐like cells. Thus, these typical V_H_ sequences may not be crucial for the severity of the disease. It was previously shown that Siglec‐G deficiency leads to a better survival of B1a cells (Jellusova *et al*, 2010), a factor which may also contribute to the mechanism of stronger expansion of CLL‐like cells.

In human CLL patients we found a downmodulation of the human Siglec‐G orthologue Siglec‐10. Siglec‐10 was about twofold downmodulated on CLL cells compared to residual B cells of the patients. Also, data from mRNA sequencing of CLL cohorts did show a downmodulation of *SIGLEC10*. The lower mRNA expression of *SIGLEC10* in CLL cells may directly cause the lower surface expression, however posttranslational mechanism such as downmodulation of Siglec‐10 protein from the surface of CLL cells cannot be excluded. Siglecs are known to be involved in endocytosis of sialic acid carrying ligands and are cycling receptors (O'Reilly *et al*, 2011). On human CLL cells there may be a selective pressure to downmodulate this inhibitory receptor from the surface to increase BCR signaling. Similarly, it has been described that the inhibitory receptor CD22 (Siglec‐2) is expressed at lower levels on CLL cells than on normal naïve human B cells (Jasper *et al*, 2011; Salem & Stetler‐Stevenson, 2019). We are not suggesting that downmodulation of Siglec‐10 from the surface of human CLL cells is mechanistically involved in the development of CLL, but the parallel data from Siglec‐G in the mouse CLL model suggest that downmodulation of this inhibitory receptor may support the maintenance or severity of the disease.

The findings of the Siglec‐G overexpressing mice suggest that targeting of Siglec‐G/ Siglec‐10 with agents that increase the inhibitory function of this receptor may be a novel treatment option for CLL. Of note, the Siglec‐10 expression on human CLL cells is just about twofold diminished, suggesting that the expression level is still sufficient to target this surface protein. One way may be agonistic antibodies. One such example is epratuzumab, an anti‐CD22 antibody which triggers inhibition of BCR mediated signaling and was tested in clinical trials for the autoimmune disease SLE (Leonard & Goldenberg, 2007; Wallace *et al*, 2014; Özgör *et al*, 2016). Another possibility may be synthetic ligands, derived from the natural Siglec ligands sialic acids. High‐affinity synthetic ligands for CD22 have been developed in monomeric, oligomeric forms or coupled to nanoparticles (Macauley *et al*, 2013; Prescher *et al*, 2014; Bull *et al*, 2016). Such synthetic ligands could also be screened for agonistic stimulations of Siglec‐G and Siglec‐10 *in vitro* or in the CLL mouse model *in vivo*.

## Materials and Methods

### Mouse models

To study the role of Siglec‐G in CLL, Siglec‐G knockout (*Siglecg* ^−/−^) mice (BALB/c background) (Hoffmann *et al*, 2007) were crossed to Eμ‐TCL1 mice (BALB/c background; mice were kindly provided by E. Hobeika and H. Jumaa, University of Ulm) (Bichi *et al*, 2002). As a control wild type (WT) BALB/c and *Siglecg* ^−/−^ mice were chosen as littermate controls or were age matched from *Siglecg* ^−/−^ × Eμ‐TCL1 crosses. For the generation of Siglec‐G overexpressing (*Siglecg*‐R26^ki/ki^ × mb1^cre^) mice the cDNA of Siglec‐G was cloned into the target vector pROSA26 (generous gift of A. Gessner, University of Regensburg), between the short (SA) and the long arm (LA) of the ROSA26 (R26) locus. This vector also contained a CAG enhancer cassette, which consists of the chicken ß‐actin promoter and the early enhancer element of cytomegalovirus. To allow cell type‐specific protein overexpression a transcriptional stop cassette flanked by two loxP sites in front of the Siglec‐G cDNA, was used. The target vector was then introduced into BalbI embryonic stem cells (Noben‐Trauth *et al*, 1996), checked for homologous recombination and the knockin mice were generated by blastocyst injection. *Siglecg*‐R26^ki/ki^ mice were crossed with mb1‐cre mice (BALB/c background) to obtain B‐cell specific overexpression of *Siglecg*. Mice were kept in the animal facilities of Friedrich‐Alexander‐University Erlangen‐Nuremberg under specific pathogen‐free conditions in individually ventilated cages. All experiments were performed in accordance with the German law for protection of animals, after approval by the animal welfare committee.

### Cell preparation and flow cytometry

Single‐cell suspensions of bone marrow, spleen, liver, lymph nodes (cervical and inguinal) or isolated cells of peritoneal lavage were prepared in PBS (Life Technologies) and treated with 1 M ammonium‐chloride‐potassium lysis buffer to deplete erythrocytes. The liver was perfused with PBS, then predigested with collagenase D (0.05 U/ml; from Clostridium histolyticum; Roche) and DNase I (conc 0.03 mg/ml; DNase I from bovine pancreas; Roche) in HBSS for 30 min at 37°C. Cells were stained for 30 min at 4°C using the following antibodies: APC‐anti‐B220 (BioLegend; RA3‐6B2), PE‐anti‐CD5 (BD; 53–7.3), APC‐anti‐CD5 (eBioscience; 53–7.3), BrV421‐anti‐CD19 (1D3; BD), FITC‐anti‐CD45 (BioLegend; 30‐F11), BrV421‐anti‐IgM (BD; R6‐60.2), Fc‐block (2.4G2, hybridoma purified in our laboratory), Phosphatidylcholine (PtC)‐ liposomes‐FITC (FormuMax Scientific) and Phosphorylcholine (PC)‐BSA‐FITC (BioSearch Technologies). Fixable viability dye (eBioscience) was used to stain dead cells and exclude them from analysis. The staining was performed in PBS containing 0.1% BSA (Carl Roth), 2 mM EDTA (Carl Roth), and 2 mM sodium azide (Sigma‐Aldrich). After the staining cells were washed with the staining buffer and fixed with 2% PFA in PBS. All centrifugation steps were performed at 4°C and 300 *g* for 5 min. Data was acquired via Cytoflex S (Beckman Coulter) flow cytometer and analyzed using FlowJo software (TreeStar). Total cell numbers of living cells were determined by trypan blue staining.

### Blood preparation

Blood was obtained by incision of the tail vein or by puncturing of the heart. For FACS analysis blood was collected in PBS containing 1% heparin (Ratiopharm), followed by erythrocyte depletion as described above. For hematological analysis, blood was collected in EDTA coated tubes (MiniCollect; Greiner) and analyzed by the hematology system ADVIA 120 (Siemens).

### Calcium mobilization assay

About 2 × 10^6^ to 2 × 10^7^ cells from blood, peritoneal cavity and spleen were resuspended in 0.7 ml RPMI 1640 media (Life Technologies) containing 5% FCS (PAN Biotech), loaded with 0.7 mM indo‐1‐AM pluronic acid F‐127 (Molecular Probes) and incubated for 25 min at 30°C upon shaking. Subsequently, 0.7 ml RPMI 1640 media (Life Technologies) containing 10% FCS (PAN Biotech) were added and the cells were incubated for another 10 min at 37°C. Cells were washed twice and stained extracellularly with FITC‐anti‐B220 (BioLegend; RA3‐6B2) and APC‐anti‐CD5 (eBioscience; 53–7.3) as described above. The cells were then washed and resuspended in Krebs‐Ringer solution to measure calcium mobilization using LSR II (Becton Dickinson). First the basal Ca^2+^ level was determined for 50 s. Then the BCR was stimulated by 3.25, 6.5 or 13 μg anti‐IgM [F(ab)_2_] (Jackson ImmunoResearch) and the sample was measured up to 3 min. The Indo‐1 loading efficiency was determined by separate ionomycin (Sigma‐Aldrich) stimulation. The data was analyzed with FlowJo software (Tree Star).

### Antibody repertoire sequencing (Ig‐seq) sample preparation

In order to obtain information on the BCR repertoire of different mice, blood was drawn and prepared as described above at defined time points. Time points were chosen at the age of 12, 24, 36, and 48 weeks for TCL1, TCL1 × *Siglecg* ^−/−^ mice and their corresponding controls and at the age of 28, 36, and 48 weeks for TCL1 × *Siglecg*‐R26^ki/ki^ and TCL1 × *Siglecg*‐R26^ki/ki^ × mb1^cre^ mice and controls. Cells were stained with FITC‐anti‐CD19 (BioLegend, 1D3) for 30 min at 4°C. After incubation cells were washed with the nucleic acid binding dye 4′6‐diamino‐2‐phenylindol (DAPI) diluted 1:250 in PBS containing 0.5% FCS and 2 mM EDTA. CD19‐positive and DAPI‐negative cells were separated using a FACS Aria III cell sorter (Becton Dickinson) and collected in RLT buffer (RNeasy Plus Micro Kit; Qiagen). Subsequently, RNA isolation was performed using the RNeasy Plus Micro Kit from Qiagen according to the manufacturer's protocol and samples were stored at −80°C.

### Ig‐seq library preparation by molecular amplification fingerprinting

The method molecular amplification fingerprinting (MAF) was done similarly as published before (Werner *et al*, 2022). The method consists of assigning unique molecular identifiers (UIDs) to individual transcripts before and during multiplex PCR to minimize possible errors arising in library preparation (Khan *et al*, 2016). The Illumina MiSeq platform was used for sequencing with a pair of overlapping paired‐end reads (2 × 300 bp) and 20% PhiX. Quality was assured by FastQC analysis, PhiX‐QC and UMI error correction (Werner *et al*, 2022). Paired‐end sequences were merged with the pRESTO toolkit. After annotation via IMGT/HighV‐QUEST the NGS data was analyzed with the ARGALAXY pipeline.

### Flow cytometric analysis of phosphoproteins

Spleen cells were prepared and stained extracellularly for APC‐anti‐B220 (BioLegend; RA3‐6B2) and PE‐anti‐CD5 (BD; 53–7.3) as described above. Intracellular staining was performed using the ADG Fix&Perm Kit (Dianova). After the initial staining cells were washed with PBS, then fixed with paraformaldehyde‐containing buffer A for 10 min at room temperature followed by washing with PBS. Antibodies for intracellular staining were dissolved in saponin‐containing buffer B and the staining was performed for 30 min at room temperature. Subsequently, cells were first washed with PBS, then with PBS containing 0.1% BSA (Carl Roth), 2 mM EDTA (Carl Roth) and 2 mM sodium azide (Sigma‐Aldrich). The following antibodies were applied for intracellular staining: AF488‐anti‐Akt (pS473) (BD; M89‐61), AF488‐anti‐Btk (pY551)/Ikt (pY511) (BD; 24a), AF488‐anti‐PLC‐γ2 (pY759) (BD; K86‐689.37), AF488‐anti‐S6 (pS240) (BD; N4‐41), AF488‐anti‐S6 (pS235/236) (BD; N7‐548), AF488‐anti‐ZAP70 (pY319)/Syk (Y352) (BD; 17A/P‐ZAP70), purified hamster anti‐mouse BCL‐2 (BD; 3F11) with secondary antibody anti‐Armenian Hamster‐AF488 (Jackson Immunoresearch). AF488‐anti‐Mouse IgG1κ isotype control (BD; MOPC‐21) and purified armenian hamster IgG1κ isotype control (BD) were used.

### Human samples

PB samples were obtained after written informed consent was received from participants prior to inclusion in the study according to the Declaration of Helsinki, and approval by the ethics committee of the Medical Faculty at the University of Duisburg‐Essen, Germany (BO‐10‐4380). B cells were isolated by Ficoll density centrifugation (density 1.077 g/ml, Pan BioTech, Aidenbach, Germany) followed by staining with anti‐CD3 (BD Biosciences, Heidelberg, Germany), anti‐CD5 (BioLegend, Koblenz, Germany), anti‐CD20, anti‐CD23, and anti‐CD27 (each BD Biosciences) antibodies. Stained cells were analyzed on a CytoFLEX S flow cytometer (Beckman Coulter, Krefeld, Germany) using CytExpert v2.4 (Beckman Coulter) or FlowJo v10.6.2 (BD Biosciences) software. RNAseq data were retrieved from (Budeus *et al*, 2021).

### Statistical analysis

If not stated otherwise in the figure legend data are presented as mean ± SD. Data were analyzed and illustrated using GraphPad Prism software (GraphPad Software Inc., San Diego, CA). Normal distribution was tested with Shapiro Wilk normality test. Normally distributed data were then analyzed by ordinary one‐way ANOVA followed by Šídák's multiple comparison test. Non‐parametric distribution was tested using Kruskal–Wallis test with Dunn's *post hoc* test. Differences in survival were analyzed with Kaplan–Meier estimates and the groups were compared for significance via the log‐rank test. *P* < 0.05 was considered significant.

## Author contributions

**Bettina Röder:** Conceptualization; investigation; writing – original draft. **Hannah Fahnenstiel:** Conceptualization; investigation. **Simon Schäfer:** Formal analysis. **Bettina Budeus:** Investigation. **Maria Dampmann:** Investigation. **Melanie Eichhorn:** Investigation. **Sieglinde Angermüller:** Investigation. **Claudia Brost:** Investigation. **Thomas H Winkler:** Formal analysis; supervision. **Marc Seifert:** Formal analysis; supervision. **Lars Nitschke:** Conceptualization; funding acquisition; writing – original draft; writing – review and editing.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Appendix

Expanded View Figures PDF

Source Data for Figure 1

PDF+

Source Data for Figure 2

Source Data for Figure 4

Source Data for Figure 5

Source Data for Figure 7

Source Data for Figure 8

## Data Availability

The mRNA sequencing data of Figs 3 and 6 are available at: gene expression omnibus (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227678) under GEO ID: GSE227678.

# Supplementary material for: The inhibitory receptor Siglec‐G controls the severity of chronic lymphocytic leukemia
**Source:** EMBO Rep. 2023 Jul 10;24(8):e56420. doi: 10.15252/embr.202256420
**Supplement:** Supplementary file 1 — Appendix

Table of content

Appendix Fig. S1	page 1
Appendix Fig. S2	page 2
Appendix Fig. S3	page 3
Appendix Fig. S4	page 4
Appendix Fig. S5	page 5
Appendix Table S1	page 6

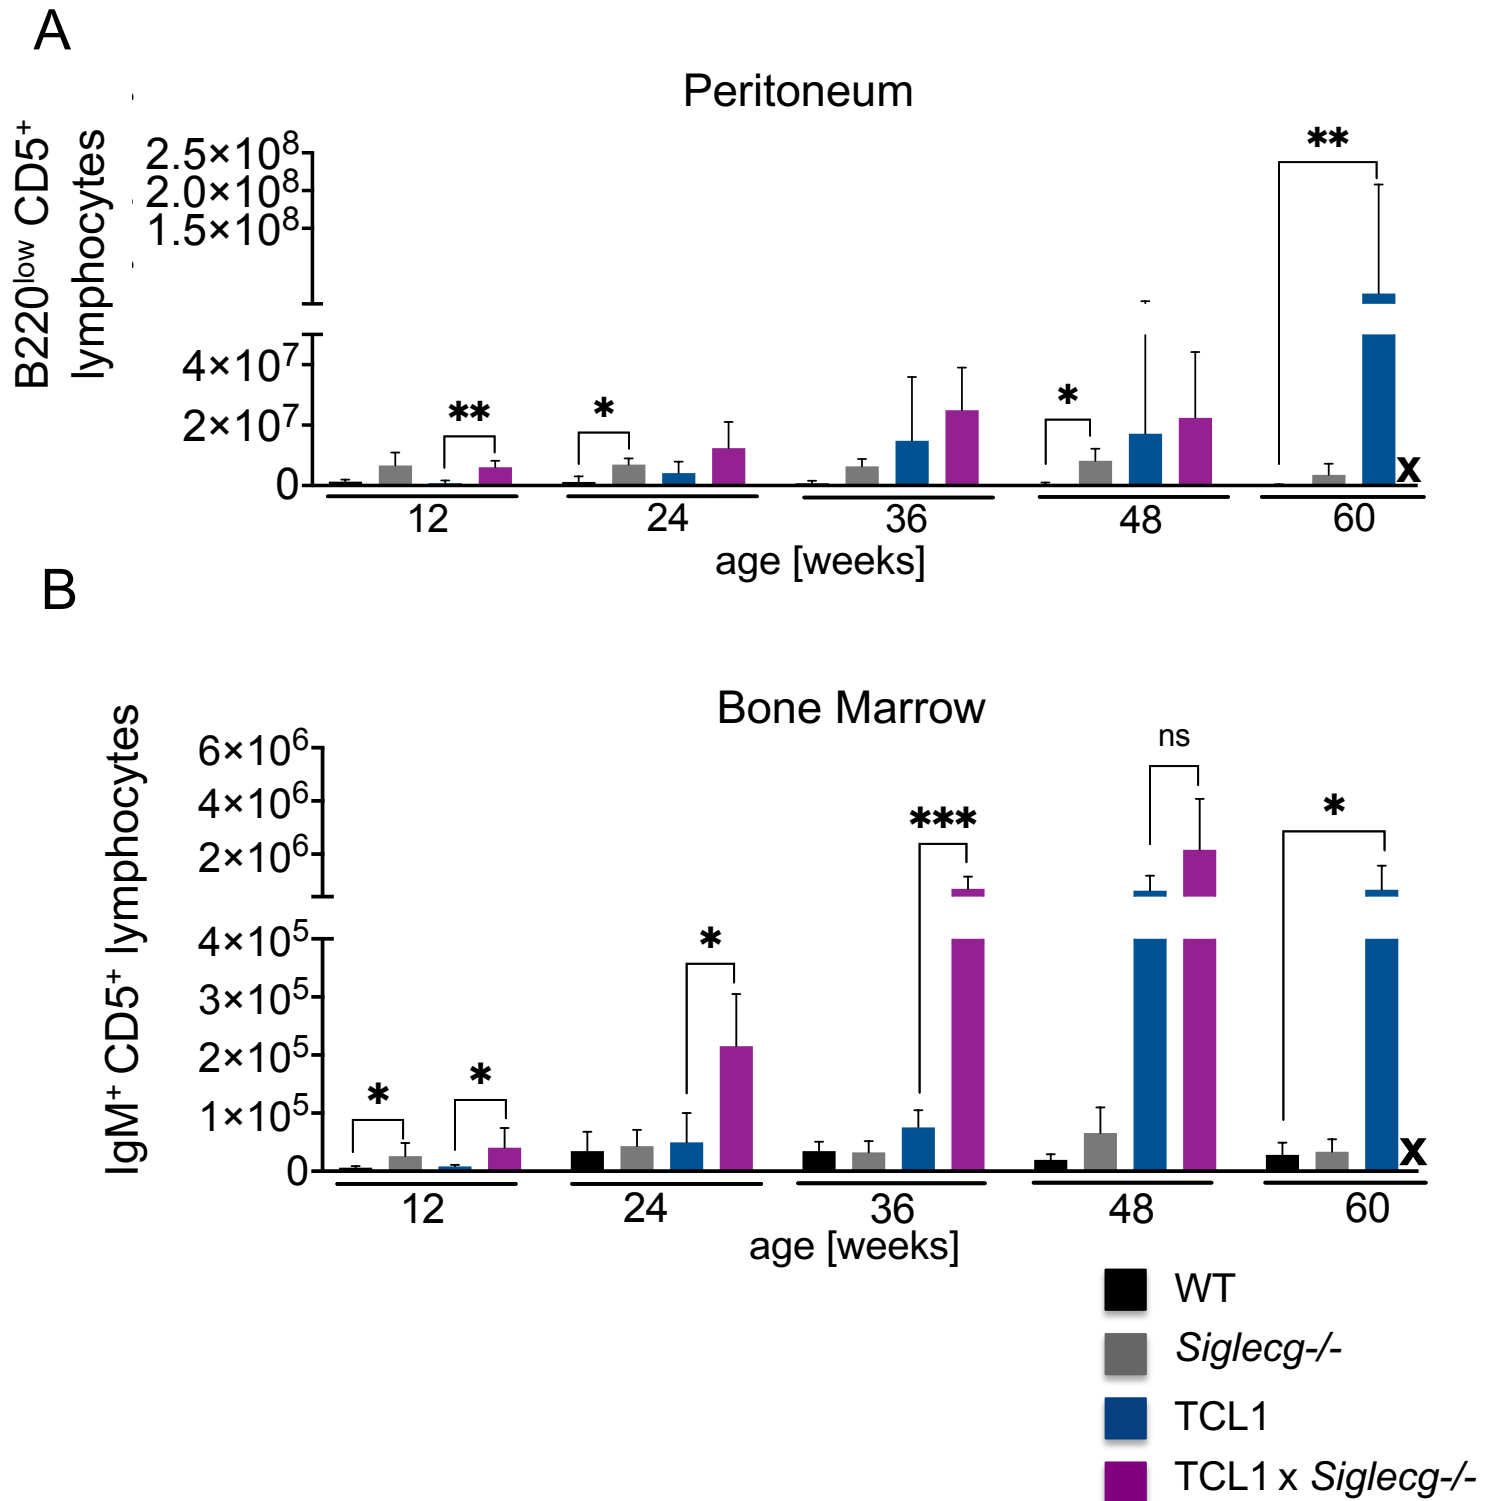

Appendix Figure S1. Earlier infiltration of CLL-like cells in peritoneal cavity and bone marrow in TCL1 x *Siglecg*^{-/-} mice.

Depicted are the absolute cell numbers of gated B220^{low} CD5⁺ lymphocytes in the peritoneal cavity (A) or IgM⁺ CD5⁺ cells the bone marrow (B), as mean values with $\pm$ SD. Cell were pre-gated on single and living cells. Significant differences between groups were tested either by ordinary one-way ANOVA with Šídák's post-hoc test if there was a normal distribution, or by one-way ANOVA with Kruskal-Wallis test and corrected for multiple comparison with Dunn's test if there was no overall normal distribution. The different time points were tested separately for significance. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$. $n = 5-12$ animals per genotype and time point, summarized from at least 10 independent experiments.

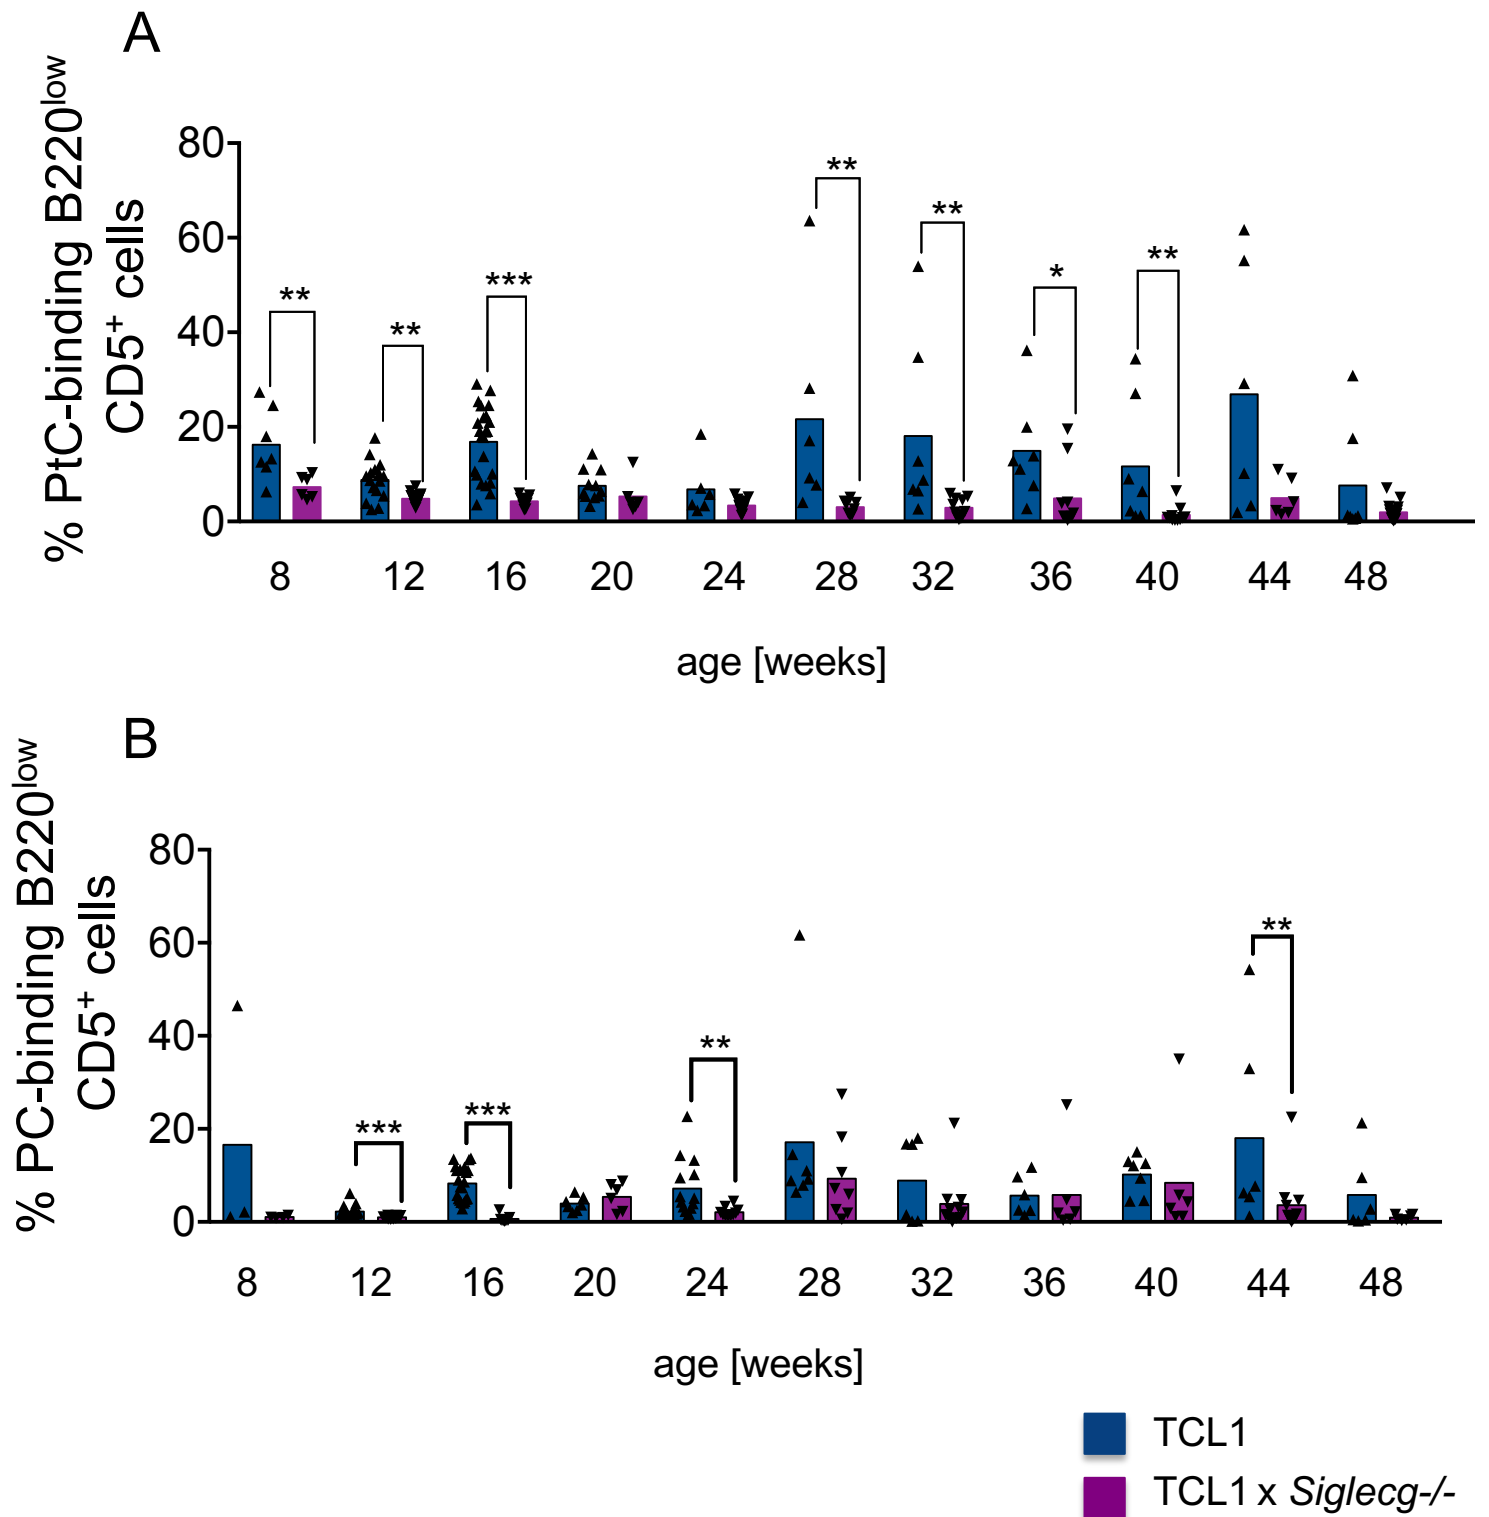

Appendix Figure S2. Less binding of PC- or PtC-containing antigens in CLL-like cells of TCL1 x *Siglec*^g-/- mice.

Blood was collected every 4 weeks and analysed by flow cytometry. The diagrams show the percentage of (B) PtC-liposomes or (C) PC-BSA binding cells of the selected B220^{low}CD5⁺ population over a period of 48 weeks. The mean value is shown and each dot represents one mouse. The significance of the differences was determined using the Mann-Whitney test, * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$. $n = 6$ -23 animals per time point and genotype, summarized from at least 20 independent experiments.

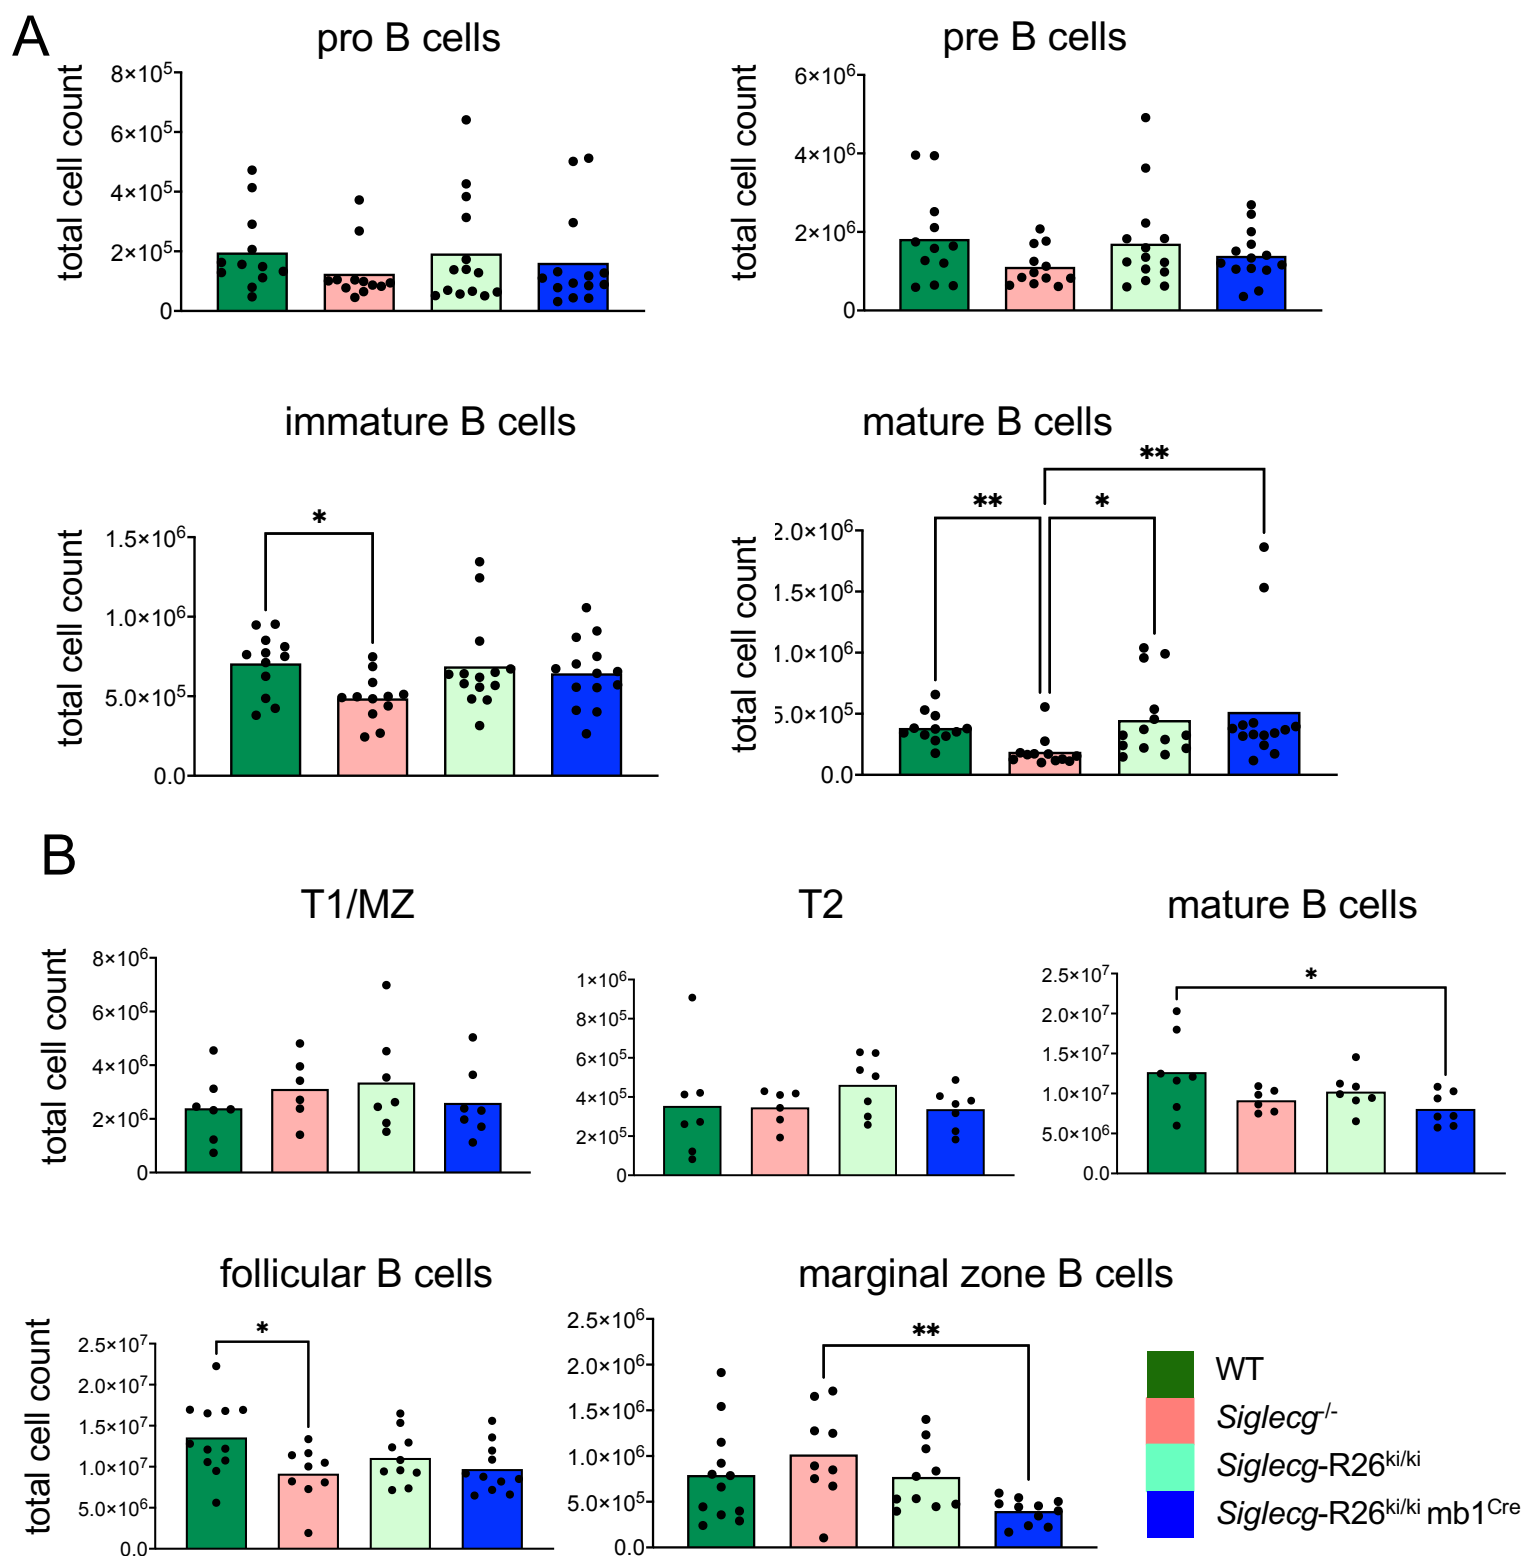

Appendix Figure S3: Siglec-G overexpression has no impact on B cell development and maturation.

Depicted are the absolute cell numbers of different cell populations analysed by flow cytometry A) in the bone marrow and B) spleen. Cell were pre-gated on single and living lymphocytes.

Gating of B cell populations in A) as follows: pro B cells (B220⁺, c-kit⁺ CD25⁻), pre B cells (B220⁺, CD25⁺), immature B cells (B220^{med}, IgM^{low}), mature B cells (B220⁺, IgM^{low})

and in B): T1/MZ (B220⁺, IgM^{hi}) T2 (B220⁺, IgM^{hi}, IgD^{hi}), mature B cells (B220⁺, IgD⁺, IgM^{med}), follicular (B220⁺, CD23^{med}, CD21^{low}) and marginal zone B cells (B220⁺, CD23^{low}, CD21^{hi}).

Significant differences between groups were tested either by ordinary one-way ANOVA with Šídák's post-hoc test if there was a normal distribution, or by one-way ANOVA with Kruskal-Wallis test and corrected for multiple comparison with Dunn's test if there was no overall normal distribution.. *p<0.05, **p<0.01, ***p<0.001. n=6-14 animals per genotype

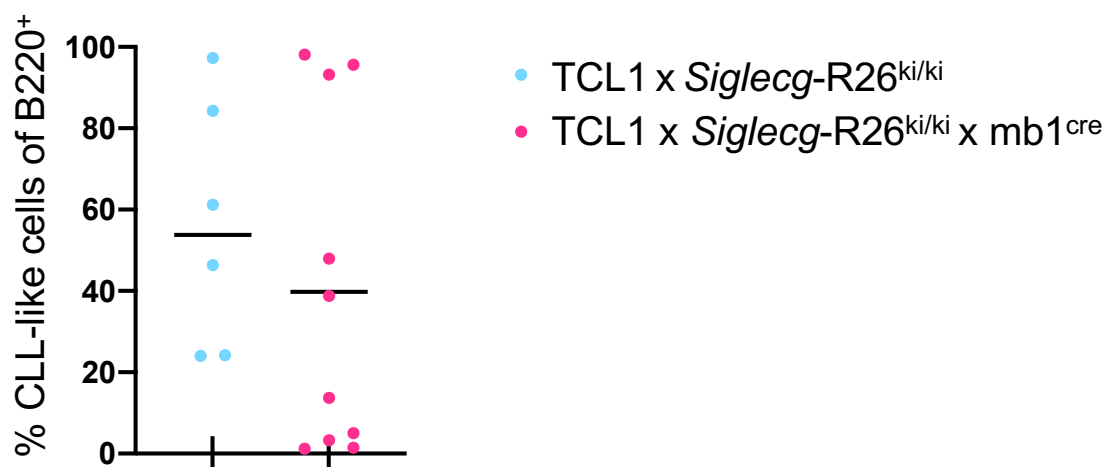

Appendix Figure S4. Percentages of CLL-like cells in TCL1 x *Siglecg*-R26^{ki/ki} and TCL1 x *Siglecg*-R26^{ki/ki} x mb1^{cre} mice.

Scatter dot plot shows percentages of CLL-like cells for the intracellular phosphoprotein analysis in Fig.8B.

A

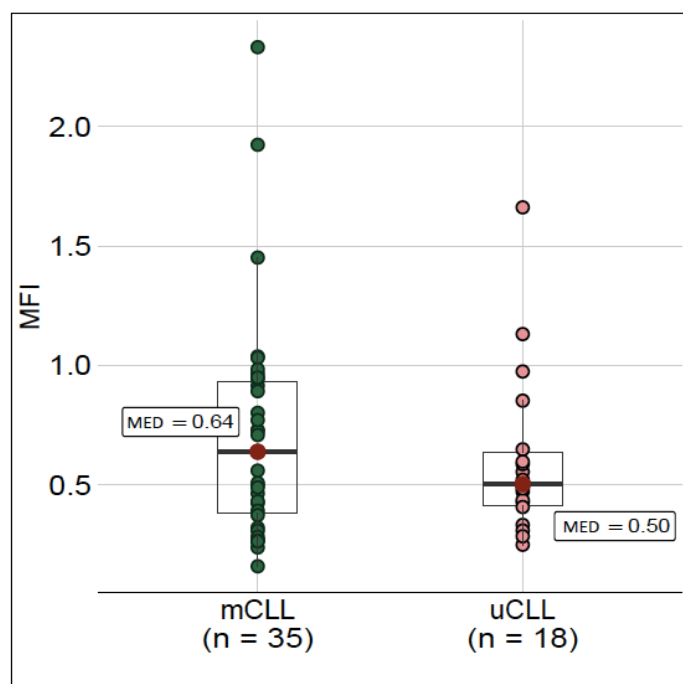

B

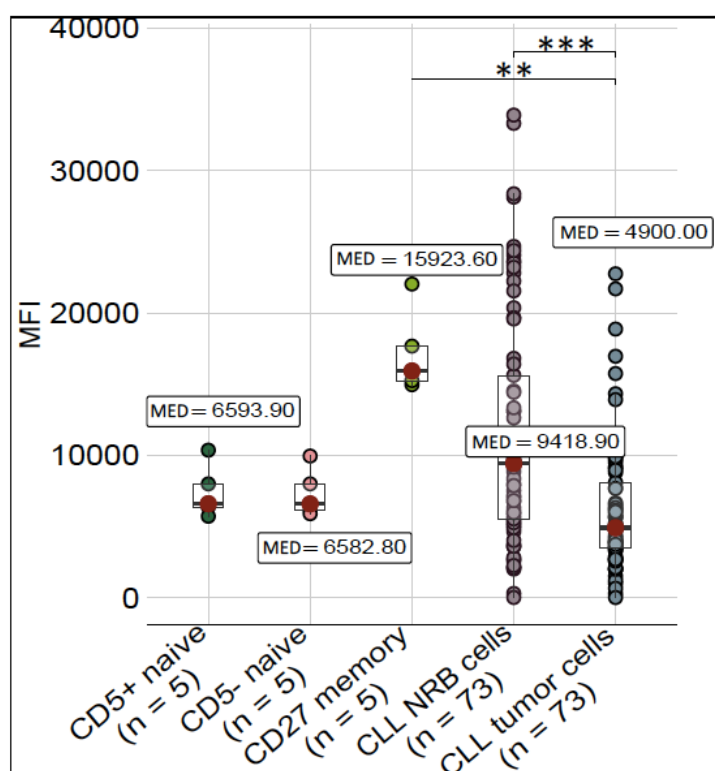

Appendix Figure S5. Relative downmodulation of surface Siglec-10 on CLL cells and expression of Siglec-10 on CLL cells compared to normal human B cells .

A) The fold-change downmodulation of Siglec-10 is given per each sample by providing the quotient of median fluorescence intensities (MFI) from the CLL tumor cell population divided by the normal residual B cell population shown in Fig.9A. Data information: Wilcoxon rank sum test, not significant. Samples are biological replicates

B) The mean fluorescence intensity (MFI) of surface Siglec-10 is given from 73 CLL cases (including 20 cases with unknown IgV-mutation status), always including tumor cells (CD20^{low}CD5^{high}) and normal residual B (NRB) cells (CD20^{high}CD5⁻) as paired samples, and from five healthy age-matched donors, discriminating naïve (IgD^{high}CD27⁻CD5⁻), mature CD5⁺ (IgD⁺CD27⁻CD38^{low}) and CD27⁺ memory B cell subsets (IgM/IgG/IgA⁺CD27⁺). Wilcoxon rank sum test, **p<0.01, ***p<0.001. Median as central band, box encompassed from first to third quartile, whiskers are the smallest or largest value no further than 1.5 * IQR (range from first to third quartiles) from the hinge.

A

ID	genotype	V _H	D	J _H	HCDR3 length	N nucleotide additions	P nucleotide additions	mutation rate
T7551	TCL1	3-2	D2-4	J2	12	10	1	0.5 %
T6006	TCL1 x <i>Siglecg</i> ^{-/-}	5-6	D3-1	J3	15	6	4	2.4 %
T7616	TCL1 x <i>Siglecg</i> ^{-/-}	3-2	D1-1	J3	14	3	0	1 %
T7620	TCL1 x <i>Siglecg</i> ^{-/-}	2-6-5	D2-14	J3	6	6	1	0 %

B

ID	genotype	V _H	D	J _H	HCDR3 length	N nucleotide additions	P nucleotide additions	mutation rate
U1515	TCL1 x <i>Siglecg</i> -R26 ^{ki/ki}	1-67	D1-1	J2	11	8	3	3.7 %
U1662	TCL1 x <i>Siglecg</i> -R26 ^{ki/ki}	12-3	D1-1	J1	12	0	0	3.7 %
U2517	TCL1 x <i>Siglecg</i> -R26 ^{ki/ki}	11-2	D2-1	J1	11	0	0	3.1 %

Appendix Table S1. Details about the clonal IgV_H sequences from CLL-like cells shown in Fig.3 and Fig.6.

V_H, D and J_H usages, CDR3 length, N and P nucleotide addition and V_H mutation rate of the monoclonal Ig sequences of CLL-like cells from Fig.3 are shown in A) and from Fig.6 are shown in B).

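A leukemic clone is identified by its VHDJH rearrangement, and the columns describe how that rearrangement was made. The CDR3 length counts amino acids between the conserved cysteine and tryptophan of the junction. N nucleotides are added by terminal transferase at the joints, P nucleotides are short palindromes left by hairpin opening, and clones without either resemble rearrangements made in fetal and neonatal life, when terminal transferase is absent. The mutation rate counts V gene bases that differ from the germline gene.

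The deposited tables give N and P nucleotides as 1 sum per joint. This sum had a median of 11 nucleotides in the clone of T7551, 10 in that of T6006, 3 in that of T7616 and 7 in that of T7620. In the clones of Fig 6 it was 8 in U1515, 0 in U1662 and 0 in U2517. The median V gene mutation rate of these clones at 48 weeks was 4.55% (5th to 95th percentile 4.17-6.16%) in U1515, 0.345% (0-2.71%) in U1662 and 0% (0-1.37%) in U2517. The IGHV11-2 clonotype of TCL1 × Siglecg-R26ki/ki mb1cre mouse U1664 at 48 weeks carried 0 N or P nucleotides and had a median rate of 0.676%.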

# Supplementary material for: The inhibitory receptor Siglec‐G controls the severity of chronic lymphocytic leukemia
**Source:** EMBO Rep. 2023 Jul 10;24(8):e56420. doi: 10.15252/embr.202256420
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

Expanded View Figures

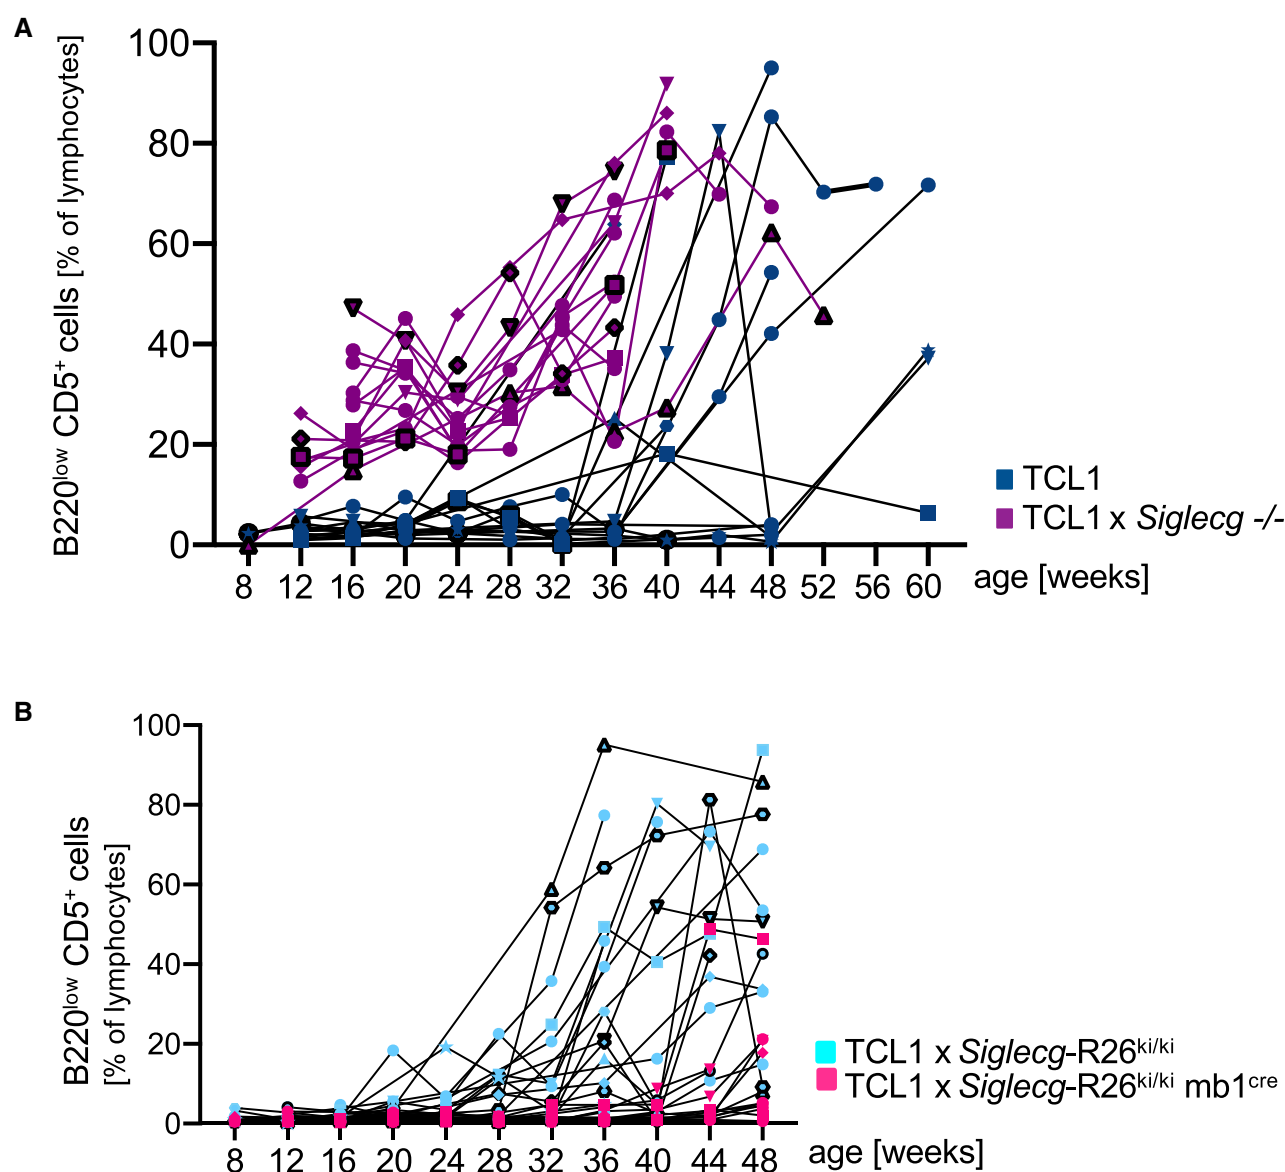

Figure EV1. Earlier expansion of the CLL-like cell population in TCL1 x *Siglecg*^{-/-} mice and later expansion in TCL1 x *Siglecg*-R26^{ki/ki} mb1^{cre} mice, shown for individual mice over time.

A, B Shown are percentages of B220^{low} CD5⁺ cells in the blood of individual mice over time in (A) comparison of TCL1 and TCL1 x *Siglecg*^{-/-} mice and in (B) TCL1 x *Siglecg*-R26^{ki/ki} and TCL1 x *Siglecg*-R26^{ki/ki} mb1^{cre} control mice. To distinguish different mice different symbols were used to represent individual mice that are connected by lines. N = 15 TCL1; n = 15 TCL1 x *Siglecg*^{-/-}; n = 22 TCL1 x *Siglecg*-R26^{ki/ki}; n = 17 TCL1 x *Siglecg*-R26^{ki/ki} mb1^{cre}.

Figure EV2. Earlier signs of leukocytosis and lymphocytosis in TCL1 × *Siglec*^{-/-} mice.

A–D For hematological analysis of blood cells (A) the leukocyte count (B) the lymphocyte count (C) the platelet count and (D) the red blood cell count were determined with an Advia 120 hematology analysis machine. The mean values are shown with SD. Significant differences between groups were determined by one-way ANOVA with Kruskal–Wallis and corrected for multiple comparison with Dunn's test, * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$. $n = 5$ –16 animals per time point and genotype, summarized from at least five independent experiments.

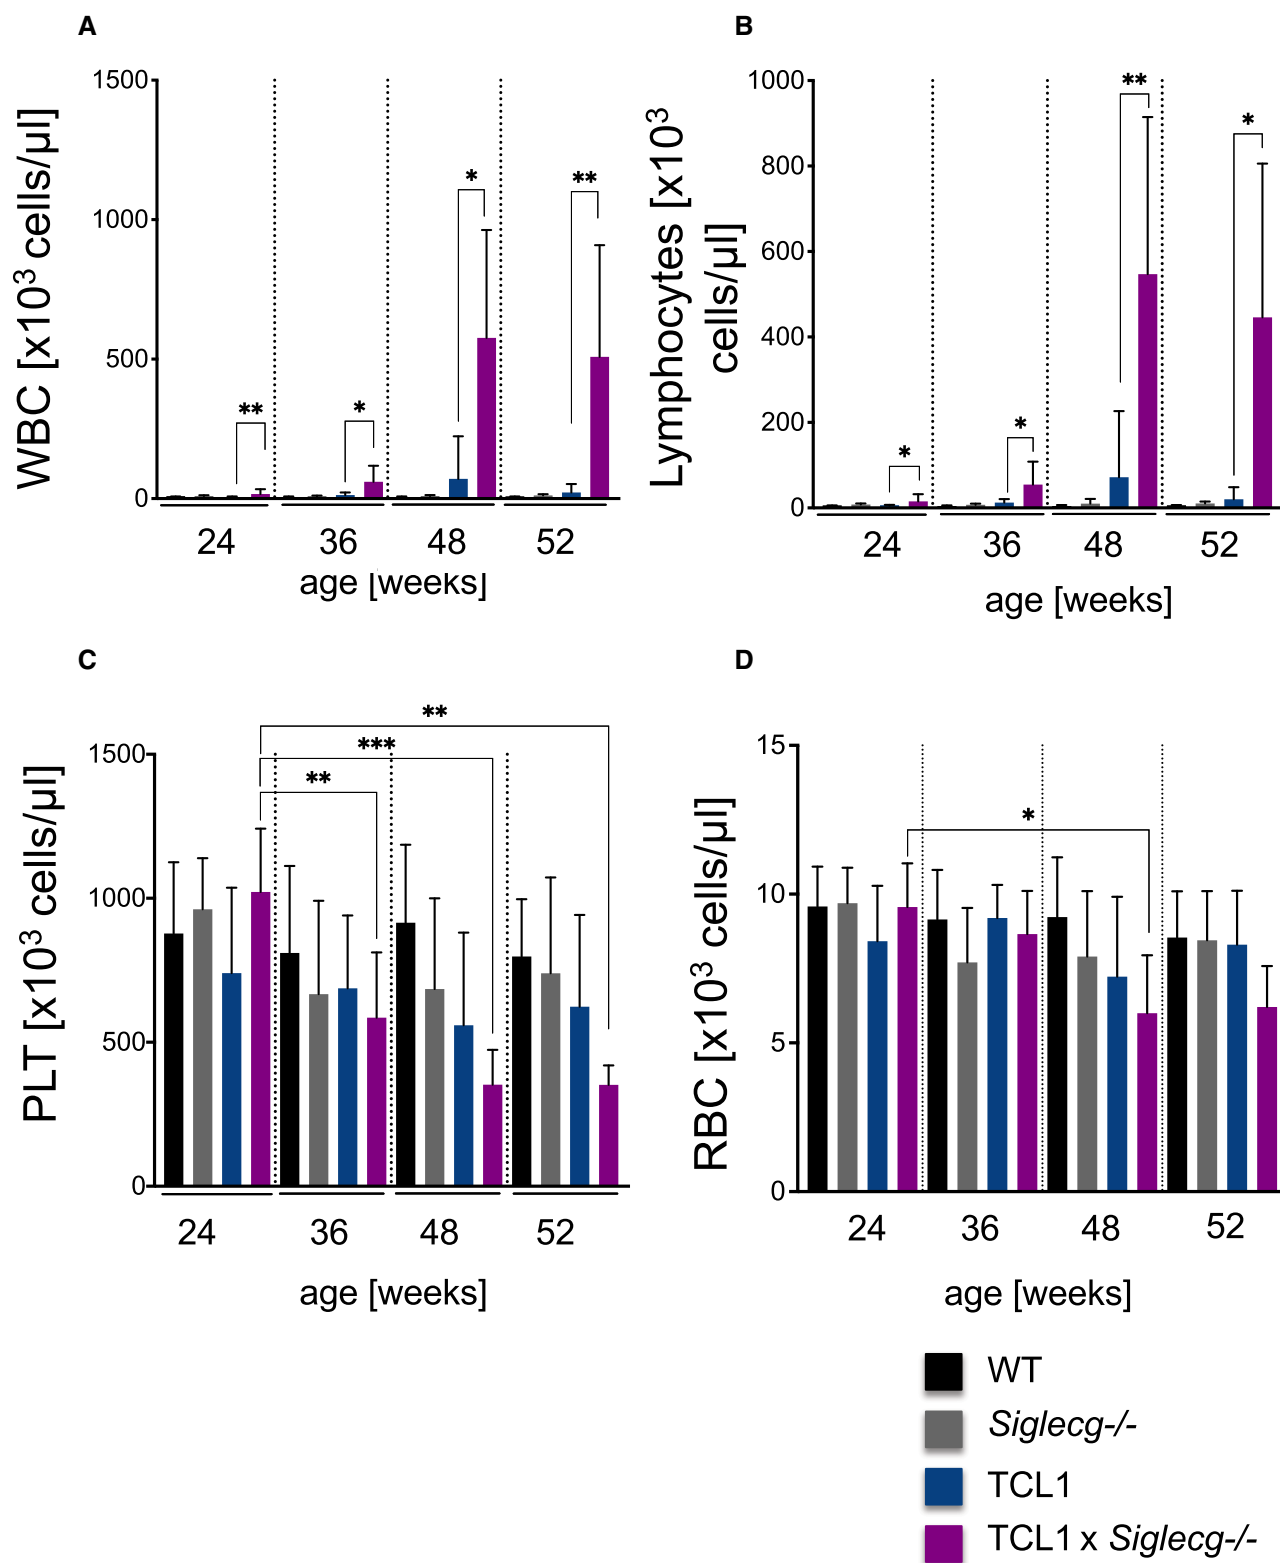

Figure EV2.

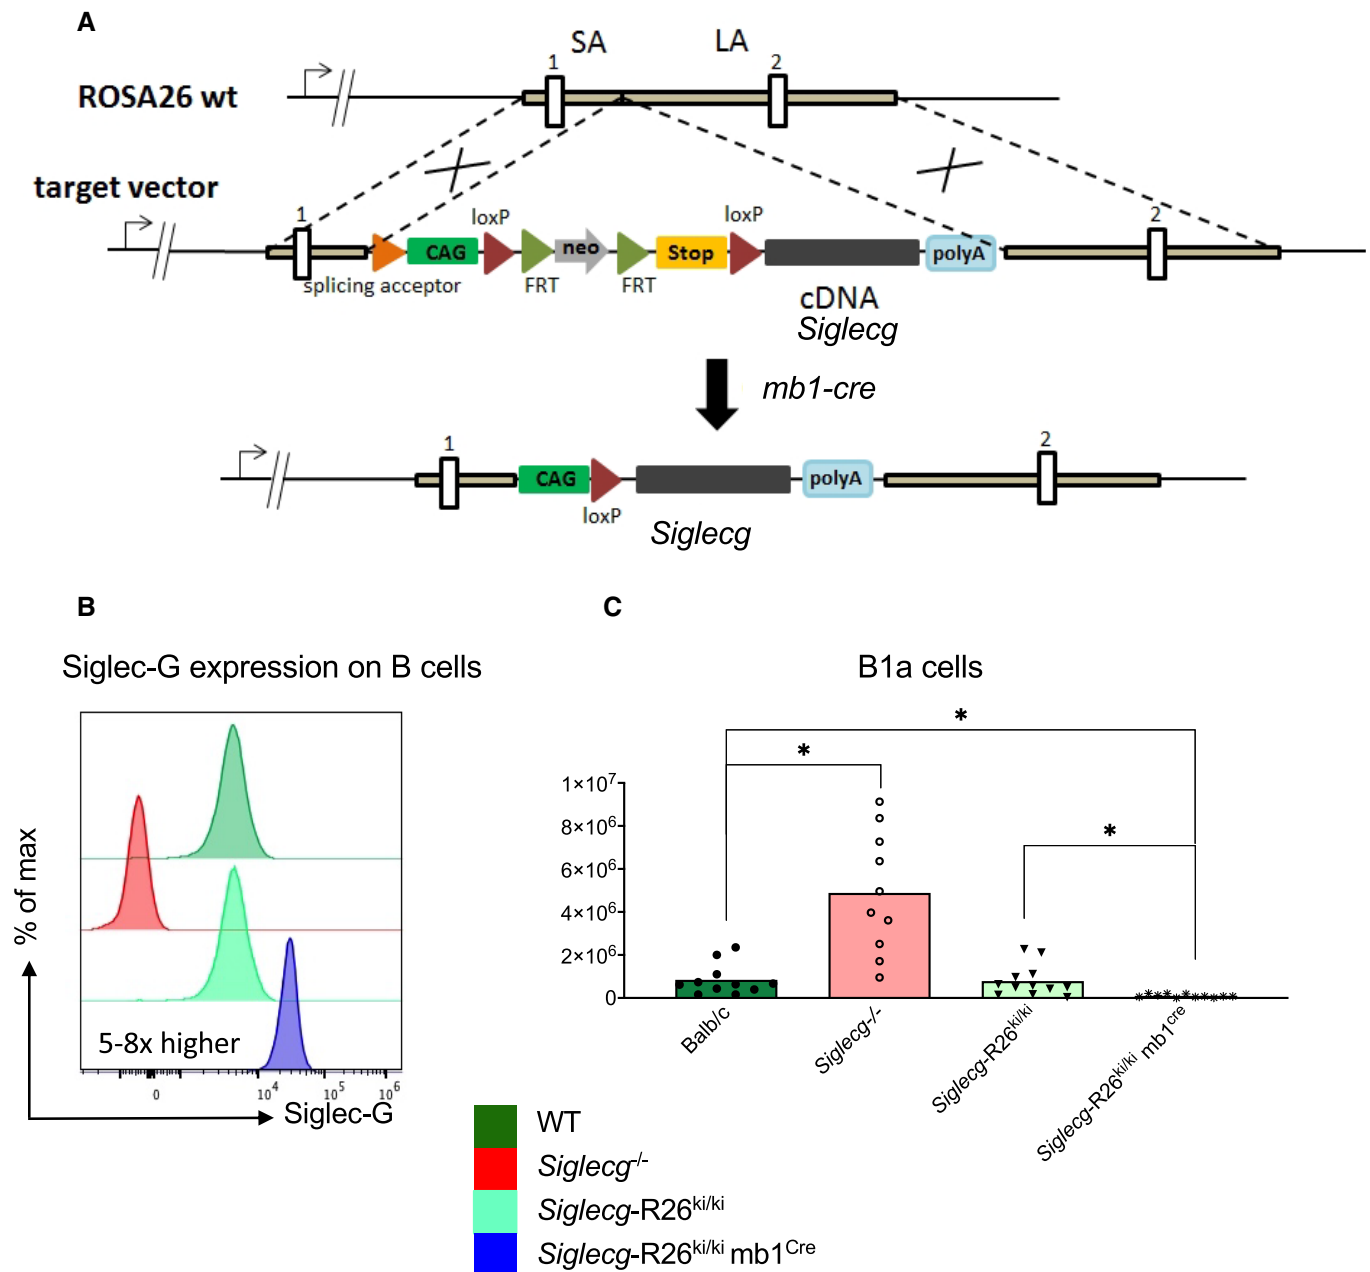

Figure EV3. Generation of Siglec-G overexpressing mice.

- A For the generation of Siglec-G overexpressing mice the cDNA of Siglec-G was cloned into the target vector, between the short (SA) and the long arm (LA) of the ROSA26 (R26) locus. Overexpression was facilitated by the CAG enhancer cassette, which contains the chicken β -actin promoter and the early enhancer element of cytomegalovirus. A transcriptional stop cassette flanked by two loxP sites ensured B cell-specific expression by mating with the mb1cre mouse strain. The cre recombinase specifically removes the stop cassette so that the enhancer cassette is brought in front of the cDNA and transcription of the Siglec-G cDNA occurs.
- B *Siglecg*-R26^{ki/ki} *mb1*^{cre} mice showed a five to eightfold overexpression of Siglec-G on the surface of mature B cells in the spleen and peritoneal cavity, respectively. The histograms represent the expression of Siglec-G on conventional B2 cells of the spleen.
- C In the peritoneal cavity a reduction of B1a cells was observed in *Siglecg*-R26^{ki/ki} *mb1*^{cre} mice in contrast to the enlargement of this population in *Siglecg*^{-/-} mice. Shown are the mean values of the absolute cell counts. Cells were pre-gated for single, living lymphocytes subsequently, B1a cells were identified as B220^{low} and CD5⁺. Significant differences between groups were determined with Kruskal–Wallis and corrected for multiple comparison with Dunn's test, * $P < 0.05$. $n = 6$ –14 animals per genotype; every dot represents a mouse. Data are summarized from 5 independent experiments.

Figure EV4. No leukocytosis or lymphocytosis in $TCL1 \times Siglecg-R26^{ki/ki} \times mb1^{cre}$ mice.

A–D For hematological analysis of blood cells (A) the leukocyte count (B) the lymphocyte count (C) the platelet count and (D) the red blood cell count were determined with an Advia 120 hematology analysis machine. The mean values are shown with $\pm$ SD. Significant differences between groups were determined by one-way ANOVA with Kruskal–Wallis and corrected for multiple comparison with Dunn's test, * $P < 0.05$, ** $P < 0.01$. $n = 5$ animals per time point and genotype, summarized from at least 5 independent experiments.

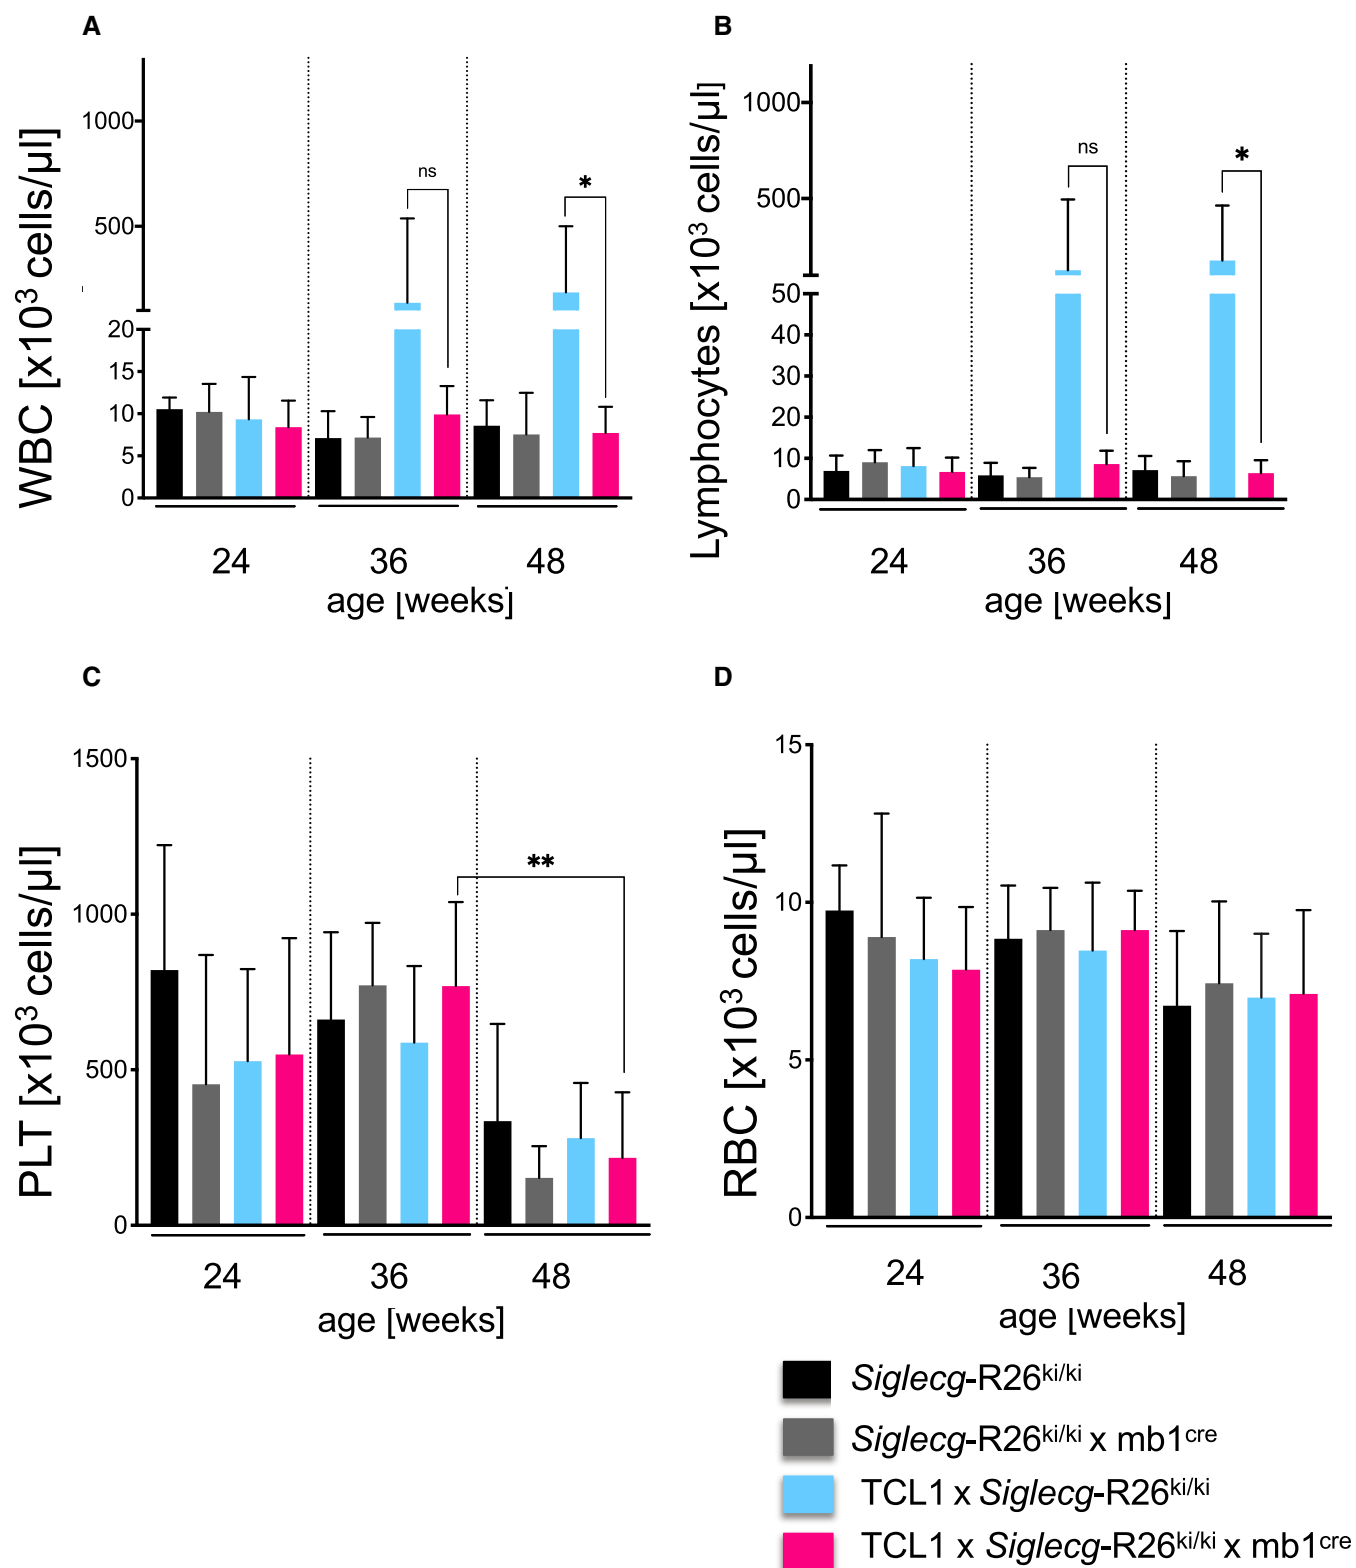

Figure EV4.

Figure EV5. Downmodulation of human Siglec-10 surface expression on CLL cells compared to normal residual B cells.

- A Peripheral blood B cells, pre-gated on single, living B lymphocytes ($CD19^+$). One representative plot for the gating of CLL cells ($CD20^{low}CD5^{high}$) and normal residual (NRB) cells ($CD20^{high}CD5^-$) is given.
- B Data as in Fig 8A, separated by IgV-mutation status (mCLL and uCLL, top and bottom row, respectively) and Binet A versus Binet B or C stage of the patient (left versus right column).

Data information: Wilcoxon signed-rank test, $*P < 0.05$, $***P < 0.001$. Samples are paired biological replicates. Median as central band, box encompassed from first to third quartile, whiskers are the smallest or largest value no further than 1.5 * IQR (range from first to third quartiles) from the hinge.

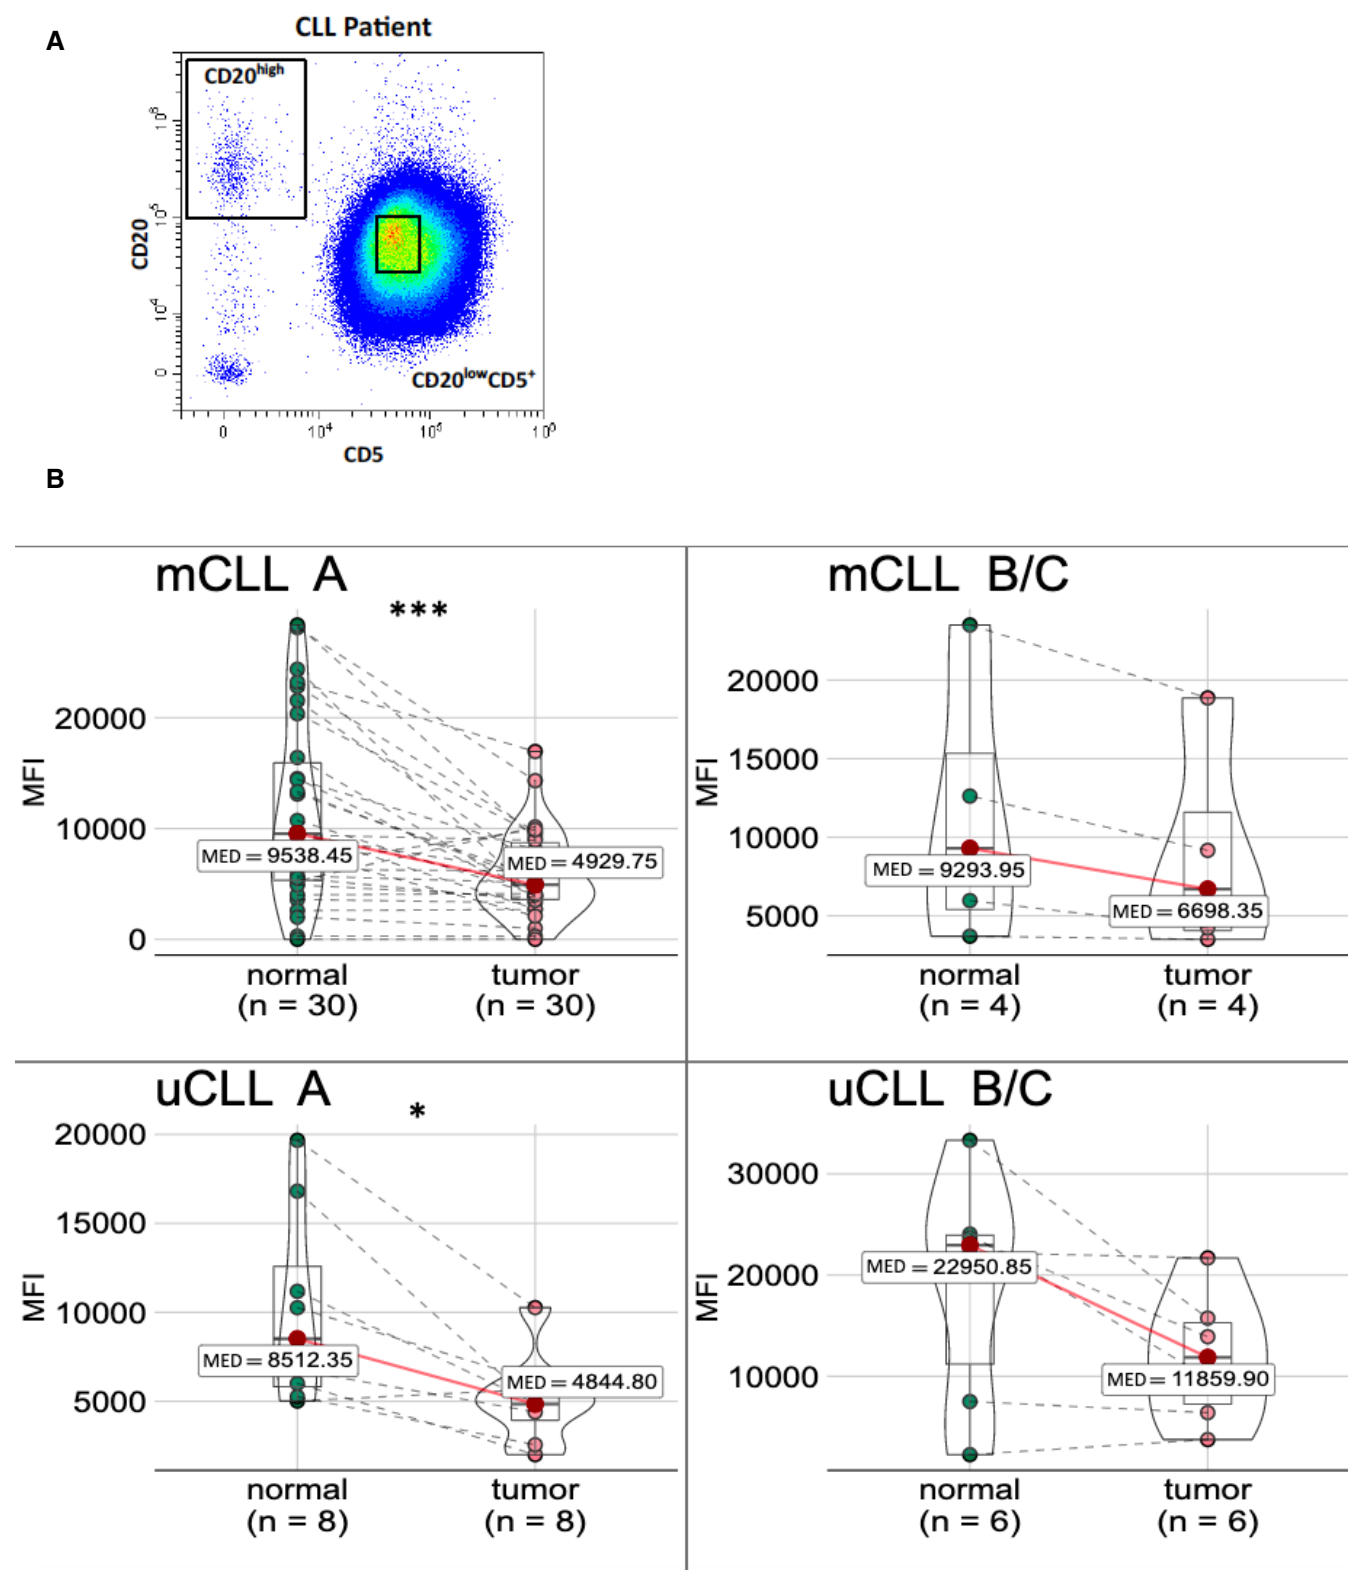

Figure EV5.

# Supplementary material for: The inhibitory receptor Siglec‐G controls the severity of chronic lymphocytic leukemia
**Source:** EMBO Rep. 2023 Jul 10;24(8):e56420. doi: 10.15252/embr.202256420
**Supplement:** Supplementary file 4 — PDF+

The inhibitory receptor Siglec-G controls the severity of chronic lymphocytic leukemia

Bettina Röder^{1,†}, Hannah Fahnenstiel^{1,†}, Simon Schäfer¹, Bettina Budeus² , Maria Dampmann^{2,3} , Melanie Eichhorn¹, Sieglinde Angermüller¹, Claudia Brost¹, Thomas H Winkler¹, Marc Seifert² & Lars Nitschke^{1,*} Abstract

Chronic Lymphocytic Leukemia (CLL) is the most common leukemia in adults in the Western world. B cell receptor (BCR) signaling is known to be crucial for the pathogenesis and maintenance of CLL cells which develop from mature CD5⁺ B cells. BCR signaling is regulated by the inhibitory co-receptor Siglec-G and Siglec-G-deficient mice have an enlarged CD5⁺ B1a cell population. Here, we determine how Siglec-G expression influences the severity of CLL. Our results show that Siglec-G deficiency leads to earlier onset and more severe course of the CLL-like disease in the murine E μ -TCL1 model. In contrast, mice overexpressing Siglec-G on the B cell surface are almost completely protected from developing CLL-like disease. Furthermore, we observe a downmodulation of the human ortholog Siglec-10 from the surface of human CLL cells. These results demonstrate a critical role for Siglec-G in disease progression in mice, and suggest that a similar mechanism for Siglec-10 in human CLL may exist.

Keywords BCR signaling; CLL; Siglec-10; Siglec-G overexpressing mice; Siglecs

Subject Categories Cancer; Immunology; Signal Transduction

DOI 10.15252/embr.202256420 | Received 3 November 2022 | Revised 13 June 2023 | Accepted 22 June 2023 | Published online 10 July 2023

EMBO Reports (2023) 24: e56420

Introduction

Chronic lymphocytic leukemia (CLL) is the most common leukemic disease in adults in the Western world and typically occurs in elderly patients. CLL is characterized by a monoclonal expansion of mature CD5⁺ B cells in lymphoid tissue, bone marrow, and peripheral blood. Despite multiple treatment options (Hallek & Furstenau, 2019), CLL remains an incurable disease, with a clinical course that is highly variable and difficult to predict. The cellular origin, in particular the germinal center (GC) experience during the early phase of CLL

pathogenesis proved to be a powerful clinical predictor (Oakes *et al*, 2016). CLL cases with an immunoglobulin heavy-chain variable gene (IgV_H) mutation frequency below 2% show inferior outcome (Hamblin *et al*, 1999). This led to the definition of two major CLL subsets, expressing an either unmutated (uCLL) or mutated (mCLL) immunoglobulin (Ig)-rearrangement, with putative derivation from pre-GC and post-GC B cell subsets, respectively (Bosch & Dalla-Favera, 2019). Molecular comparison of transcriptome analysis narrowed down the cellular origin of CLL to normal CD5⁺ B cell subsets with either pre-GC (CD5⁺ naive) or post-GC (CD5⁺CD27⁺ memory) differentiation stage (Seifert *et al*, 2012).

About 30% of CLL cases are characterized by homologous Ig-rearrangements, suggesting selection of the B-cell receptor (BCR) by similar antigens (Chiorazzi & Ferrarini, 2003; Stamatopoulos *et al*, 2007). These patients with CLL cells expressing so-called “stereotyped” B-cell receptors suffer from a more aggressive course of the disease and worse outcome regardless of Ig-mutation status (Rai & Jain, 2016). CLL cells often express self-aggregating BCR sequences that can elicit ligand-independent, autonomous BCR signaling (Dühren-von Minden *et al*, 2012; Minici *et al*, 2017). The importance of BCR signaling for development and maintenance of CLL cells has recently been shown in a mouse model (Schmid *et al*, 2022). Furthermore, this led to the clinical development of inhibitors for cellular kinases, which are downstream of BCR signaling, as therapeutic targets in CLL. Especially Ibrutinib, an inhibitor for Bruton’s tyrosine kinase (BTK), has been approved and is widely used as a successful therapy against CLL (Burger & Chiorazzi, 2013; Hallek & Furstenau, 2019). The BCR complex is crucial for the survival of peripheral B cells and its signaling is closely regulated by plasma membrane co-receptors and intracellular signaling proteins. While several intracellular kinases seem to be crucial for CLL survival, the role of inhibitory proteins is less investigated. When one of two inhibitory phosphatases for the crucial PI3K B-cell survival pathway, SHIP1 or PTEN, were inhibited or deleted, impaired survival of CLL cells or worse CLL outcome were reported in mouse models, respectively (Ecker *et al*, 2021; Schmid *et al*, 2022). The role of B-

1 Division of Genetics, Department of Biology, University of Erlangen, Erlangen, Germany

†These authors contributed equally to this work

cell inhibitory receptors has hardly been studied for CLL development so far.

Our group works on B-cell inhibitory receptors of the sialic-acid binding immunoglobulin-like lectin (Siglec) family. B cells express the inhibitory receptor Siglec-G in the mouse, or its human ortholog Siglec-10 (Meyer *et al*, 2018). We have in the past studied the role of Siglec-G by genetic mouse models. Siglec-G-deficient mice show a 5- to 10-fold expansion of the CD5⁺ B-cell population, which are B1a cells, B cells with specific functions in the mouse (Baumgarth, 2011). In Siglec-G-deficient B1a cells enhanced BCR-induced Ca²⁺ signaling was observed, which is crucial for the maintenance of this cell type (Hoffmann *et al*, 2007). Furthermore, Siglec-G-deficient mice develop autoantibodies and signs of lupus-like autoimmune disease upon aging (Bökers *et al*, 2014; Müller & Nitschke, 2014; Müller *et al*, 2015). Murine CD5⁺ B1a cells share features of human CD5⁺ CLL cells in some aspects, including expression of a restricted Ig repertoire using similar IgV_H families, including specificities for autoantigens and oxidized phospholipids (Herve *et al*, 2005; Baumgarth, 2011). It was therefore of interest to investigate whether the largely increased CD5⁺ B1a cell population and the higher BCR signaling in B1a cells of Siglec-G-deficient (*Siglecg*^{-/-}) mice might promote or enhance the development of CLL-like disease in mice. Previously, in aging *Siglecg*^{-/-} animals, the development of heterogeneous B-cell lymphoid tumors could be observed, but interestingly no spontaneous CLL developed (Simonetti *et al*, 2014). We decided to analyze the role of Siglec-G in murine CLL development by crossing Siglec-G-deficient mice into the commonly used Eμ-TCL1 transgenic CLL mouse model (Bichi *et al*, 2002). TCL1 is the T-cell leukemia-1 gene, an oncogene which is commonly activated by translocations in T-cell leukemias and is also activated in several B-cell leukemias (Teitell, 2005). In this mouse line TCL1 is expressed by a B-cell specific promoter and enhancer (Bichi *et al*, 2002). Eμ-TCL1 transgenic mice develop a lymphoproliferative disorder of CD5⁺ B cells starting at about 6 months of age and leading to a CLL-like disease at the age of 10–12 months with initially oligoclonal and then monoclonal leukemic B-cell populations. The BCR sequences of CLL-like cells in Eμ-TCL1 transgenic mice are barely Ig-mutated and resemble human uCLL cells with restricted IgV_H repertoire and specificities for autoantigens and microbial antigens (Yan *et al*, 2006).

Our results show that Siglec-G deficiency leads to earlier onset and more severe course of the CLL-like disease in Eμ-TCL1 transgenic mice. To investigate whether Siglec-G overexpression has an opposite effect on CLL development, we generated a mouse line where the Siglec-G expression level on the B cell surface is about five times higher than in wild type (WT) mice. Interestingly, the overexpression of this inhibitory receptor could almost completely

prevent development of the CLL-like disease in Eμ-TCL1 transgenic mice. Furthermore, we observed a downmodulation of the human orthologue Siglec-10 from the surface of human CLL cells. These results show that Siglec-G in the mouse is a crucial regulator of CLL severity and a parallel mechanism for Siglec-10 in human CLL may exist.

Results

Earlier and stronger expansion of the CLL-like population in the blood of TCL1 × *Siglecg*^{-/-} mice

Eμ-TCL1 transgenic mice, here further referred to as TCL1 mice, were used as a mouse model for CLL. To investigate the influence of Siglec-G deficiency on the development of CLL, TCL1 mice were crossed to Siglec-G-deficient (*Siglecg*^{-/-}) mice. Flow cytometric analyses of peripheral blood cells were performed at 4-week intervals to monitor the development of B220^{low} CD5⁺ IgM⁺ CLL-like cells, up until 60 weeks of age (Fig 1). Representative dot plots in Fig 1A show the population of B220^{low} CD5⁺ lymphocytes, which are B1a cells in wild type and *Siglecg*^{-/-} mice and the expansion of CLL-like cells in TCL1 and TCL1 × *Siglecg*^{-/-} mice in the blood (Fig 1A). WT and *Siglecg*^{-/-} controls revealed a low B1a cell population (B220^{low} CD5⁺) in WT (~2% of lymphocytes) and a higher B1a cell population in the blood of *Siglecg*^{-/-} mice (~10% of lymphocytes). The size of these B1a cell populations in the two control mouse strains remained constant and did not increase until the age of 60 weeks (Fig 1B). TCL1 mice showed an increase of the population of CLL-like cells (also characterized as B220^{low} CD5⁺) in the blood from the age of 40 weeks, reaching a percentage of about 50% of all blood lymphocytes at week 60. In contrast, the CLL-like population in the blood of TCL1 × *Siglecg*^{-/-} animals increased much earlier, already at the age of 20 weeks. This earlier increase of the CLL-like population in TCL1 × *Siglecg*^{-/-} mice was also evident from follow up of individual mice over the time course (Fig EV1A). From the age of 8 weeks up to the age of 40 weeks, the CLL-like population in TCL1 × *Siglecg*^{-/-} mice was significantly increased compared to TCL1 mice (Fig 1B). Of note, no single animal of the TCL1 × *Siglecg*^{-/-} group survived until the age of 60 weeks.

We extended our hematologic screening to determine whether the TCL1 animals develop blood leukocytosis and anemia in analogy to human CLL patients. As expected, the leukocyte numbers in the WT and *Siglecg*^{-/-} controls remained consistently low. TCL1 mice only showed a moderate increase of total leukocyte and lymphocyte numbers over time (Fig EV2A and B). In contrast, we could observe a stronger progression of leukocytosis as well as lymphocytosis in

Figure 1. Earlier and stronger expansion of CLL-like cells in the blood of TCL1 × *Siglecg*^{-/-} mice.

To monitor the progression of the CLL-like population, blood was collected from the animals every 4 weeks up to an age of 60 weeks and analyzed by flow cytometry.

A Representative FACS plots show examples of stainings of B220^{low} CD5⁺ B cells. (CLL-like cells) and the selected gate for (B).

B The diagram displays the percentage of CLL-like cells in relation to all lymphocytes over a period of 60 weeks. Shown are mean values with ± SD. Significant differences between groups were determined by one-way ANOVA with Kruskal–Wallis test (no normal distribution) and corrected for multiple comparison with Dunn's test, ***P < 0.01, ****P < 0.001. Summarized data from more than 40 independent experiments for individual time points, comprising *n* = 4–75 animals per time point and genotype. X = no surviving TCL1 × *Siglecg*^{-/-} animals at the age of 60 weeks. + indicates that in these groups only 4 animals were used for the analysis and therefore no calculation of significance was possible.

Source data are available online for this figure.

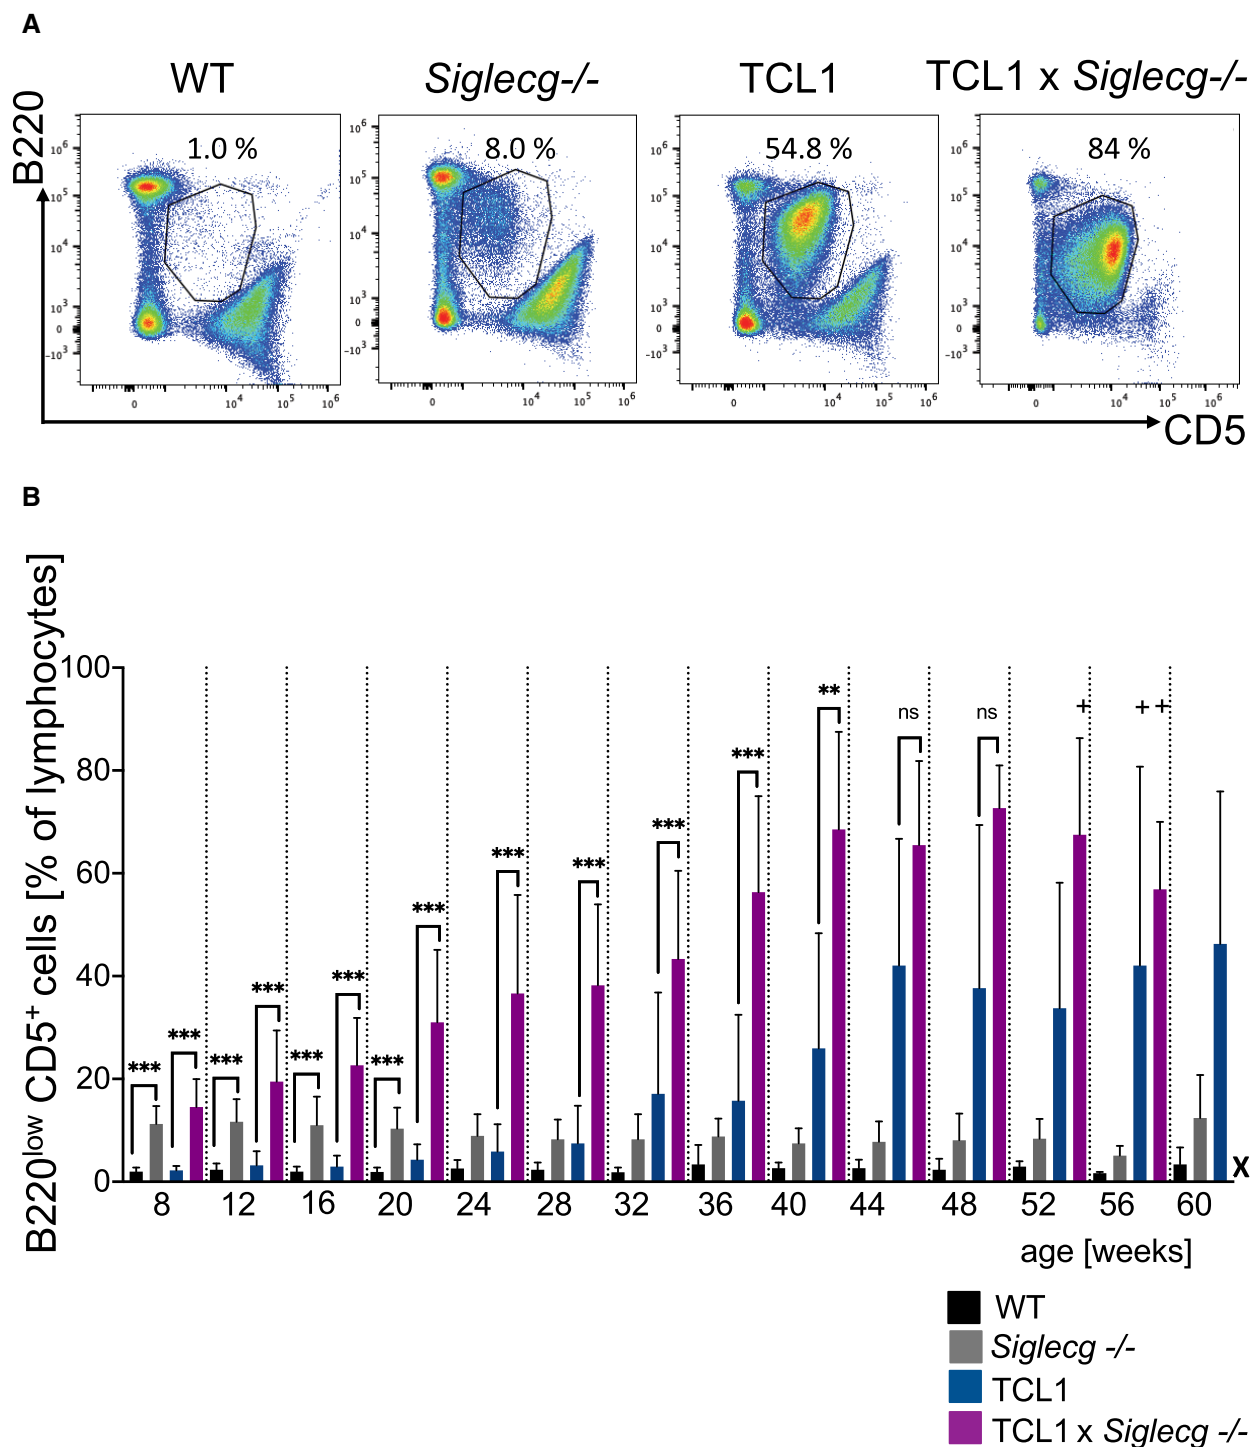

Figure 1.

TCL1 x Siglecg^{-/-} mice with significantly increased cell numbers compared to *TCL1* mice (Fig EV2A and B). While *TCL1* mice did not show significant decreases of platelets or red blood cell numbers from 24 to 52 weeks of age, *TCL1 x Siglecg*^{-/-} mice showed a significant reduction of platelet numbers in the same time interval (Fig EV2C). In addition, red blood cell numbers in *TCL1 x Siglecg*^{-/-} mice seemed to decrease as the disease progressed (Fig EV2D).

Earlier splenomegaly, earlier infiltrations of CLL-like cells into various organs and lower survival of *TCL1 x Siglecg*^{-/-} mice

CLL progress is often accompanied by an enlargement of the spleen. We determined the development of splenomegaly in our *TCL1* model at different time points. The spleen size or weight of *TCL1* mice did not differ from those of WT animals up to the age of

36 weeks (Fig 2A). At the age of 48 weeks TCL1 mice showed significantly larger spleens with increased weight. In contrast, a significant enlargement of the spleen in TCL1 $\times$ *Siglecg*^{-/-} animals was observed already at the age of 36 weeks (Fig 2A). At the age of 48 weeks both TCL1 and TCL1 $\times$ *Siglecg*^{-/-} mice reach a comparable organ size. This correlated with CLL-like cell expansions in the spleen of TCL1 mice from the age of 48 weeks onwards, while CLL-like cell numbers increased much earlier in TCL1 $\times$ *Siglecg*^{-/-} mice. In this strain, CLL-like cell numbers were significantly higher than in TCL1 mice from the age of 12 weeks onwards (Fig 2B).

Infiltrations of CLL-like cells into the liver of TCL1 mice could be observed from 48 weeks of age onwards (Fig 2C). TCL1 $\times$ *Siglecg*^{-/-} mice showed significantly higher infiltration of CLL-like cells into the liver from the age of 24 weeks onwards, when compared to TCL1 mice. Also, in other organs such as the peritoneal cavity or the bone marrow of TCL1 $\times$ *Siglecg*^{-/-} mice, stronger expansions of the CLL-like populations were detected (Appendix Fig S1A and B).

The survival of TCL1 and TCL1 $\times$ *Siglecg*^{-/-} mice was monitored over time. Starting at the age of approximately 30 weeks a significant survival disadvantage of TCL1 $\times$ *Siglecg*^{-/-} mice was evident (Fig 2D). Moreover, no TCL1 $\times$ *Siglecg*^{-/-} animal reached the age of 60 weeks, contrasting with 30% of the TCL1 animals being still alive at this time point.

TCL1 $\times$ *Siglecg*^{-/-} mice develop CLL-like cells with a monoclonal Ig repertoire earlier than TCL1 mice

In order to monitor tumor outgrowth, we performed a longitudinal analysis of the IgV_H repertoire of CLL-like cells of TCL1 and TCL1 $\times$ *Siglecg*^{-/-} mice. To achieve this, peripheral blood was collected at defined time points (12, 24, 36, and 48 weeks of age) to study individual mice over time. CD19⁺ B cells from the blood were sorted by flow cytometry, followed by RNA isolation and library preparation for Next Generation Sequencing (NGS). A high diversity of IgV_H sequences was found in the control animals (WT and *Siglecg*^{-/-}) over the whole analysis period (Fig 3). Three individual TCL1 mice were analyzed from 12 to 48 weeks of age. Until the age of 36 weeks they showed a polyclonal or a slightly oligoclonal repertoire. At 48 weeks, one TCL1 mouse developed a monoclonal IgV_H repertoire with usage of a V_H3-2 element. One TCL1 mouse had an oligoclonal IgV_H repertoire, while one mouse died before the age of

48 weeks (Fig 3). In the three TCL1 $\times$ *Siglecg*^{-/-} animals a dominant monoclonal IgV_H repertoire was detected earlier in each mouse tested (involving V_H2, V_H3, and V_H5 segments, respectively), starting already at the age of 36 weeks. One mouse kept this clone until 48 weeks, the other two mice died before reaching the age of 48 weeks. These results indicate that TCL1 $\times$ *Siglecg*^{-/-} animals do not only show an earlier lymphoproliferation of their CLL-like cells, but also develop leukemic monoclonal expansions earlier than TCL1 mice. All monoclonal IgV_H sequences showed a low rate (0–3.7%) of IgV_H mutations (Appendix Table S1).

CLL-like cells frequently express a BCR repertoire with V_H segments that are typical for B1a cells, such as V_H11 and V_H12, binding characteristic autoantigens (Yan et al, 2006). We performed staining of CLL-like cells with phosphatidylcholine- (PtC) containing liposomes and phosphorylcholine- (PC)-BSA that are bound by BCRs often carrying V_H11 and V_H12 elements. This analysis revealed a significantly reduced binding of these antigens in TCL1 $\times$ *Siglecg*^{-/-} mice in comparison to TCL1 littermates for most time points (Appendix Fig S2A and B). This suggests an overall different BCR repertoire of CLL-like cells of TCL1 $\times$ *Siglecg*^{-/-} mice, when compared to TCL1 mice. A similar shift in the BCR repertoire was detected previously in normal B1a cells of *Siglecg*^{-/-} mice (Jellusova et al, 2010).

Siglec-G overexpression on B cells leads to a strong suppression of CLL-like cells in the blood

Since we found that Siglec-G deficiency led to an earlier development of the CLL-like disease in TCL1 mice, we aimed to test whether overexpression of this inhibitory receptor might suppress the disease or lead to a favorable outcome. To test this hypothesis, Siglec-G overexpressing mice (*Siglecg*-R26^{ki/ki}) were generated by a *knockin* of *Siglecg* cDNA into the Rosa26 locus (Fig EV3A). The Siglec-G cDNA is under the control of a CAG promoter followed by a floxed transcriptional stop cassette, which is removed by crossing with mb1-cre mice, resulting in B cell-specific overexpression. The characterization of Siglec-G overexpressing mice (*Siglecg*-R26^{ki/ki} mb1^{cre}) revealed a B-cell specific overexpression of Siglec-G on the surface of B-lineage cells, starting at the pro/pre B cell stage in bone marrow and continuing on all peripheral B cells. Mature B cells in the spleen showed a fivefold overexpression, while the B1a cell

Figure 2. Earlier splenomegaly, earlier expansion, and infiltration of CLL-like cells in spleen and liver and lower survival of TCL1 $\times$ *Siglecg*^{-/-} mice.

- A Depicted are representative photographs of the spleen on graph paper of the different genotypes at 36 and 48 weeks of age. The spleen weight was determined and the mean values with $\pm$ SD are shown for every time point. Significant differences between groups were tested by one-way ANOVA with Kruskal–Wallis test and corrected for multiple comparison with Dunn's test.
- B The absolute cell numbers of B220^{low} CD5⁺ lymphocytes at different time points in the spleen are shown as mean values with $\pm$ SD. Significant differences between groups were tested by one-way ANOVA with Kruskal–Wallis test and corrected for multiple comparison with Dunn's test. The different time points were tested separately. Alongside representative dot plots show selection and percentages of B220^{low} CD5⁺ cells in the spleen pre-gated on single cells, living cells and lymphocytes.
- C The percentage of B220^{low} CD5⁺ leukocytes in the liver at different time points is illustrated. Besides representative dot plots show the selection of B220^{low} CD5⁺ cells in the liver. Cells were pre-gated on single cells, living cells and CD45⁺ leukocytes. Shown are mean values with $\pm$ SD. Significant differences between groups were tested by ordinary one-way ANOVA with Sidák's *post-hoc* test.
- D The survival of TCL1 $\times$ *Siglecg*^{-/-} mice compared to TCL1 mice is illustrated with the Kaplan–Meier survival curve ($n = 81$ for TCL1, $n = 101$ for TCL1 $\times$ *Siglecg*^{-/-}). The groups were compared for significant differences via log-rank test.

Data information: (A–C) Data are from at least 10 independent experiments for individual time points, comprising $n = 5$ –12 animals per time point and genotype. X = no surviving TCL1 $\times$ *Siglecg*^{-/-} animals at the age of 60 weeks. * $P < 0.05$, ** $P < 0.01$, **** $P < 0.0001$.

Source data are available online for this figure.

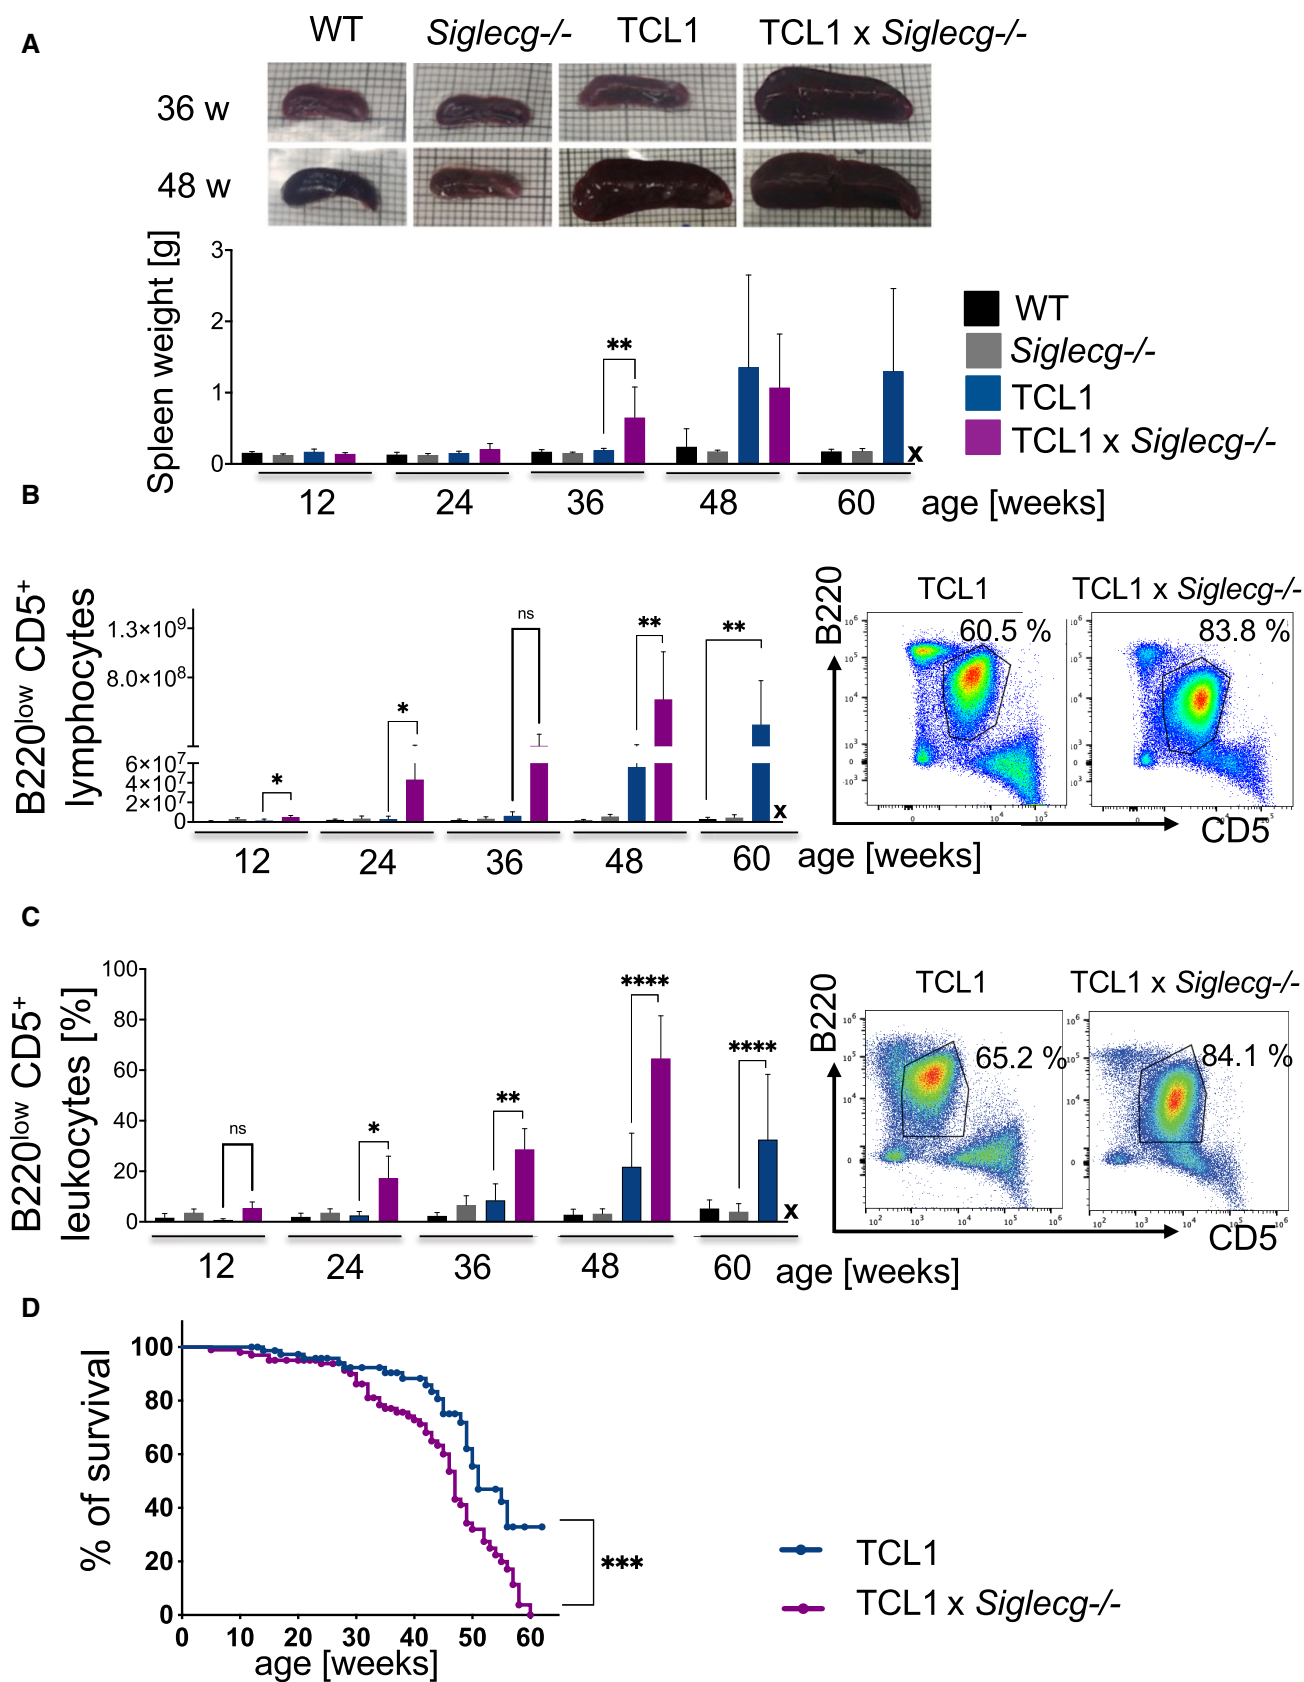

Figure 2.

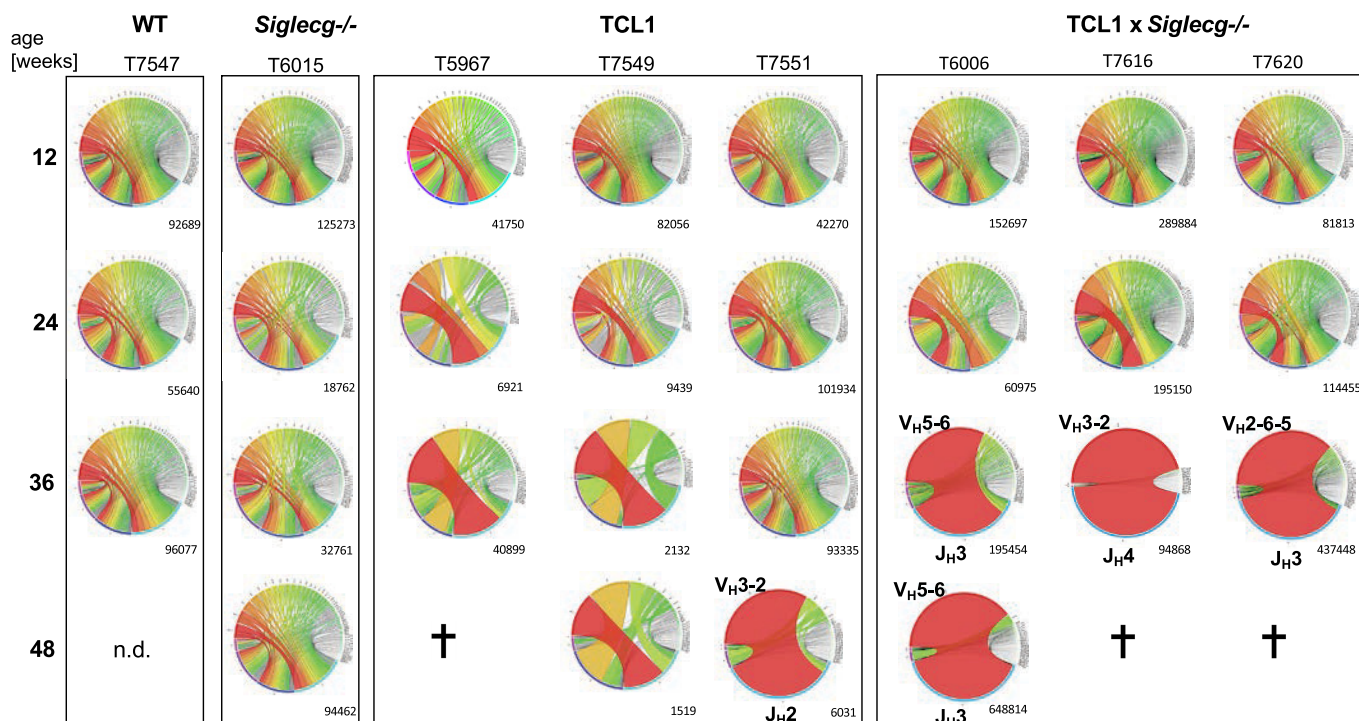

Figure 3. *TCL1 × Siglecg*^{-/-} mice develop leukemic clones earlier than TCL1 controls.

Analysis of the IgV_H repertoire of CD19⁺ sorted blood cells by NGS. Circos plots depicting the frequencies of V_HJ_H usage from three individual mice for the different time points are shown. The number of productive sequences is indicated under the respective plot. The V_H family of prominent clones is highlighted. The cross indicates that the animals died before reaching the time point and therefore no analysis could be performed. n.d. indicates no data available. Data are from one experiment, comprising *n* = 3 mice per genotype.

population in the peritoneum showed an approximately eightfold overexpression of Siglec-G (Fig EV3B). In contrast to the enlargement of the B1a cell population in *Siglecg*^{-/-} mice, a significant reduction of this population could be observed upon overexpression of *Siglecg* (Fig EV3C, about 8-fold reduction of B1a cell numbers). Siglec-G overexpressing mice had a normal B-cell development in the bone marrow and showed overall normal splenic B-cell subpopulations (Appendix Fig S3A and B). In order to test the influence of overexpressed Siglec-G on the CLL disease, *Siglecg*-R26^{ki/ki} mb1^{cre} mice were crossed with TCL1 mice. To monitor the progression of the leukemia-like population in the blood by flow cytometric analysis, blood was drawn in 4-week intervals until the age of 48 weeks. The representative dot plots in Fig 4A show that the CLL-like population was significantly reduced in TCL1 × *Siglecg*-R26^{ki/ki} mb1^{cre} mice (Siglec-G overexpressing) compared to TCL1 × *Siglecg*-R26^{ki/ki} transgenic control mice. This effect can also be observed over time. TCL1 × *Siglecg*-R26^{ki/ki} mice showed a constantly increasing CLL-like population starting at the age of about 28 weeks, which expanded steadily over time and reached its peak of about 40–50% of all blood lymphocytes at the age of 48 weeks (Fig 4B). This is consistent with the results of TCL1 mice of the previously analyzed cohort (Fig 1B). In contrast, the CLL-like population in TCL1 × *Siglecg*-R26^{ki/ki} mb1^{cre} mice remained at a consistently low level (≤ 1%), which is comparable to the non-transgenic controls, over time and was always significantly lower than TCL1 × *Siglecg*-R26^{ki/ki} mice (Fig 4B). However, starting at 44 weeks of age, a rise in this population was evident in TCL1 × *Siglecg*-R26^{ki/ki} mb1^{cre} mice (to

about 10% of blood lymphocytes), even though it was still substantially reduced compared to TCL1 × *Siglecg*-R26^{ki/ki} mice. The analysis of individual mice over time showed that only some mice of the TCL1 × *Siglecg*-R26^{ki/ki} mb1^{cre} group showed an increased CLL-like population after 44 weeks of age, while most mice of this group remained very low in this population (Fig EV1B). The age matched non-transgenic controls stayed at a constant low level over the course of 48 weeks, while *Siglecg*-R26^{ki/ki} mb1^{cre} showed a tendency to a smaller B1a population (Fig 4B). Corresponding to the very delayed and only modest increase of the CLL-like population in the blood of TCL1 × *Siglecg*-R26^{ki/ki} mb1^{cre} animals, no signs of leukocytosis and lymphocytosis were observed in the blood cell analysis of these mice (Fig EV4A and B). In contrast, TCL1 × *Siglecg*-R26^{ki/ki} mice revealed significantly elevated numbers of leukocytes and lymphocytes beginning at the age of 36 weeks. The platelet and red blood cell numbers did not show any gross changes. Lower numbers of platelets were observed for all four genotypes at 48 weeks, reaching significance for the TCL1 × *Siglecg*-R26^{ki/ki} mb1^{cre} mice, for unknown reasons (Fig EV4C and D).

Siglec-G overexpression prevents splenomegaly, infiltrations of CLL-like cells into various organs and significantly prolongs survival of TCL1 mice

In TCL1 × *Siglecg*^{-/-} animals an earlier occurrence of splenomegaly, due to earlier infiltrations of CLL-like cells, had been detected (Fig 2A and B). As a result of the delayed increase of the CLL-like

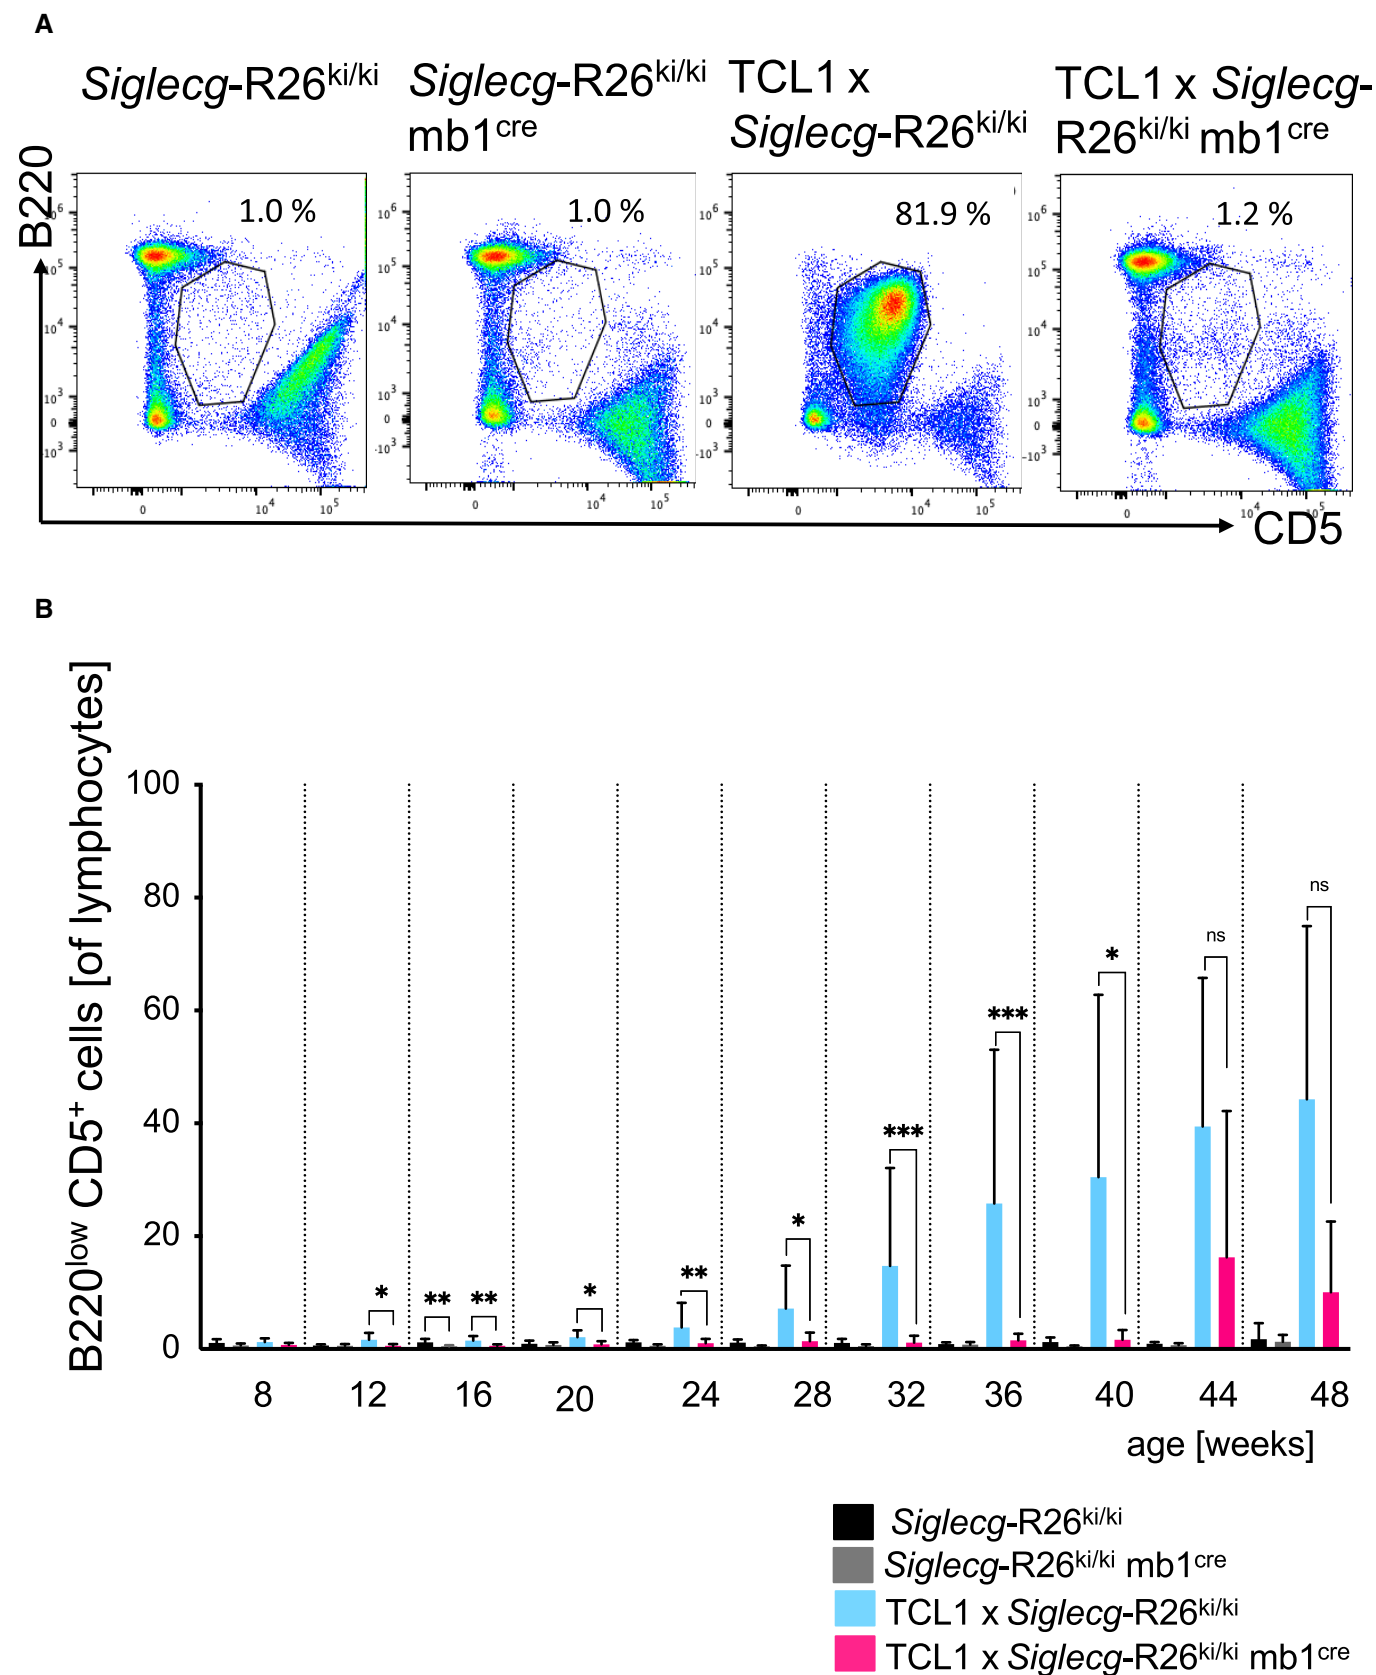

Figure 4.

Figure 4. Overexpressed Siglec-G prevents development of CLL-like cells in the blood of TCL1 mice almost completely.

To monitor the progression of the CLL-like population, blood was collected from the animals every 4 weeks up to an age of 48 weeks and analyzed by flow cytometry. Genotypes of the mice are: controls (*Siglecg*-R26^{ki/ki}), Siglec-G overexpressing mice (*Siglecg*-R26^{ki/ki} mb1^{cre}), transgenic TCL1 controls (TCL1 × *Siglecg*-R26^{ki/ki}) and transgenic TCL1 Siglec-G overexpressing mice (TCL1 × *Siglecg*-R26^{ki/ki} mb1^{cre}).

A Representative FACS plots show examples of stainings of B220^{low} CD5⁺ B cells. (CLL-like cells) and the selected gate for (B).

B The diagram displays the percentage of B220^{low} CD5⁺ cells in respect to lymphocytes over a time period of 48 weeks. Shown are mean values with ± SD. Significant differences between groups were determined by one-way ANOVA with Kruskal–Wallis test (no normal distribution) and corrected for multiple comparison with Dunn's test. All time points were tested separately. *P < 0.05, **P < 0.01, ***P < 0.001. Summarized data from more than 20 independent experiments with *n* = 5–20 animals per time point and genotype are shown.

Source data are available online for this figure.

population in the blood of TCL1 × *Siglecg*-R26^{ki/ki} mb1^{cre} mice (Fig 4B), we hypothesized that splenomegaly would occur later. As expected, TCL1 × *Siglecg*-R26^{ki/ki} animals showed a significant enlargement of the spleen starting at the age of 36 weeks, which was also confirmed regarding the organ weight (~0.7 g at 48 weeks). In contrast, no enlargement of the spleen was found in TCL1 × *Siglecg*-R26^{ki/ki} mb1^{cre} mice, as organ size and weight were comparable to the non-transgenic controls (≤ 0.15 g) (Fig 5A and B). This finding is supported by the fact that less CLL-like cells expanded in the spleen of TCL1 × *Siglecg*-R26^{ki/ki} mb1^{cre} mice, whereas in TCL1 × *Siglecg*-R26^{ki/ki} mice a substantially enlarged CLL-like population was detected (Fig 5C and D). This trend was also present in other lymphoid organs such as bone marrow and peritoneal cavity. There was hardly any infiltration of CLL-like cells observed in the liver of TCL1 × *Siglecg*-R26^{ki/ki} mb1^{cre} mice, whereas there was a high infiltration into the liver of TCL1 × *Siglecg*-R26^{ki/ki} mice (Fig 5E and F). In terms of survival, Siglec-G overexpression resulted in a significant survival advantage, as observed for TCL1 × *Siglecg*-R26^{ki/ki} mb1^{cre} mice, when compared to TCL1 × *Siglecg*-R26^{ki/ki} mice (Fig 5G).

Siglec-G overexpressing TCL1 mice do not develop CLL-like cells with a monoclonal Ig repertoire

Again, a longitudinal study was performed to detect the development of leukemic clones. For analysis of the IgV_H repertoire of CLL-like cells, blood of individual mice was collected at defined three time points (28, 36, and 48 weeks of age). This RNA sequence analysis was again performed with sorted CD19⁺ cells from the blood. A high diversity of IgV_H sequences was found in the non-transgenic control animals

(*Siglecg*-R26^{ki/ki} and *Siglecg*-R26^{ki/ki} mb1^{cre}) at all analysis time points (Fig 6). While three TCL1 × *Siglecg*-R26^{ki/ki} mice all showed a clonal IgV_H sequence at 48 weeks, including rearrangements of the V_H1, V_H11 and V_H12 families, respectively, there was no clonal IgV_H sequence detected in three TCL1 × *Siglecg*-R26^{ki/ki} mb1^{cre} mice, until the age of 48 weeks (Fig 6). This shows that Siglec-G overexpression suppresses the development of leukemic clones within the CLL-like population.

Siglec-G expression affects anti-BCR induced Ca²⁺ mobilization and proximal intracellular signaling pathways in CLL-like cells

BCR signaling plays a crucial role in the pathogenicity of CLL and is important for the maintenance of CLL cells (Burger & Chiorazzi, 2013; Schmid *et al*, 2022). In order to examine the influence of deficiency or overexpression of Siglec-G on signaling pathways, CLL cells of both of our genetically modified TCL1 mouse models were analyzed for BCR-induced Ca²⁺ responses and intracellular signaling pathways. First, Ca²⁺ responses of CLL-like cells of TCL1 × *Siglecg*^{-/-} and TCL1 mice of blood, spleen, and peritoneum were measured after stimulation with different concentrations of anti-IgM F(ab)₂. For the experiment CLL-like cells (B220^{low}CD5⁺), as well as all B cells, which means in this case conventional B2 cells combined with the B220^{low}CD5⁺ population, were selected as indicated in Fig 7A. The observed calcium mobilization, shown as the ratio of calcium-bound Indo-1 to unbound Indo-1, after BCR stimulation with different concentrations of anti-IgM F(ab)₂ was significantly increased in both CLL-like cells or in all B cells of TCL1 × *Siglecg*^{-/-} mice compared to cells of TCL1 mice in all analyzed organs (Fig 7B). Furthermore, a higher calcium mobilization in TCL1 cells was observed in comparison to WT and *Siglecg*^{-/-} cells. The baseline before stimulation, which corresponds

Figure 5. No splenomegaly, hardly any expansion of CLL-like cells in spleen and liver and better survival of Siglec-G overexpressing TCL1 mice.

A Depicted are representative photographs of the spleen on graph paper of the different genotypes at 36 and 48 weeks of age.

B The spleen weight in g was determined and the mean values with ± SD are shown for every time point. Significant differences between groups were tested by one-way ANOVA with Kruskal–Wallis test and corrected for multiple comparison with Dunn's test. *n* = 8–15 animals per time point and genotype.

C Absolute cell numbers of B220^{low} CD5⁺ lymphocytes at 36 and 48 weeks of age in the spleen are shown as mean values with ± SD. Significant differences between groups were tested by one-way ANOVA with Kruskal–Wallis test and corrected for multiple comparison with Dunn's test. The different time points were tested separately. *n* = 8–13 animals per time point and genotype.

D Representative dot plots show selection and percentages of B220^{low} CD5⁺ B cells in the spleen pre-gated on single cells, living cells and lymphocytes.

E The percentage of B220^{low} CD5⁺ lymphocytes in the liver at 36 and 48 weeks of age is illustrated. Shown are mean values with ± SD. Significant differences between groups were tested by ordinary one-way ANOVA with Šidák's *post-hoc* test. *n* = 7–14 animals per time point and genotype.

F Representative dot plots for the selection of B220^{low} CD5⁺ cells in the liver. Cells were pre-gated on single cells, living cells and CD45⁺ leukocytes.

G The differences in survival are shown as Kaplan–Meier plots and log-rank test *n* = 59 for TCL1 × *Siglecg*-R26^{ki/ki}, *n* = 57 for TCL1 × *Siglecg*-R26^{ki/ki} mb1^{cre}.

Data information: (B), (C), (E). Data are from at least 10 independent experiments for individual time points. *P < 0.05, **P < 0.01, ***P < 0.001. *n* = 48 for TCL1 × *Siglecg*-R26^{ki/ki}, *n* = 52 for TCL1 × *Siglecg*-R26^{ki/ki} mb1^{cre}.

Source data are available online for this figure.

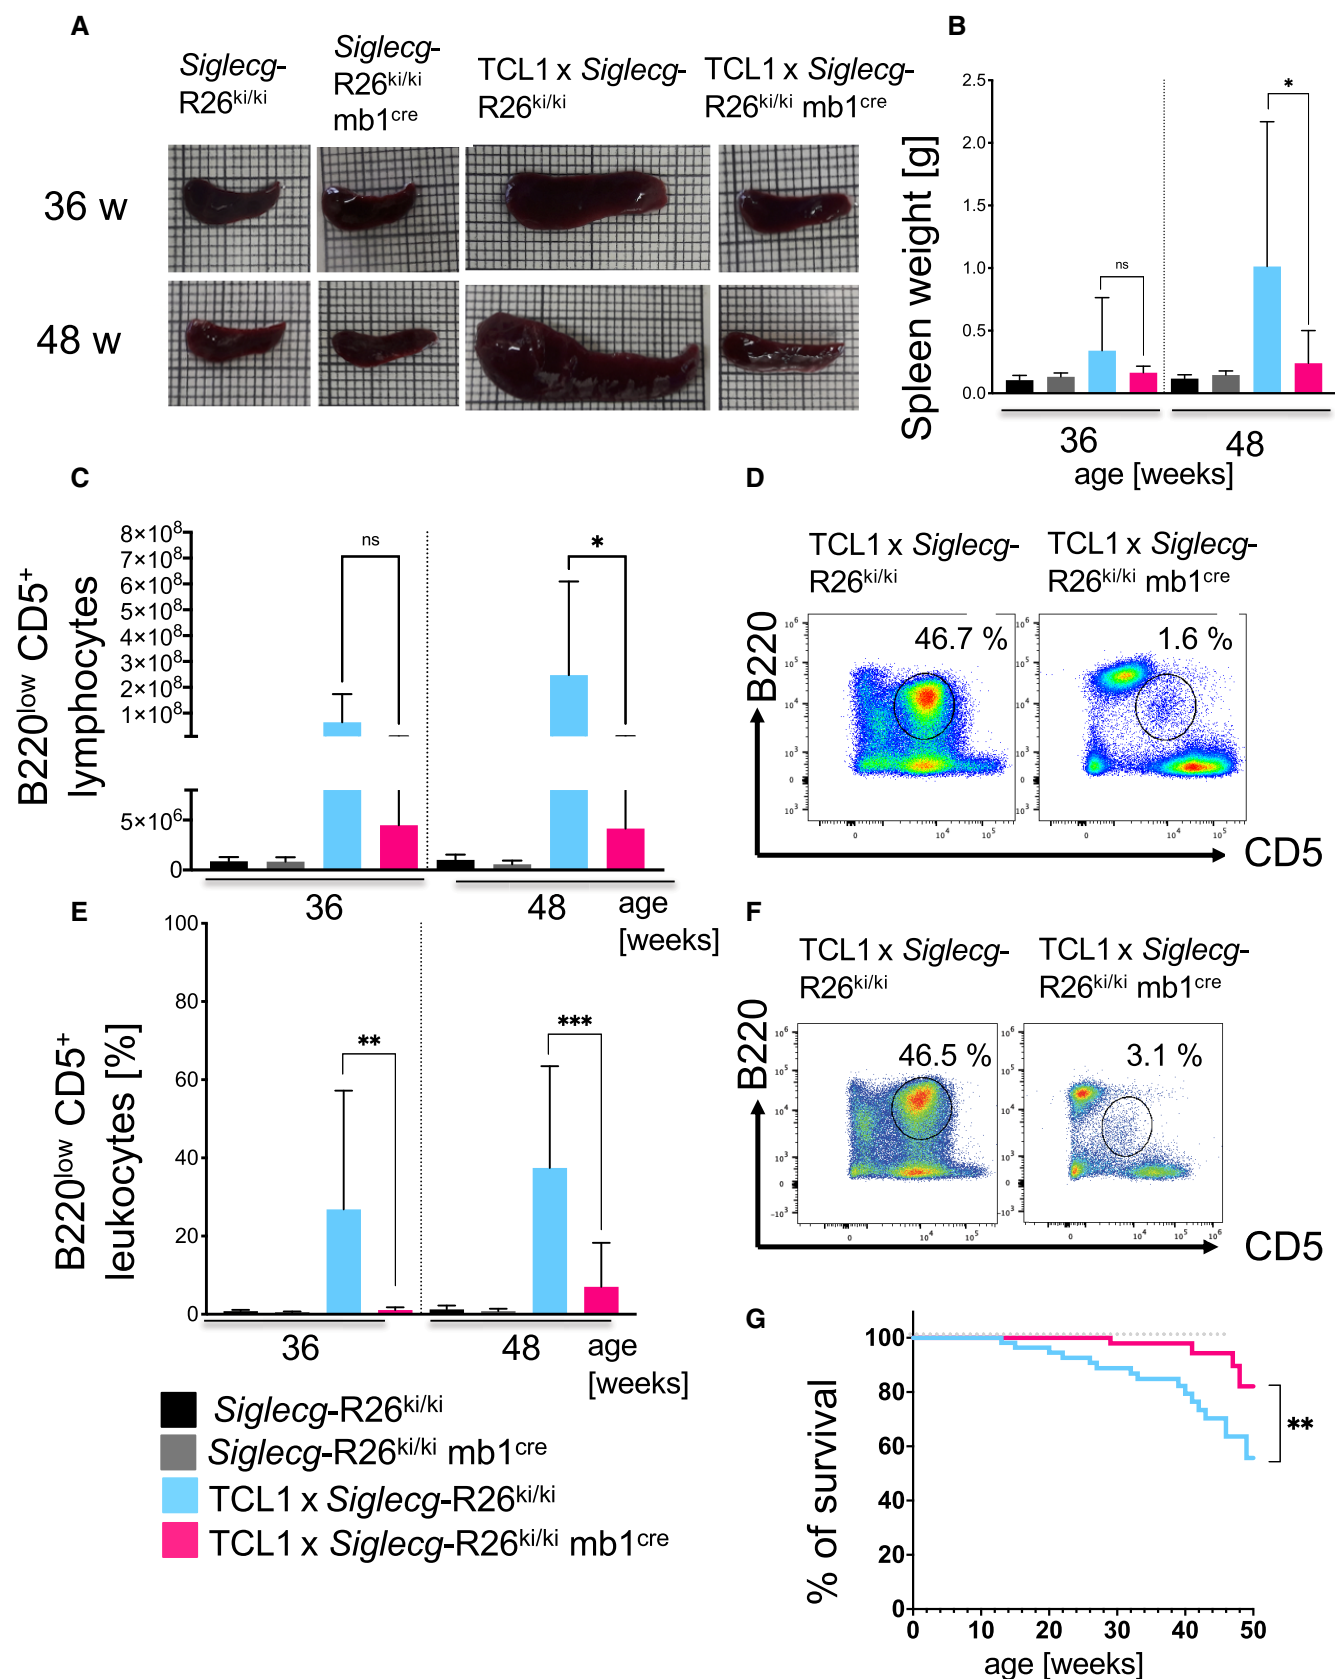

Figure 5.

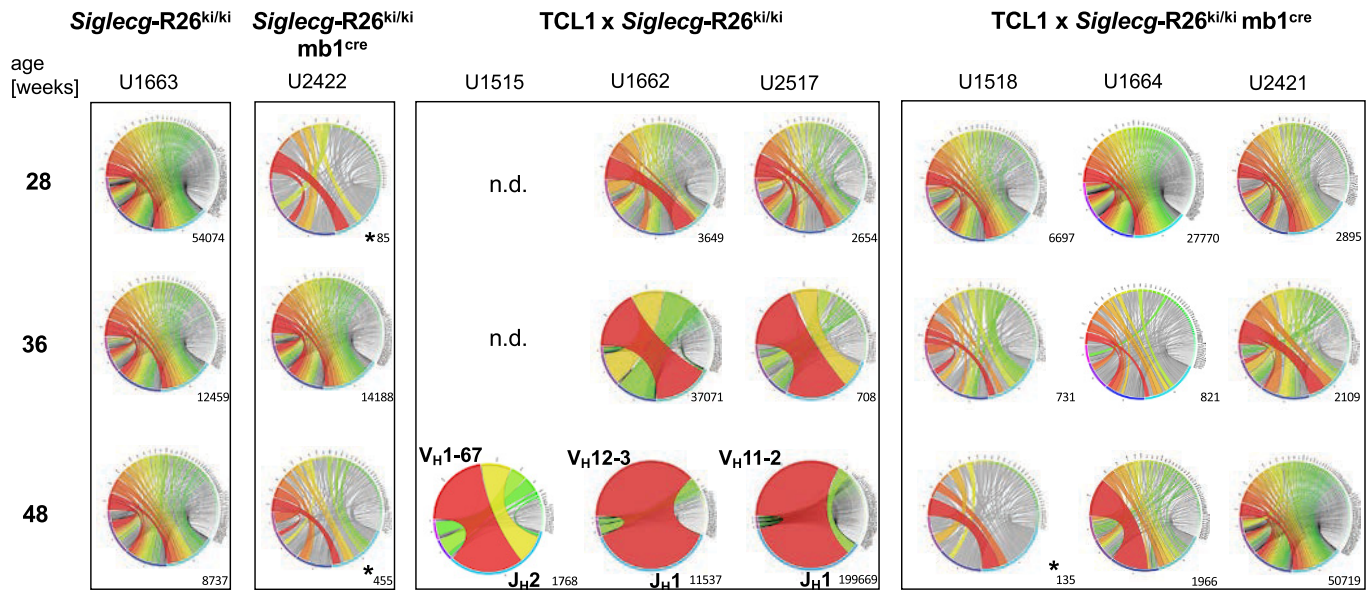

Figure 6. No indication of leukemic clone development in Siglec-G overexpressing TCL1 mice.

Analysis of the IgV_H repertoire of CD19⁺ sorted blood cells by NGS. Circos plots depicting the frequencies of $V_H J_H$ usage from three individual mice for the different time points are shown. The number of productive sequences is indicated under the respective plot. When less than 500 productive sequences were obtained, these were marked with an asterisk. The V_H family of prominent clones is highlighted. n.d. indicates no data available. Data are from one experiment, comprising $n = 3$ mice per genotype.

to the cytosolic calcium level in resting cells, was comparable within the different cohorts. Attempts to measure BCR-induced Ca^{2+} responses in Siglec-G overexpressing mice were not successful due to the very low number of B220^{low}CD5⁺ cells in *Siglecg*-R26^{ki/ki} *mb1*^{cre} and *TCL1* × *Siglecg*-R26^{ki/ki} *mb1*^{cre} mice and due to inconsistent results when gating on total B cells.

We further elucidated downstream signaling pathways of the BCR to identify potential changes explaining the strong influence of Siglec-G on CLL development. For this, the phosphorylation status of essential signaling molecules in B cells/CLL-like cells was analyzed by flow cytometry. *TCL1* is known to strongly activate the AKT signaling pathway and this is assumed to lead to the development of CLL in the Eμ-*TCL1* mouse model (Teitell, 2005). Thus, phosphorylation of AKT was determined and found to be increased in B cells of

both *TCL1* and *TCL1* × *Siglecg*^{-/-} mice in comparison to the WT (Fig 7C). However, no clear difference could be found between the two cohorts. Also, S6 phosphorylation was increased in both *TCL1* and *TCL1* × *Siglecg*^{-/-} mice. Furthermore, phosphorylation of proximal signaling proteins, such as BTK, SYK/ZAP70 and PLCγ2 was increased in both types of mice when compared with wild type. In addition, BCL-2, an anti-apoptotic protein which is found to be overexpressed in CLL, was elevated in both *TCL1* and *TCL1* × *Siglecg*^{-/-} mice, compared to WT mice (Fig 7C). Thus, although Siglec-G deficiency led to clearly increased Ca^{2+} signaling in CLL-like cells, the basic activation of several intracellular signaling proteins was not further enhanced.

While CLL-like cells of *TCL1* × *Siglecg*-R26^{ki/ki} mice showed a similar increase of AKT, S6 phosphorylation and also of

Figure 7. Higher BCR-induced calcium response in CLL-like cells of *TCL1* × *Siglecg*^{-/-} mice and increased intracellular signaling responses in *TCL1* and *TCL1* × *Siglecg*^{-/-} mice, but not in Siglec-G overexpressing *TCL1* mice.

- A Shown is a representative dot plot for the selection strategy for CLL-like B cells from the spleen of *TCL1* × *Siglecg*^{-/-} mice. For the analysis of all B cells (B220⁺ and B220^{low} cells), conventional B2 cells plus the B220^{low} CD5⁺ population was used. Cells were pre-gated for single cells and lymphocytes.
- B To measure calcium influx cells were loaded with Indo-1. Shown is the mean calcium concentration as ratio of bound to unbound Indo-1 versus time in s. First the basal level was monitored for 50 s in Krebs–Ringer solution. Subsequently, the BCR was stimulated with 13 μg/ml anti-IgM F(ab)₂ (shown by the black arrow). Shown is one representative result of four independent experiments. Mice were between 36 and 48 weeks of age. To measure intracellular signaling splenic cells were pre-gated on single, living cells and lymphocytes, then B220⁺ cells, including B220^{low} CD5⁺ lymphocytes were selected.
- C *TCL1* and *TCL1* × *Siglecg*^{-/-} B cells were analyzed by intracellular staining with phospho-specific antibodies (or total protein detecting antibody Bcl2).
- D *TCL1* × *Siglecg*-R26^{ki/ki} or *TCL1* × *Siglecg*-R26^{ki/ki} *mb1*^{cre} B cells were analyzed by intracellular staining with phospho-specific antibodies (or total protein detecting antibody Bcl2).

Data information: Shown are geometric mean values normalized to the WT with ± SD. Significant differences between groups were tested either by ordinary one-way ANOVA with Šidák's post-hoc test if there was a normal distribution, or by one-way ANOVA with Kruskal–Wallis test and corrected for multiple comparison with Dunn's test if there was no overall normal distribution. * $P < 0.05$, ** $P < 0.01$. Data are from at least five independent experiments, summarized for $n = 7–11$ animals. Mice were between 36 and 48 weeks of age.

Source data are available online for this figure.

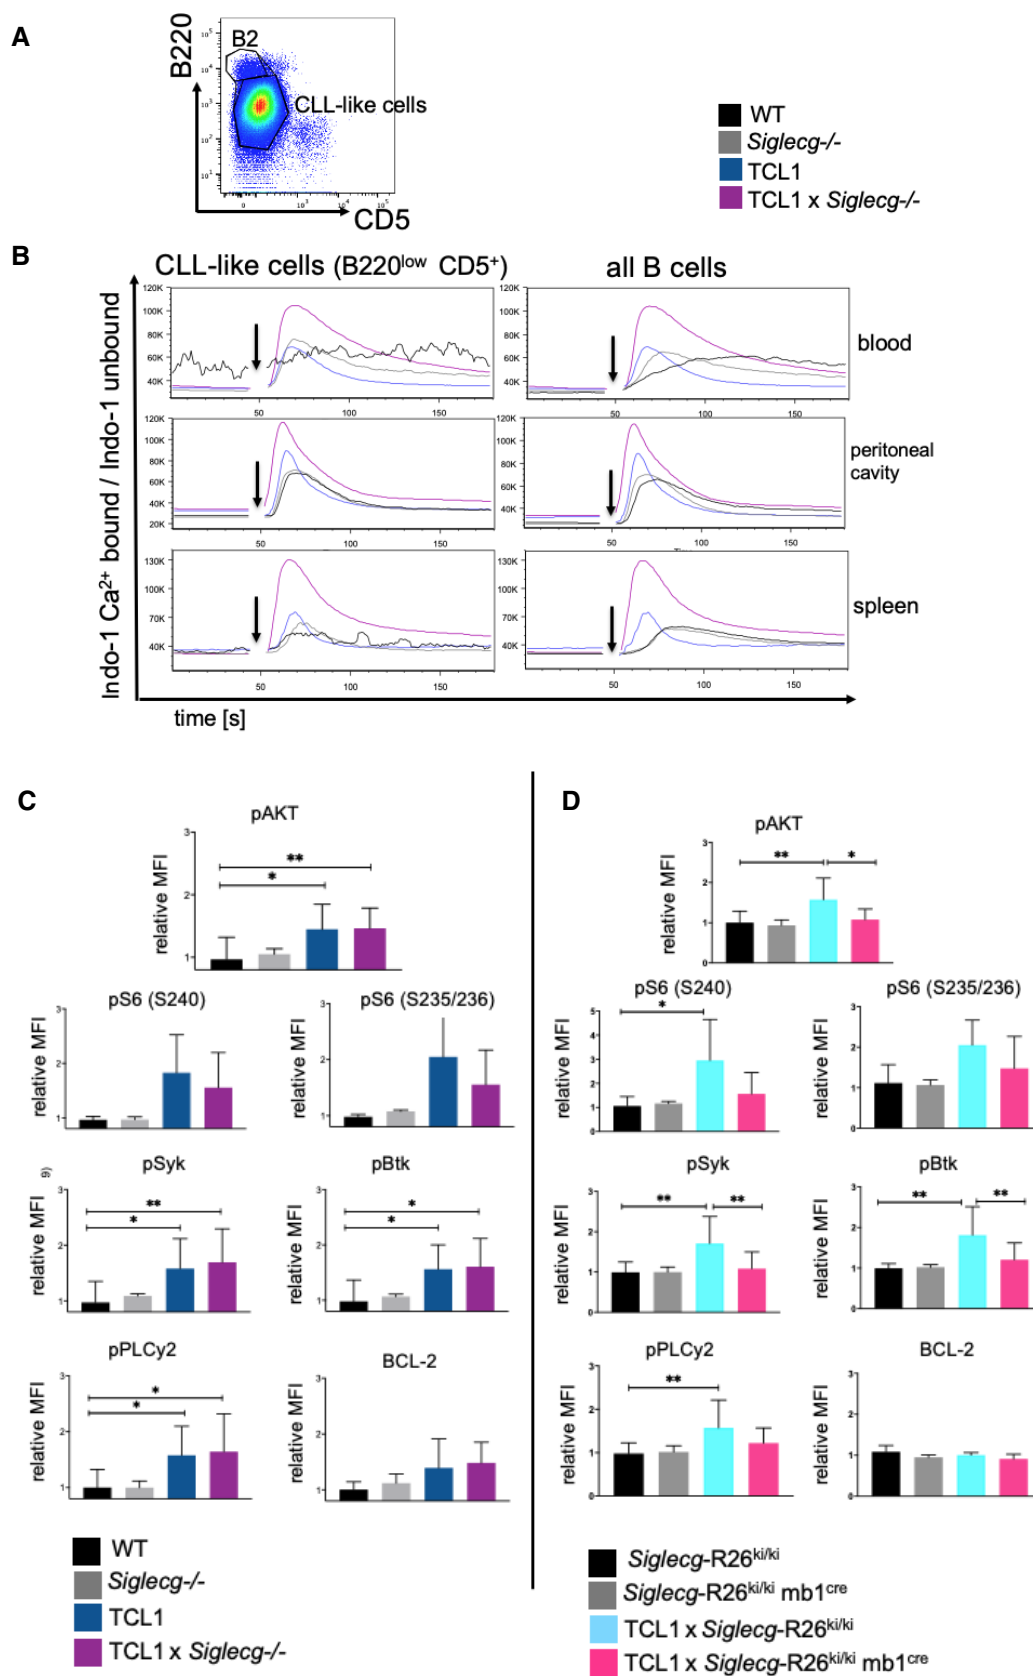

Figure 7.

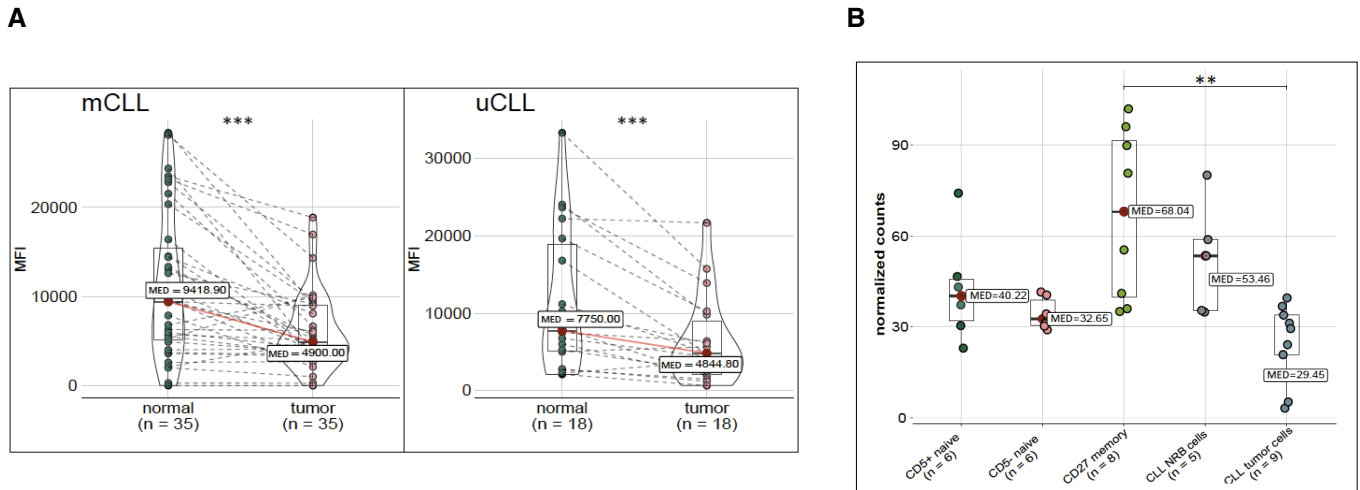

Figure 8. Downmodulation of human Siglec-10 surface expression on CLL cells compared to normal residual B cells.

A Peripheral blood B cells of CLL patients are pre-gated on single, living B lymphocytes (CD19⁺). The mean fluorescence intensity (MFI) of surface Siglec-10 is given from 35 IgV-mutated (left) and 18 IgV-unmutated CLL cases (right), always including tumor cells (CD20^{low}CD5^{high}) and normal residual B cells (CD20^{high}CD5⁺) as paired samples.

B The transcript expression (normalized counts from bulk mRNA sequencing) of SIGLEC10 is given from five healthy donors, discriminating naïve CD5⁺ (5 donors), mature CD5⁺ (86 donors), and CD27⁺ memory B-cell (8 donors) subsets, from CLL tumor cells ($n = 9$) and from five paired normal residual B (NRB) cells ($n = 5$).

Data information: Wilcoxon rank sum test, ** $P < 0.01$, *** $P < 0.001$. Median as central band, box encompassed from first to third quartile, whiskers are the smallest or largest value no further than 1.5 * IQR (range from first to third quartiles) from the hinge.

Source data are available online for this figure.

phosphorylation of the proximal signaling proteins Syk, BTK and PLC γ 2 as in the previous TCL1 control cohort, this increased phosphorylation of all of these proteins was not observed in Siglec-G overexpressing TCL1 cells (Fig 7D). Cells of these mice had similar protein phosphorylation levels as non-transgenic WT B cells. Interestingly, no difference in expression of BCL-2 could be observed in cells from TCL1 $\times$ Siglec-R26^{ki/ki} and TCL1 $\times$ Siglec-R26^{ki/ki} $\times$ mb1^{cre} mice. Thus, the typical activation of several signaling pathways in TCL1 transgenic CLL-like cells could not be found when Siglec-G was over-expressed. Although the percentage of CLL-like cells analyzed in Fig 7D was on average not different between TCL1 $\times$ Siglec-R26^{ki/ki} and TCL1 $\times$ Siglec-R26^{ki/ki} $\times$ mb1^{cre} mice, the latter had more widespread CLL-like numbers (Appendix Fig S4). Therefore, their normal phospho-protein levels maybe also due to the higher percentage of normal B cells.

Siglec-10 downmodulation from the surface of CLL cells in humans

Based on the observed influence of Siglec-G expression levels on the development of CLL-like cells in the mouse we also studied Siglec-10, the human orthologue to Siglec-G, on human primary CLL cells from patient blood samples. Thus, we determined the Siglec-10 surface expression on CLL cells (gated as CD20^{low}CD5⁺) and the corresponding normal residual B cells (gated as CD20^{high}CD5⁺, Fig EV5A) from patient blood samples in a cohort of 73 CLL cases. Among 35 cases with confirmed IgV-mutated, and 18 cases with IgV-unmutated status, we observed a high variation in the Siglec-10 surface expression level, but overall observed a significant downmodulation of Siglec-10 on the surface of CLL cells compared to the

corresponding normal residual B cell population, independent of the IgV-mutation status of the tumor (Fig 8A), or BINET stage of the patient (Fig EV5B). The fold-change of Siglec-10 downmodulation between normal and tumor cells was on average higher among CLL cases with unfavorable prognosis (uCLL vs. mCLL) (Appendix Fig S5A), however, did not reach statistical significance. Anticipating that the tumor environment in CLL patients may affect SIGLEC10 expression, we also included normal naïve CD5⁺ B cells, naïve CD5⁺ B cells, and CD27⁺ memory B cells from 5 age-matched healthy donors. This showed that normal B cell subsets express similar levels of surface Siglec-10 (memory B cells more than naïve B cells), and moreover, these surface expression levels on average exceed those of CLL tumor cells (Appendix Fig S5B). These observations were also reflected by SIGLEC10 mRNA expression levels among B cell subsets from healthy adults ($n = 5$ each) and tumor and normal residual B cells from 9 CLL patients, as determined by RNAseq (Fig 8B). There was a trend of lower SIGLEC10 mRNA expression in CLL cells, compared to their normal residual B cells. In total, these data show a downmodulation of the inhibitory Siglec-10 protein from the surface of CLL cells in humans, and this effect is tendentially stronger among IgV-unmutated cases.

Discussion

In this study we show in the E μ TCL1 mouse model that Siglec-G plays a crucial role for the development of CLL. The loss of this inhibitory receptor leads to an earlier onset and a more severe course of the disease. This is reflected by an earlier and stronger accumulation of the leukemic cells in the blood, as well as earlier

and elevated expansion and infiltration of CLL-like cells into various organs such as spleen, liver, bone marrow, and peritoneal cavity. Finally, the more severe disease progression is indicated by a survival disadvantage of the TCL1 $\times$ *Siglec*^{-/-} animals. Since Siglec-G is a negative regulator of BCR signaling in normal CD5⁺ B1a cells (Hoffmann et al, 2007) and since BCR signaling is crucial for CLL development and maintenance (Burger & Chiorazzi, 2013; Schmid et al, 2022), these results were not unexpected. *Siglec*^{-/-} B1a cells show much stronger BCR-induced Ca²⁺ signaling (Hoffmann et al, 2007) and this enhanced Ca²⁺ signaling was also found in CLL-like cells in this study. The dependence of CLL on BCR signaling is not due to BCR-activating mutations in crucial signaling molecules as shown for diffuse B cell lymphoma (DLBCL) (Schmitz et al, 2018), but due to the ability of some CLL BCRs to cluster by binding to each other and in this way autonomously activating BCR signaling (Dühren-von Minden et al, 2012; Minici et al, 2017). The induction of BCR signals by low-affinity autoantigens also plays a role in CLL development (Iacovelli et al, 2015). The successful use of BTK inhibitors as therapy for CLL further demonstrates the crucial role of BCR signaling in CLL, as BTK is a crucial proximal kinase in this signaling pathway (Burger & Chiorazzi, 2013). Accordingly, either genetic deletion of the BTK gene or inhibition of BTK by ibrutinib in the E μ -TCL1 mouse model significantly delays the onset of CLL (Woyach et al, 2014). A recent study also showed that CLL cells cannot survive after inducible deletion of the BCR from their surface (Schmid et al, 2022). This finding indicates the importance of the BCR not only for induction, but also for maintenance of CLL. Another CLL mouse model, expressing a SV40 large T insertion in the IgH locus, also showed an earlier and stronger CLL-like disease, when crossed to the *Siglec*^{-/-} background (Pal Singh et al, 2018), supporting our findings with E μ TCL1 mice in this study.

We consider our results of overexpression of Siglec-G in the TCL1 model on the disease progression as quite remarkable. Just about fivefold overexpression of this inhibitory receptor on the cellular surface resulted in hardly any detectable CLL-like population and strongly delayed lymphoproliferation in the blood, which was also confirmed by the absence of leukocytosis in these mice. In the same way, infiltrations of CLL cells in all organs were substantially reduced, no leukemic clones were detected by our analysis and overall these mice demonstrated a survival advantage, when compared to control TCL1 transgenic mice. Overexpression of Siglec-G prevented the over-activation of the PI3-K pathway, as well as the activation of proximal BCR signaling, which are both pathways upregulated in CLL cells. However, this normal signaling phenotype may also be a consequence of the fact that CLL-like cells did hardly develop in Siglec-G overexpressing TCL1 mice. Overall, this suggests that agonistic targeting of the inhibitory receptor Siglec-G could lead to suppression of the CLL disease.

Besides its direct influence as inhibitory receptor on BCR signaling, Siglec-G also regulates the size of the CD5⁺ B1a cell population. *Siglec*^{-/-} mice have an up to 10-fold increased B1a cell population (Hoffmann et al, 2007), while this population is about eightfold decreased in overexpressing *Siglec*-R26^{ki/ki} mb1^{cre} mice. The cellular origin of human CLL cells is either from CD5⁺ naïve or CD5⁺ CD27⁺ memory B cells, as indicated by respective very similar transcriptional profiles (Seifert et al, 2012). Murine CD5⁺ B1a cells have some similar characteristics to human CD5⁺ CLL cells, for example,

by expressing a restricted IgV_H repertoire with a preferred usage of V_H11 and V_H12 families, including specificities for autoantigens and microbial antigens (Herve et al, 2005; Baumgarth, 2011). Similarly, over-usage of the V_H11, V_H12, and V_H4 gene segments has been demonstrated in TCL1 animals. Each of these three V_H families was used in about 10% of leukemic clones of TCL1 transgenic mice, while the rest of leukemic clones used other V_H families (Yan et al, 2006). Several lines of evidence suggest that a restricted BCR repertoire and specific antigen selection drive disease progression (Chiorazzi & Ferrarini, 2003). For instance, the IgV_H mutation status determines the course of disease and survival predictions (Fais et al, 1998). In addition, BCRs with remarkable structural similarity could be identified between different patients (Tobin et al, 2003). Therefore, the changed size of the CD5⁺ B cell precursor population in Siglec-G-deficient or -overexpressing mice could influence the development of the CLL-like cells in the TCL1 mouse model. Within the group of control TCL1 mice leukemic clones using V_H11 in one mouse and V_H12 in a second mouse, among 4 mice in total were found. V_H11 and V_H12 segments did not occur in three *Siglec*^{-/-} TCL1 mice. Certainly, the mouse numbers of three or four mice per group are too low to quantify V_H usage in these two genotypes. The IgV_H analysis was done as a longitudinal study to monitor the time point of developing leukemic clones, therefore not so many mice per group were analyzed. However, staining with the typical antigens that are often recognized by V_H11 or V_H12 sequences, PtC liposomes or PC-BSA, also gave a lower percentage of staining of CLL-like cells of *Siglec*^{-/-} TCL1 mice. Also, in the SV40 largeT CLL model a lower percentage of V_H11 usage was detected in *Siglec*^{-/-} mice, compared to transgenic controls (Pal Singh et al, 2018). In normal *Siglec*^{-/-} mice a change in the IgV_H repertoire has been previously observed, with less V_H11 and V_H12 usage and less PtC- and less PC-binding BCRs on their B1a cells than in WT controls (Jellusova et al, 2010). All these data suggest, that earlier onset and more severe cause of the CLL-like disease occurs in *Siglec*^{-/-} TCL1 mice, despite the reduced usage of typical IgV_H sequences of CLL-like cells. Thus, these typical V_H sequences may not be crucial for the severity of the disease. It was previously shown that Siglec-G deficiency leads to a better survival of B1a cells (Jellusova et al, 2010), a factor which may also contribute to the mechanism of stronger expansion of CLL-like cells.

In human CLL patients we found a downmodulation of the human Siglec-G orthologue Siglec-10. Siglec-10 was about twofold downmodulated on CLL cells compared to residual B cells of the patients. Also, data from mRNA sequencing of CLL cohorts did show a downmodulation of *SIGLEC10*. The lower mRNA expression of *SIGLEC10* in CLL cells may directly cause the lower surface expression, however posttranslational mechanism such as downmodulation of Siglec-10 protein from the surface of CLL cells cannot be excluded. Siglecs are known to be involved in endocytosis of sialic acid carrying ligands and are cycling receptors (O'Reilly et al, 2011). On human CLL cells there may be a selective pressure to downmodulate this inhibitory receptor from the surface to increase BCR signaling. Similarly, it has been described that the inhibitory receptor CD22 (Siglec-2) is expressed at lower levels on CLL cells than on normal naïve human B cells (Jasper et al, 2011; Salem & Stetler-Stevenson, 2019). We are not suggesting that downmodulation of Siglec-10 from the surface of human CLL cells is mechanistically involved in the development of CLL, but the parallel data from Siglec-G in the mouse CLL

model suggest that downmodulation of this inhibitory receptor may support the maintenance or severity of the disease.

The findings of the Siglec-G overexpressing mice suggest that targeting of Siglec-G/ Siglec-10 with agents that increase the inhibitory function of this receptor may be a novel treatment option for CLL. Of note, the Siglec-10 expression on human CLL cells is just about twofold diminished, suggesting that the expression level is still sufficient to target this surface protein. One way may be agonistic antibodies. One such example is epratuzumab, an anti-CD22 antibody which triggers inhibition of BCR mediated signaling and was tested in clinical trials for the autoimmune disease SLE (Leonard & Goldenberg, 2007; Wallace *et al.*, 2014; Özgör *et al.*, 2016). Another possibility may be synthetic ligands, derived from the natural Siglec ligands sialic acids. High-affinity synthetic ligands for CD22 have been developed in monomeric, oligomeric forms or coupled to nanoparticles (Macauley *et al.*, 2013; Prescher *et al.*, 2014; Bull *et al.*, 2016). Such synthetic ligands could also be screened for agonistic stimulations of Siglec-G and Siglec-10 *in vitro* or in the CLL mouse model *in vivo*.

Materials and Methods

Mouse models

To study the role of Siglec-G in CLL, Siglec-G knockout (*Siglec^{-/-}*) mice (BALB/c background) (Hoffmann *et al.*, 2007) were crossed to μ -TCL1 mice (BALB/c background; mice were kindly provided by E. Hobeika and H. Jumaa, University of Ulm) (Bichi *et al.*, 2002). As a control wild type (WT) BALB/c and *Siglec^{-/-}* mice were chosen as littermate controls or were age matched from *Siglec^{-/-}* $\times$ μ -TCL1 crosses. For the generation of Siglec-G overexpressing (*Siglecg*-R26^{ki/ki} $\times$ mb1^{cre}) mice the cDNA of Siglec-G was cloned into the target vector pROSA26 (generous gift of A. Gessner, University of Regensburg), between the short (SA) and the long arm (LA) of the ROSA26 (R26) locus. This vector also contained a CAG enhancer cassette, which consists of the chicken β -actin promoter and the early enhancer element of cytomegalovirus. To allow cell type-specific protein overexpression a transcriptional stop cassette flanked by two loxP sites in front of the Siglec-G cDNA, was used. The target vector was then introduced into Balb1 embryonic stem cells (Noben-Trauth *et al.*, 1996), checked for homologous recombination and the knockin mice were generated by blastocyst injection. *Siglecg*-R26^{ki/ki} mice were crossed with mb1-cre mice (BALB/c background) to obtain B-cell specific overexpression of *Siglecg*. Mice were kept in the animal facilities of Friedrich-Alexander-University Erlangen-Nuremberg under specific pathogen-free conditions in individually ventilated cages. All experiments were performed in accordance with the German law for protection of animals, after approval by the animal welfare committee.

Cell preparation and flow cytometry

Single-cell suspensions of bone marrow, spleen, liver, lymph nodes (cervical and inguinal) or isolated cells of peritoneal lavage were prepared in PBS (Life Technologies) and treated with 1 M ammonium-chloride-potassium lysis buffer to deplete erythrocytes. The liver was perfused with PBS, then predigested with collagenase D (0.05 U/ml;

How the deposited data were processed for this re-analysis (not part of the article)

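The data are heavy-chain repertoires of sorted CD19+ B cells from mouse blood, 121 samples from 36 mice of 8 genotypes in 2 cohorts. The Siglecg-/- cohort was sampled at 12, 24, 36 and 48 weeks and the Siglec-G overexpression cohort at 28, 36 and 48 weeks, with 3 further samples labelled 24 weeks. Of the samples, 73 came from mice with the TCL1 transgene and 48 from mice without it. The genotype, age and mouse of each sample were taken from its label, and samples of the same mouse at different ages were treated as repeated measures. Data on human patients in the paper were not used.

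The authors made RNA libraries in which each transcript carries a UMI (molecular amplification fingerprinting), sequenced them on a MiSeq, checked them with FastQC and PhiX, corrected UMI errors and merged read pairs with pRESTO. The paper names IMGT/HighV-QUEST and ARGALAXY for annotation, and the deposited tables are igblast output. Program versions, the germline set and any filter on UMIs are not given in the sources used here. Each table entry is 1 mRNA molecule with its V, D and J genes, its alignment, its isotype and its number of reads. All entries are productive heavy chains. The tables hold 1473779 sequences from 11654067 reads. Between 72 and 324517 sequences were found per sample (median 2892), and 29 samples held fewer than 500, the limit that Fig 6 marks. A median of 64.3% of the sequences of a sample (range 24.1 to 100%) rested on a single read. Of all sequences, 92.4% were IgM, 1.65% IgA, 0.166% in the joint class of IgG1, IgG2a, IgG2b and IgG2c, and 94 sequences were IgG3. For 5.75% no isotype was named, and IgD and IgE are not among the isotypes.

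The tables were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and exact tests used scipy 1.17.1. A clonotype was the V gene (first call, allele removed), the J gene and the junction amino acids. For 149509 sequences the first V call named more than 1 gene. The share of a clonotype is its percent of the productive sequences of a sample, with a 95% Wilson interval. A clonotype was called dominant at 50% or more. The effective number of clonotypes was compared on the log2 scale. The mutation rate is the percent of compared V gene bases that differ from the aligned germline sequence, and 340 sequences without compared V bases were left out of it. The tables give N and P nucleotides as 1 length per joint, so that clonotypes without N nucleotides, as planned, were counted as clonotypes without N or P nucleotides. This definition replaced an earlier one after the first values had been seen, and no call changed with it. V genes of the clones were aligned to the V genes of GRCm38 (GENCODE M21, chromosome 12) with BLAST 2.17.0. The files name no genome build, and BALB/c and C57BL/6 mice carry different heavy-chain haplotypes.

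Groups of mice were compared by two-sided exact permutation tests of the difference in means over all regroupings, within strata of the other factor where 2 factors vary, and by Fisher's exact test for counts of mice. Repeated ages were compared by exact sign-flip permutation of the changes per mouse, since the mouse number in the labels pairs the samples. P-values were adjusted by Benjamini and Hochberg over the ages of a measure, and over the family of comparisons for the VH11 and VH12 and VH2 and VH5 shares and for the N- and P-free share. Usage of V genes was compared with limma 3.58.1 in R 4.3.3 (voom weights and empirical Bayes) on the number of clonotypes per V gene, over genes with a mean of at least 0.1% of clonotypes, at an adjusted p of 0.05, and again with a permutation test on log2 percent with a pseudocount of 0.01. The models held Siglecg genotype and TCL1 at 12 weeks, and mb1cre and TCL1 at 28 weeks. They were tested on simulated data with 20 changed V genes at 4-fold and 2-fold changes. In a first simulation, changes in very abundant V genes moved all others, so the simulation was limited to V genes of middle abundance.

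Groups, tests, alternatives and rules for naming genes were set before the data were examined, when the values of Appendix Table S1 and the figures had been seen. The genes named are those of the paper's clones, the genes and CDR3 of the largest clonotype of each TCL1-carrying mouse at its last age or at 50% or more, up to 10 V genes per direction with the largest change in usage (or the 3 lowest p-values where fewer than 3 passed), and fixed lists. The lists are V genes associated with B-1a cells (IGHV11-1, IGHV11-2, IGHV12-3, IGHV4-1 and IGHV7-1), the IGHV2 and IGHV5 families near the D genes, the distal IGHV1 family and CDR3 sequences typical of B-1a cells. Alternatives changed 1 choice at a time: UMIs with at least 2 reads, distinct sequences, samples with at least 500 sequences, samples thinned to 500 sequences, VHJH pairs, junctions joined at 90% identity, sequences with 1 V gene called, medians, dominance at 30% or 70%, no pairing by mouse, only the mice of Fig 3 or Fig 6, and each mouse left out. Added after the data had been seen were the weighting of sequences by reads, samples thinned to 3000 sequences (those with fewer left out), the V gene without framework 1, joined junctions and UMIs with at least 2 reads for the shares of clonotypes and the V gene usage, and the removal of single-read sequences that share UMI and junction with another mouse. The last uses UMIs of 20 bases, 8 of which are fixed. Sequences of other clonotypes also shared UMIs, for a reason that was not tested, and the rest of the same library was used as background. A sample left with fewer than 20 sequences by the limit of 2 reads or by the removal of shared sequences was dropped under that setting. Samples labelled 24 weeks in the overexpression cohort entered no test.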

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

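The tests of where the IGHV11-2 clonotype came from were chosen only after the result was seen. The 10 TCL1-carrying mice that Fig 3 and Fig 6 leave out all carried, at their last age, a clonotype larger than that of any control with at least 500 sequences of the same cohort and age. The highest control was at 10.2% at 36 weeks and 20.2% at 48 weeks in the Siglecg-/- cohort, the latter with the clonotype of T6006. In the overexpression cohort it was at 3.38% at 48 weeks. Controls with fewer sequences reached 10.7% (U1719, 84 sequences), 8.28% (U1513) and 7.45% (U2422) at 48 weeks in that cohort, and 6.33% at 36 weeks and 5.63% at 48 weeks in T6020 of the other. In TCL1 mice at 36 weeks the share was 46.8% in T5964 and 20.1% in T7552, and in TCL1 × Siglecg-/- mice at 48 weeks 56.8% in T6012 and 71.5% in T6022. In TCL1 × Siglecg-R26ki/ki mice at 48 weeks it was 31.6% in U1610, 88.7% in U1863 and 58.7% in U2313, and in mb1cre mice 13.5% in U1607, 55.8% in U1666 and 27.3% in U1861. Clonal expansion thus reached mice beyond those the paper shows, mb1cre mice included, with the limit that the samples of U1607 (126 sequences), U1610 (136) and U1666 (163) are shallow and their clonotypes share UMIs with the clone of another mouse above the background of their libraries (for U1607 70.6% against 3.67%). For U1610 the values were 55.8% against 31.2%, with intervals that overlap and no test of the difference. Without shared single-read sequences the largest clonotype held 6.33% in U1607, below the shallow controls U1719, U1513 and U2422, 29.7% in U1610 and 43.7% in U1666.

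In 46 combinations of a group of 4 to 10 mice, an age and a measure, several of them on the same mice, 7 values lay far from the rest of their group, and chance gives about 1 in 20 combinations. Of these, 3 belonged to TCL1 × Siglecg-R26ki/ki mb1cre mouse U1607 at 28 weeks. Its largest clonotype held 35.0% (other mice of the group 0.835 to 6.90%), VH11 and VH12 made up 12.2% of its clonotypes (others 0.166 to 4.00%) and VH2 and VH5 32.5% (others 44.0 to 48.0%). Siglecg-/- mouse T7618 at 12 weeks, with 114 sequences, had a log2 effective number of clonotypes of 4.22 (others 9.59 to 10.4) and a VH11 and VH12 share of 1.25% (others 0.446 to 0.522%). Its largest clonotype was the IGHV5-6 clone of T6006, with a UMI shared in 10 of 25 sequences (40%), against 10.1% in the rest of the library. TCL1 × Siglecg-/- mouse T7620 at 36 weeks had a mean V gene mutation rate over all sequences of 0.713% (others 1.26 to 1.39%), in a sample of which 84.0% belonged to an unmutated clone. WT mouse T7548 at 12 weeks, with 378 sequences, had 5.99% of clonotypes without N or P nucleotides (others 2.92 to 3.08%).

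The clonotype of U1607 at 28 weeks was IGHV11-2 with the CDR3 MRYGNYWYFDV, the clone of TCL1 × Siglecg-R26ki/ki mouse U2517, and it also appeared in mb1cre mice U1861 at 36 weeks, U1666 at 48 weeks, U1664 and U2421. In U1607, U1861 and U1666 at least 70% of its sequences carried a UMI found in the clone of U2517, against at most 28.2% for the rest of these libraries, so that carry-over of sequences from the library of U2517 is a candidate explanation there. In U1664 the UMIs argue against carry-over from the library of U2517 (23.6% against 24.7%). The rise to 24.0% at 48 weeks from 0.851% at 36 weeks is what an expansion of its own in this mouse would give, a hypothesis found and tested on the same data. In U2421 the excess was small (28.2% against 25.7%), which argues against carry-over from that library as the main source. Only the library of U2517 at 48 weeks was compared, and mixing before UMI labelling was not tested. Whether U1607, U1861 and U1666 also made this common B-1a rearrangement themselves stays open.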

How the results depend on the processing

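The removal of single-read sequences shared with another mouse, weighting by reads, thinning to 3000 sequences, leaving out framework 1 and, for shares of clonotypes and V gene counts, joined junctions and UMIs with at least 2 reads were tests chosen only after results had been seen. Of 252 values of comparisons between groups of mice under other settings, 216 kept their direction and side of the threshold, as did 366 of 397 with a mouse left out. The lower clonal share with mb1cre kept its direction in all of them at 36 weeks (24.3 to 47.5 points) and 48 weeks (36.4 to 57.5 points), and leaving out a mouse gave 30.4 to 47.2 and 37.8 to 49.2 points. With only the mice of Fig 6 the differences of 24.3 and 57.5 points had the smallest p that 3 against 3 allows, so fewer mice are the cause. The difference of TCL1 × Siglecg-/- and TCL1 mice at 36 weeks ranged from 31.5 to 53.1 points under other settings and from 27.8 to 42.5 points with a mouse left out, and it did not pass after adjustment in any of them (adjusted p 0.0635 to 0.4). For the results that changed, the cause was not tested unless it is named.

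At 28 weeks the mb1cre difference passed with medians (36.0) and without shared single-read sequences (25.8), and ranged from 18.3 to 31.0 points with a mouse left out, passing without U1607 (29.0), U1662 (28.0) or U2517 (31.0). The difference in mice with a dominant clonotype at 48 weeks passed with at least 2 reads per UMI (100 points, with U1607, U1610 and U1666 dropped for too few sequences). It also passed at 30% dominance or without shared sequences (83.3 points each). Without pairing by mouse the changes of 29.7 (TCL1) and 58.7 points (TCL1 × Siglecg-/-) passed, because more regroupings exist. The difference between these changes ranged from 22.0 to 39.8 points with a mouse left out and passed without T6012. The TCL1 difference in log2 effective number at 12 weeks turned to 0.0934 with distinct sequences, and ranged from -0.875 to 0.199 with a mouse left out, turning without T6007, T6012, T6015, T6020, T6022 or T7547.

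The IgM difference at 36 weeks ranged from 3.08 to 16.4 points, the highest with at least 2 reads per UMI, and no longer passed with distinct sequences (3.08) or only the mice of Fig 3 (5.82). The one at 48 weeks passed with at least 2 reads (6.53, with U1607, U1610 and U1666 dropped for too few sequences) and at least 500 sequences (5.08). It ranged from 2.51 to 4.89 with a mouse left out, passing without U1666. The mutation difference at 36 weeks no longer passed with distinct sequences (-0.137), at least 500 sequences (-0.282), the mice of Fig 3 (-0.413), medians (-0.278), without shared sequences (-0.901) or without framework 1 (-0.366). It ranged from -0.510 to -0.282 with a mouse left out and failed without T5967, T7549, T7551, T7552 or T7620.

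The VH11 and VH12 share turned for TCL1 with joined junctions (-0.151) and for mb1cre with at least 2 reads (-0.581), and ranged from -0.0430 to 0.278 and from -0.531 to 0.916 with a mouse left out, turning without T5967 and U1607. The VH2 and VH5 share turned for Siglec-G deficiency with joined junctions (0.201), at least 2 reads (0.118) and without shared sequences (0.783), and ranged from -0.857 to 0.765 with a mouse left out. For TCL1 it turned with at least 2 reads (-0.423), at least 500 sequences (-0.974) and all sequences counted (-2.55). The share without N or P nucleotides passed for Siglec-G deficiency with at least 500 sequences (1.75) and without shared sequences (1.94), and ranged from 1.24 to 2.22 with a mouse left out, passing without T5967 (2.07), T6020 (2.22) or T7548 (2.18). For TCL1 it turned with at least 2 reads (0.358), at least 500 sequences (0.832), all sequences (1.33) and without shared sequences (0.126), and ranged from -0.654 to 0.321. For mb1cre it turned with at least 2 reads (-1.36) and all sequences (-1.02), and ranged from 0.131 to 1.08 with a mouse left out.

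The 22 V genes called for Siglec-G deficiency became 13 with quantile normalization (9 shared), 36 with at least 2 reads (21 shared) and 3 in the permutation test (3 shared), and 18 to 31 with a mouse left out. For mb1cre, 1 V gene was called without shared sequences, and 0 to 5 with a mouse left out, 1 each without U1513, U1515 or U1518, 3 without U1662 and 5 without U1664. Of 251 values of single V genes, 220 stayed the same, 30 lost and 1 gained their call, and of 136 values of single clonotypes 54 moved, 45 of them as VHJH pairs and 9 without framework 1. Depth limits the samples with fewer than 500 sequences, above all mb1cre mice at 48 weeks, where a clonotype of few percent has a wide interval.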

Differences from the paper's values

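Apart from the UMI sharing of T7549, no test chosen after the result was seen enters this part. The number of productive sequences of TCL1 × Siglecg-R26ki/ki mb1cre mouse U1518 at 28 weeks is about 6700 in Fig 6, read by eye, and 1463 in the deposited table. The sample of the same mouse labelled 24 weeks holds 6669 sequences. The CDR3 of the clone of TCL1 × Siglecg-/- mouse T7620 has a length of 6 amino acids in the paper's Appendix Table S1 and 11 here, and 11 as well with VHJH pairs, the alternative set before the data were examined. The V gene mutation rate of the clone of T6006 is the paper's 2.4% and 0.338% here, that of U1662 the paper's 3.7% and 0.345% here, and that of U2517 the paper's 3.1% and 0% here. Of the alternatives set before the data were examined, none brought these 3 rates within the paper's.

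Numbers under the plots of Fig 3 follow the number of reads of the deposited tables, at a ratio of 1.06 to 1.19 over 28 samples, while those of Fig 6 follow the number of sequences, with a median ratio of 1.00 over 22 samples. No sample of Fig 3 and 1 sample of Fig 6, that of U1518 at 28 weeks, was more than 1.5 times apart.

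Shares here count sequences, while the numbers under the plots of Fig 3 follow reads, so that the plots may be in another unit. The paper describes the 3 TCL1 mice of Fig 3 as polyclonal or slightly oligoclonal until 36 weeks. The largest clonotype of T7549 held 53.0% of the sequences at that age here, and 98.9% of its sequences rested on a single read. Of the sequences of this clonotype 90.4% share a UMI with the clone of T7620, against 8.45% in the rest of the library, and without shared single-read sequences the largest clonotype held 17.5%, so that the difference from the paper rests on sequences whose origin is in doubt. It describes T7551 as monoclonal at 48 weeks, and its clonotype held 45.5% here, while the second clonotype held 3.83%. It finds no clonal sequence in the 3 mb1cre mice of Fig 6, and the largest clonotype of U1664 held 24.0% at 48 weeks here, while those of U1518 (11.0%) and U2421 (3.95%) were smaller. Appendix Table S1 gives a different J gene for the clone of T7616, which used IGHJ4 in the deposited table. Fig 6 gives no data for U1515 at 28 and 36 weeks, while the deposited tables hold 16195 and 19147 sequences. The sum of N and P nucleotides in the clone of U1515 was 8 here, below the sum of the counts that Appendix Table S1 lists, and the sums of the other 6 clones match. The V, D and J genes of the 7 clones match apart from the J gene of T7616, and the CDR3 lengths apart from that of T7620.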

Other observations

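Except for the counts of other splits of the mice, the tests of explanations here were chosen only after the result was seen. At 36 weeks a higher share of sequences was named IgM in TCL1 × Siglecg-/- than in TCL1 mice, at 91.7 ± 1.01% (SD, n = 5) against 87.6 ± 2.79% (n = 5) (two-sided exact permutation test, p = 0.0159). Sequences with no isotype named, 5.75% over all samples, count as not IgM, and whether they carry this difference was not tested. The mean V gene mutation rate over all sequences was lower in TCL1 × Siglecg-/- mice, at 1.19 ± 0.269% against 1.61 ± 0.341% (exact permutation p = 0.0397). It no longer passed with medians (-0.278 points) or without T7620 (-0.303 points), among other settings. With each distinct sequence counted once, the differences were 3.08 points (exact permutation p = 0.0714) and -0.137 points (exact permutation p = 0.381), and with at least 2 reads per UMI the IgM difference was 16.4 points (exact permutation p = 0.0476). At 48 weeks 95.3 ± 2.02% of sequences were IgM in TCL1 × Siglecg-R26ki/ki mice and 91.7 ± 4.52% in mb1cre mice (n = 6 and 6, exact permutation p = 0.115). Switched and mutated clones existed beside the IgM clones. The largest clonotype of mb1cre mouse U2421 at 36 weeks (IGHV3-2, CDR3 ARHDRWLPHYFDS, 8.97%) had 0% IgM sequences and a median mutation rate of 5.23%, in a sample with 33.8% IgA and 48.6% IgM.

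Clonotypes joined without N or P nucleotides, as is frequent in B-1a cells, made up 5.32 ± 1.72% of the clonotypes in 9 mice with Siglec-G deficiency and 3.50 ± 1.35% in 9 mice without it at 12 weeks. The mean of the differences within TCL1 genotype, 1.81 points, did not hold after adjustment (two-sided exact permutation test, p = 0.0331, adjusted 0.0993). TCL1 (-0.244 points, adjusted p = 0.755) and mb1cre (0.769 points, adjusted p = 0.683) gave smaller differences in the same permutation test. The share of VH11 and VH12 clonotypes differed by 0.171 points for TCL1 (adjusted p = 0.932) and 0.346 points for mb1cre (adjusted p = 0.945), and that of VH2 and VH5 by 0.843 points for TCL1 and -1.55 points for mb1cre (adjusted p = 0.932 each), none of which passed. With 1 mouse left out the VH2 and VH5 differences ranged from 0.0290 to 1.50 points for TCL1 and from -3.72 to -0.0517 points for mb1cre. Of the CDR3 sequences typical of B-1a cells, MRYGNYWYFDV was found in up to 155910 sequences of a sample, MRYSNYWYFDV in up to 66, MRYGSSYWYFDV in up to 36 and ARDYYGSSYWYFDV with IGHV7-1 in up to 36. IGHV12-3 with a CDR3 of 10 amino acids and G at position 4 was found in 0 sequences of every sample, while CDR3 of 12 amino acids with G at position 6, a form chosen after the data had been seen, made up 86.7% in U1662 at 48 weeks and 16.8% in T5967 at 36 weeks. In Siglecg-/- and WT mice at 48 weeks, VH4 made up 3.34% and 6.51% of the sequences (3 mice each), and the WT mean was 3.38% without T7548 (12.8%).

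Siglec-G deficiency went with a changed usage of 22 V genes at 12 weeks. Of 100 splits of the same mice, 1, the real one, gave as many, and the highest other split gave 13. A chance split is thus an unlikely source of the whole count, though 100 splits cannot exclude it. Since a wrong split called up to 13 V genes and the permutation test kept 3 of the 22, single genes may be false calls. With samples thinned to 3000 sequences, those with fewer left out, 19 of the 22 remained called, which argues against depth, and 21 remained called without single-read sequences shared between mice. Among clonotypes without mismatch to their germline allele outside framework 1, the most frequent allele was the same in both groups for 20 of 20 genes that could be compared. This argues against different named alleles, but cannot show alleles that the germline set lacks. IGHV1-37 and IGHV1S29 had 0 such clonotypes, and IGHV1-85 had 1 with and 3 without Siglec-G deficiency. The direction was the same for 16 of 22 genes at 24 weeks and 12 of 22 at 36 weeks, in later samples of the mice that gave the list. A different selection of B cells without Siglec-G stays open as a hypothesis that was not tested further. The sorted cells include B-1a cells, which the paper reports to be more frequent in the blood of Siglecg-/- mice, and the data do not separate cell types. A count of 0 is reached by every split, so that the splits say nothing about chance for TCL1 (100 of 100, real 0, highest other 2), the interaction (100 of 100, real 0, highest other 23) and mb1cre (100 of 100, real 0, highest other 7). The split with 23 V genes in the interaction points to a structure of the samples. It kept the Siglec-G label of 8 of 10 mice with TCL1 and of 2 of 8 mice without it, and 17 of its 23 V genes are among the 22 above, so that the difference between Siglecg genotypes enters it. Since 5 of 100 splits, this one included, kept the labels as unevenly and the number of V genes called followed this only weakly over all splits (Spearman correlation 0.21), whether that accounts for the 23 stays open.

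The IGHV2-6-5 clonotype of TCL1 mouse T7549 at 36 weeks is the clone of TCL1 × Siglecg-/- mouse T7620. Of its sequences 90.4% shared a UMI with the clone of T7620, against 8.45% in the rest of the library, so that carry-over from the library of T7620 is a candidate explanation. The same values, 90.4% against 8.45%, argue against an expansion in T7549 alone. Without shared single-read sequences the largest clonotype held 17.5% in place of 53.0%, which follows from the removal, and how much of the clonotype belongs to T7549 stays open. In T7551 at 36 weeks 89.8% of the sequences of its largest clonotype, which is that of T7616, shared a UMI with T7616, against 0.98% in the rest of the library.

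TCL1 × Siglecg-R26ki/ki mouse U1515 lacked its IGHV1-67 clone at 36 weeks, with 0 of 19147 sequences, which allows up to 0.0157%, although the clone held 37.2% before and 47.5% after. Its largest clonotype at that age (10.0%, IGHV3-2, CDR3 ARYYYGSSYYFDY) is the clone of mb1cre mouse U1861, and 0.19% of the sequences of this clonotype in U1861 shared a UMI with those in U1515, against 0.57% in the rest of the U1861 library. A comparison of samples by the clonotypes they share was tried after the result was seen and was not informative, since many samples came out nearer to another mouse, so that it stays open whether this sample belongs to another mouse, and it entered the 36-week comparison with mb1cre mice (39.2 points with it, 47.2 without this mouse). In TCL1 × Siglecg-R26ki/ki mouse U1610 the clone (IGHV9-3, CDR3 ARGVLSFDY) held 9.05% in the sample labelled 24 weeks, 51.7% at 28 weeks, 36.1% at 36 weeks and 0 of 136 sequences at 48 weeks, which allows up to 2.21%. In GRCm38 the closest relatives of further clone V genes are Ighv1-67 for IGHV1-67 (115603940 to 115604376, 95.6%), Ighv3-8 (114322327 to 114322801, 97.3%), Ighv1-14 (114646572 to 114647056, 99.6%) and Ighv5-4 (113597446 to 113597977, 95.9%). Of these, Ighv1-14 is listed as a pseudogene in this reference.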
